# Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle

**DOI:** 10.15252/emmm.202216434

**Published:** 2023-01-13

**Authors:** Damian Carvajal Ibañez, Maxim Skabkin, Jooa Hooli, Santiago Cerrizuela, Manuel Göpferich, Adrien Jolly, Katrin Volk, Marc Zumwinkel, Matilde Bertolini, Gianluca Figlia, Thomas Höfer, Guenter Kramer, Simon Anders, Aurelio A Teleman, Anna Marciniak‐Czochra, Ana Martin‐Villalba

**Keywords:** ageing, dormancy, interferon, mTOR, stem cells, Neuroscience, Stem Cells & Regenerative Medicine

## Abstract

Stem cells show intrinsic interferon signalling, which protects them from viral infections at all ages. In the ageing brain, interferon signalling also reduces the ability of stem cells to activate. Whether these functions are linked and at what time interferons start taking on a role in stem cell functioning is unknown. Additionally, the molecular link between interferons and activation in neural stem cells and how this relates to progenitor production is not well understood. Here we combine single‐cell transcriptomics, RiboSeq and mathematical models of interferon to show that this pathway is important for proper stem cell function at all ages in mice. Interferon orchestrates cell cycle and mTOR activity to post‐transcriptionally repress Sox2 and induces quiescence. The interferon response then decreases in the subsequent maturation states. Mathematical simulations indicate that this regulation is beneficial for the young and harmful for the old brain. Our study establishes molecular mechanisms of interferon in stem cells and interferons as genuine regulators of stem cell homeostasis and a potential therapeutic target to repair the ageing brain.

**The paper explained**

**Problem**

Interferons represent not only a first line of defence against viral infections but also a major component of ageing‐related functional decline of brain stem cells. Whether these two functions are linked, and whether regulation of stem cell function by interferon occurs only in the ageing brain remains elusive. We apply mathematical modelling, single‐cell RNA‐Seq and Ribo‐Seq to describe the population dynamics and molecular underpinnings of the interferon response in NSCs across the adult lifespan of the animal.

**Results**

We observe an interferon response in stem cells already at young ages that is shut down in committed neurogenic progenitors and comes back in end differentiated neurons. Interferon control stem cell homeostasis through orchestration of mTORC1 activity and cell cycle, which represses translation of the stemness factor Sox2 and retain cells in a G_0_ quiescent state. The component of interferon response triggered by interferon ligands controls stem cell activation and self‐renewal and is beneficial in the young but detrimental in the old brain.

**Impact**

The selective response to interferon of NSCs but not in neural progenitors indicates that the latter are intrinsically less protected against viral infections. This could explain the higher susceptibility of embryos and infants to brain viral infections (e.g. Zika virus) and should be further explored. In addition, the results establish the molecular underpinnings of the interferon response in NSCs revealing potential blocking targets of this response that might be relevant to other adult stem cell system. Last, the influence of stemness by the novel biphasic regulation of mTOR might be key to control activation and escape senescence. Our data reveal that the optimal time for interventions targeting interferons to revert detrimental ageing‐related stem cell dysfunction is at middle‐aged adults.

## Introduction

In the adult brain, stem cells residing in the ventricular‐subventicular zone (vSVZ) generate olfactory bulb interneurons that are crucial for fine‐tuning odour discrimination. For neuronal production, neural stem cells (NSCs) transit from a dormant to an activation state to produce transient amplifying progenitors (TAPs) and finally neuroblasts (Urbán *et al*, 2019). These neuroblasts migrate along the rostral migratory stream towards the olfactory bulb (OB), where they mature into olfactory bulb interneurons. As the animal ages, activation of NSCs decreases, while interferon signalling increases (Baruch *et al*, 2014; Kalamakis *et al*, 2019). This age‐related interferon response is highest in the neighbouring cells but also visible in NSCs (Kalamakis *et al*, 2019). Apart from their function in homeostasis, NSCs become activated upon injury to produce neurons and other glial cells (Delgado *et al*, 2021). This injury response is in part mediated by interferons (Kyritsis *et al*, 2012; Llorens‐Bobadilla *et al*, 2015). Interferons (IFNs) are cytokines known to modulate the innate and adaptive immune response upon infections and injury (Mazewski *et al*, 2020). The interferon family is composed of type I, II and III IFNs. While type I and II IFNs are sensed ubiquitously in the body, type III IFN response is restricted to immune and epithelial cells. Type I and II IFNs activate the canonical JAK/STAT signalling pathway through IFN receptor α (IFNAR) and γ (IFNGR), respectively, leading to the transcription of a subset of interferon stimulated genes (ISGs; Alspach *et al*, 2019; Stanifer *et al*, 2020). Despite the ubiquitous expression of IFNAR and IFNGR in stem cells, they show an attenuated response to IFN compared to differentiated counterparts (Wu *et al*, 2018). Instead, stem cells, including neural stem cells (NSCs), rely on intrinsic expression of ISGs to prevent viral infection (Wu *et al*, 2018). Whether this intrinsic interferon signalling that is observed in NSCs already in young animals regulates stem cell function has not been addressed. In addition, whether the age‐related increased in interferon response is independent of the intrinsic interferon response is similarly unexplored. Interestingly, recent ageing studies hinted at a faint basal interferon response already in the young homeostatic brain, albeit they were technically unable to characterise it (Kalamakis *et al*, 2019). Moreover, previous studies focused only on transcriptional control of ISGs while the post‐transcriptional regulation of stemness factors (Baser *et al*, 2019) upon IFN exposure in NSCs remains elusive. Understanding how the positive and negative functions of interferon are molecularly wired in stem cells in the young and old brain is mandatory to provide regenerative therapy for a better ageing.

Here, single‐cell RNA sequencing (scRNAseq) of IFNAGR^KO^ and wt NSCs reveals that already at young ages NSCs exhibit an IFN‐response, as opposed to previous reports suggesting that this response is only found in ageing NSCs (Baruch *et al*, 2014; Dulken *et al*, 2019; Kalamakis *et al*, 2019). Interestingly, already committed immature TAPs and neuroblasts are resilient to IFNs, revealing a hierarchy of interferon responsiveness along the stem cell lineage. To address the molecular underpinnings of NSCs IFN response, we performed Ribo‐Seq in NSCs exposed to IFNs. Our data indicate that type‐I IFN induces a transient up‐ and a late down‐regulation of mTORC1 activity and a concomitant gradual inhibition of cell cycle. This biphasic control of mTORC1 is mediated by the crosstalk of the JAK‐STAT and PI3K‐Akt signalling pathways. In addition, late phosphorylation of eIf2α and Cdk4/6‐mediated TSC2 inhibition contribute to the shutdown of mTORC1 and protein translation. Together, this IFN‐ response leads to the post‐transcriptional inhibition of Sox2 expression. Mathematical modelling of NSC dynamics *in vivo* uncovers interferons as regulators of neural stem cell activation and self‐renewal at all ages. Consequently, modelling predicts that inhibition of interferon is detrimental in the young and beneficial in the old brain.

## Results

### Interferon regulates neural stem cells in the young and ageing brain

Interferons are known regulators of NSCs reaction to injury and infection. To characterise a potential role of IFNs in NSCs homeostasis, we first examined the individual transcriptomes of NSC and their progeny in mice lacking the type‐I (IFNA) and ‐II (IFNG) interferon receptors (IFNAGR^KO^) and in wild‐type mice (IFNAGR^WT^). To capture changes in NSCs dynamics across ages we examined young (2–3 months old) and old mice (17–24 months old). To this end, we profiled the transcriptomes of 15,548 individual NSCs, their progeny (Tlx‐mediated eYFP^+^ cells) and neighbouring microglia and endothelial cells isolated from vSVZ, the RMS and the olfactory bulb (Figs 1A and EV1A). Using previously defined scRNAseq markers (Llorens‐Bobadilla *et al*, 2015; Kalamakis *et al*, 2019) we identified dormant NSC (qNSC1), primed‐quiescent NSCs (qNSC2), active NSC (aNSC), TAPs and neuroblasts (NBs; Figs 1B and EV1B). Next, we aimed at assessing the strength of the interferon signalling in cells along the different transitions into neuronal differentiation. Previous single‐cell analysis on NSCs proved scRNAseq to be underpowered to categorise basal inflammatory signatures in the brain (Kalamakis *et al*, 2019). To maximise the power of our interferon response analysis, we explored the specific NSC type‐I IFN response by treating NSCs with IFN‐β *ex‐vivo*. First, applying Cycleflow (Jolly *et al*, 2022) to evaluate cell cycle progression, we show that IFN‐β arrested NSCs in the G_0_ quiescent state *ex‐vivo* (Figs 1C and EV2A–C), mimicking the effect of IFN‐increased quiescence as already suggested for the old brain (Kalamakis *et al*, 2019). We thereafter addressed the molecular response at transcriptional and post‐transcriptional level of NSCs to IFN‐β *ex‐vivo* via Ribo‐Seq (Fig 1D). 

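Ribo-Seq compares ribosome-protected mRNA fragments (footprints) with the total RNA of the same cultures. NSCs from the vSVZ of young C57BL/6 mice were grown ex vivo and treated with vehicle or IFN-β for 2 h or 14 h. Each of these 4 groups held 4 cultures, and each culture gave 1 footprint and 1 total RNA library, 32 libraries in all. The paper gives the long exposure as 14 h in its results and as 16 h in Fig 1E, in Appendix Fig S1 and in the methods for the single-cell data, and it is called 14 h here. The authors trimmed the reads with TrimGalore, mapped them with bowtie to the mouse transcriptome and counted them per gene with SummarizeOverlaps in the mode "Union" after removal of duplicates. Footprints in the CDS and total RNA reads in the whole gene body were analysed here, as the raw counts per gene that the authors deposited. The paper's text does not give the strand setting of the counting.

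Total counts per footprint library at 2 h ranged from 7110178 to 9361609 with vehicle (median 7390946) and from 4956144 to 8170824 with IFN-β (median 6764093). At 14 h they ranged from 5366290 to 10505108 with vehicle (median 8941093) and from 2956297 to 9401846 with IFN-β (median 6826837.5). Total RNA libraries at 2 h held between 4362531 and 7877753 counts with vehicle (median 5009805.5) and between 3992402 and 5692950 with IFN-β (median 5157027.5). The 14 h total RNA libraries were smaller, with 1370008 to 2442404 counts with vehicle (median 1866356.5) and 1934554 to 2737111 with IFN-β (median 2608197.5).

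Genes with at least 10 counts in at least 4 libraries of a comparison were tested. Counts were scaled with edgeR's TMM method and tested with its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Log2 fold changes give IFN-β over vehicle at the same time point. A gene was called at an adjusted p under 0.05, or under 0.1 for TE, the threshold the paper uses for TE. Changes in TE were taken as the interaction between the kind of library and the treatment, fitted over the footprint and total RNA counts with TMM applied within each kind. Gene lists were summarised by the median log2 fold change of their genes and tested with limma's camera, two-sided, at a preset inter-gene correlation of 0.01. The threshold was an unadjusted p under 0.05, and the p-values printed are adjusted over the 32 tests of 4 lists in 8 comparisons. Standard errors printed with log2 fold changes are the change divided by the square root of the F statistic of its test. They can lie below the counting error where a group holds few counts. Values per library are CPM, the counts scaled to the size of the library times its TMM factor, and intervals and floors cover counting error only. Genes within a library are not independent replicates.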

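In total RNA at 14 h, 474 of 7520 genes tested were called with edgeR, 261 higher and 213 lower with IFN-β. Of the 474, 356 overlap an annotated gene on the other strand, and with genes of this kind left out 95 genes were called, the largest change among the alternatives tried. Leaving out 1 IFN-β library left 171 calls (replicate 1), 213 (replicate 2), 271 (replicate 3) or 265 (replicate 4). In 12.3% of the genes tested all IFN-β libraries lay above or all below the vehicle libraries, where chance gives 2.86%. At 2 h, 93 of 11639 genes were called, 84 of them higher. With 1 library left out this fell to 30 (IFN-β replicate 2), 33 (IFN-β replicate 5), 40 (IFN-β replicate 6) or 57 (vehicle replicate 5). Scaling by total counts alone moved the median of all genes at 2 h from 0.04 to 0.23 and at 14 h from -0.01 to 0.09, so the share of calls that were higher is given under each scaling. It was 90.3% at 2 h, 79.8% with total counts alone and 79.3% with DESeq2, and it was 55.1% at 14 h and 65.8% with total counts alone.

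A list of 72 ISGs was written from general knowledge, and 71 of them are also among the 300 genes of the NSC type-I response in Dataset EV1. At 14 h the median total RNA count of these genes was 6.44 per library, so that 30 of them could be tested. Their median log2 fold change was 1.33, with 27 genes higher and 3 lower (adjusted p = 8.1e-30 in camera). edgeR called 16 of them higher over all genes, and 20 with the p-values adjusted over the list alone. The median per library over these 30 genes, relative to the vehicle mean, was 1.54 ± 0.13 (SD, n = 4) with IFN-β and 0.04 ± 0.16 (SD, n = 4) with vehicle (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). At 2 h, 40 ISGs were tested, with a median of 1.63 and 38 genes higher. Of these 16 were called, or 28 adjusted over the list alone.

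Irf9 (ENSMUSG00000002325, chromosome 14 of mm10, 55603571 to 55610030) had 0 total RNA counts in every vehicle library at 14 h and 12 to 19 with IFN-β, at least 14.6-fold higher against a floor of 3 counts over the group. Its log2 fold change at 2 h was 4.58 (standard error 0.42, adjusted p = 1.34e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oasl2 (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234) changed by 4.83 at 14 h (standard error 0.50, adjusted p = 7.97e-06 from the same test) and by 3.14 at 2 h. Ifit2 rose 50.5-fold at 14 h (95% counting interval 13.7 to 421) and Ifit3 20.1-fold (5.31 to 170), each from 3 or fewer counts in the vehicle libraries together. Irf1, which overlaps Gm17334 on the other strand, changed by 3.00 at 14 h and by 1.75 at 2 h. Irf7, whose exons overlap those of Phrf1 on the other strand, changed by 0.17 at 14 h (adjusted p = 0.804 in edgeR) and by 0.18 at 2 h.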

Analysis of the transcriptional response identified a strong upregulation of ISGs in NSCs (Fig 1E), opposed to the suggested attenuated capacity of stem cells to build interferon responses (Wu *et al*, 2018). 

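Dataset EV1 lists 300 genes that the paper ranked on total RNA libraries of the same exposure, read and counted in another way. In the counts used here 295 of the 300 have an entry for total RNA. Of these, 112 had enough counts at 14 h to be tested, with a median log2 fold change of 0.62. edgeR called 42 of them higher and 2 lower. The call was made for 52 higher genes adjusted over the list alone, which is not independent evidence because the list was chosen on these cultures. Without any filter on low counts 72 of the 300 were called higher, and with a mean of at least 50 counts 9 were. Leaving out 1 IFN-β library at a time left 15 (replicate 1), 15 (replicate 2), 17 (replicate 3) or 15 (replicate 4). A further 219 genes outside the list were called higher. At 2 h, 151 of the list were tested and 32 called higher, or 58 adjusted over the list alone, with a median of 0.63.

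The median total RNA count of the 300 genes at 14 h was 4.75 per library, against 252.25 footprints in the CDS. Of the 112 genes tested, 44 have no annotated gene on the other strand, and 19 of these were called higher. Another 52 overlap an exon of a gene on the other strand, and 20 of these were called higher. Footprints of the list could be tested for 270 genes at 14 h, with a median log2 fold change of 3.64, and edgeR called 269 of them higher. At 2 h, 245 were tested, with a median of 1.5, and 156 were called higher.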

The 300 highest‐expressed genes (Fig 1E and Dataset EV1) were used to generate a NSC‐specific type‐I IFN response signature further used for detection of this response in our single cell NSC‐lineage from IFNAGR^WT^ and IFNAGR^KO^ young and old vSVZ.

**Figure 1:**
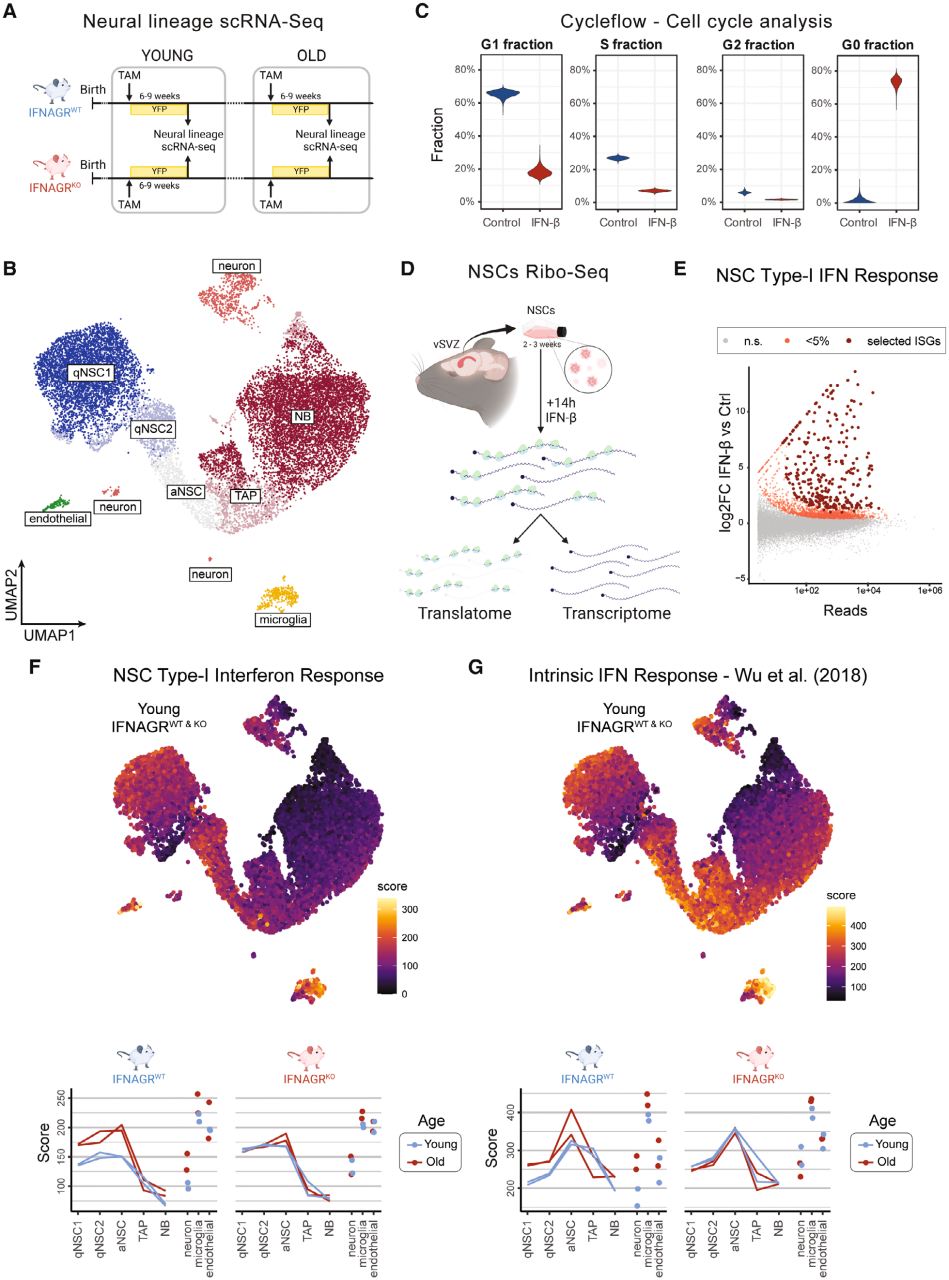
Interferon signalling regulates stem cells in the young and old brain and decreases in neural progenitors Experimental layout for scRNA‐Seq in young and old mice lacking interferon receptors. All mice represent TiCY (Tlx reporter, see Materials and Methods) that are either IFNAGR WT or KO. TAM (Tamoxifen). See also Fig EV1.UMAP embedding showing the 15,548 single cells in this analysis with their cell types. See also Fig EV1. *n* = 2 biological replicates per age and genotype.Cell cycle fractions inferred from Cycleflow in IFN‐β‐treated NSCs. See also Fig EV2. *n* = 3 biological replicates.Schematic representation of Ribo‐Seq pipeline in NSCs.MA plot showing differential expression between IFN‐β 16 h treated bulk cells and Control cells. Light red dots are significantly upregulated (one‐sided Wald test), dark red dots are the top 300 genes selected as the “NSC Type‐I Interferon Response”. *n* = 4 biological replicates.Scores computed for the NSC Type‐I Interferon Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR^WT^ and IFNAGR^KO^ cells. *n* = 2 biological replicates per age and genotype.Scores computed for the Wu *et al* (2018) intrinsic interferon response gene set displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR^WT^ and IFNAGR^KO^ cells. *n* = 2 biological replicates per age and genotype.

**Figure EV1:**
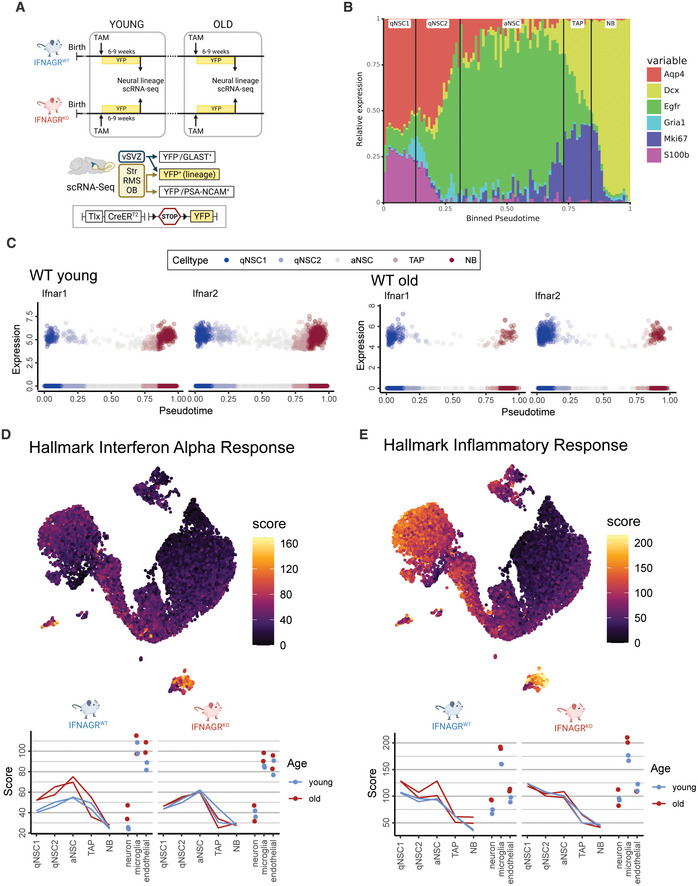
Inference of IFN signatures in the vSVZ niche Experimental layout for scRNA‐Seq in young and old mice lacking interferon receptors. All mice represent TiCY (Tlx reporter, see Materials and Methods and Fig EV1) that are either IFNAGR WT or KO. vSVZ (Ventricular Subventricular Zone), RMS (Rostral Migratory Stream), OB (Olfactory Bulb), TAM (Tamoxifen).Relative gene expression of relevant markers for cell types along pseudotime. Black lines denote cuts between cell types.Relative expression of type‐I IFN receptors in young and old wildtype cells over pseudotime coloured by lineage cell types.Scores computed for the Hallmark Interferon Alpha Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in in IFNAGR^WT^ and IFNAGR^KO^ cells. *n* = 2 biological replicates per age and genotype.Scores computed for the Hallmark Inflammatory Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR^WT^ and IFNAGR^KO^ cells. *n* = 2 biological replicates per age and genotype.

**Figure EV2:**
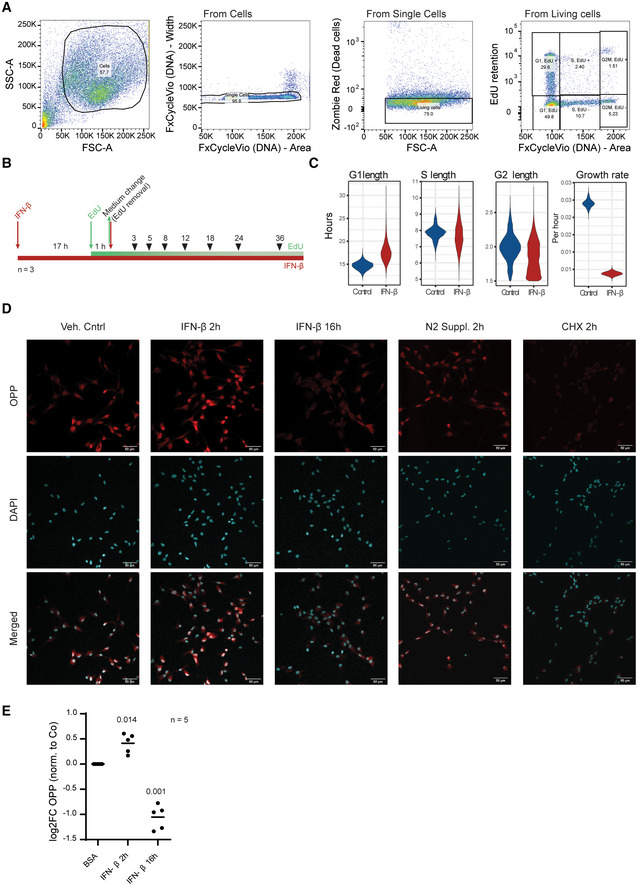
Cycleflow and OPP analysis: IFN‐β induce cell cycle exit and a biphasic control of protein translation in NSCs Gating strategy for quantification of cell cycle states for Cycleflow.EdU and IFN‐β exposure experimental scheme for Cycleflow.Cell cycle properties inferred from Cycleflow in IFN‐β‐treated NSCs. *n* = 3 biological replicates.Representative images of the OPP (O‐propargyl‐puromycin) incorporation assay in WT NSCs treated with IFN‐β at 2 and 16 h. N2 supplement or Cycloheximide (CHX) where added as controls (see Materials and Methods). Bar scale represents 50 μm.OPP (O‐propargyl‐puromycin) incorporation assay quantification in WT NSCs treated with IFN‐β at 2 and 16 h. *n* = 5 biological replicates. One‐way ANOVA with Dunnett's multiple comparison test was computed (*P*‐values specified) using vehicle‐treated NSCs as control group.

Scoring of the NSC type‐I interferon response signature indicated that the interferon response is already present in young WT individuals and it fluctuates dynamically along the lineage (Figs 1F, and EV1D and E). While intermediate progenitors (TAPs and NBs) score the lowest, stem cells and mature neurons score the highest type‐I interferon response. Interestingly, stem cells and neurons are also particularly responsive in the old brain, while TAPs and NBs remain unaffected by the age‐related increase of IFNs (Fig 1F, lower panel). Of note, we found expression of type‐I IFN receptors in all cell types along the lineage (Fig EV1C), in addition to the recently reported expression of type‐II IFN (Dulken *et al*, 2019). This underscores the relevance of interferons both in the young and the old brain and reveals neural stem cells as their preferential target to modulate neurogenesis. In agreement, stem cells lacking interferon receptors (IFNAGR^KO^) display a dysregulated type‐I interferon response which remains oblivious to ageing (Fig 1F, lower panel). Strikingly, even in IFNAGR^KO^ mice, stem cells retain a higher type‐I interferon response than TAPs and NBs. This supports the notion from Wu *et al* (2018) that stemness confers an intrinsic interferon response (Wu *et al*, 2018) as compared to their progeny. However, Wu *et al* (2018) proposed stem cells to be refractory to IFNs, while we show that NSCs *in‐vivo* display an interferon response that relies on IFN receptors both in the young and old brain (Fig 1G). Moreover, loss of IFN receptors increased the intrinsic levels of IFN signalling. This confirms our hypothesis that interferon modulates neural stem cells already in young adults, albeit the molecular underpinnings of such regulation remains elusive.

### IFN‐β exerts a biphasic control of mRNA translation in NSCs

To describe the molecular mechanisms downstream of IFN in NSCs, we focused on the post‐transcriptional changes exerted by these cytokines. IFNs can modulate mRNA translation in differentiated cells (Mazewski *et al*, 2020), a process that is of key importance in the regulation of quiescence in stem cells (Blanco *et al*, 2016; Baser *et al*, 2017, 2019; Tahmasebi *et al*, 2019). We thus hypothesised that IFN‐β could also affect mRNA translation in NSCs, leading to their quiescence induction through G_0_ arrest (Fig 1C). To address this, we examined polysome profiles and Ribo‐Seq of NSCs following short (2 h) or long (14 h) exposure to IFN‐β (Appendix Fig S1). 

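In the footprints, edgeR called 878 of 12104 genes at 2 h, 635 higher and 243 lower with IFN-β, and 6361 of 12113 at 14 h, 3176 higher and 3185 lower. Of the genes tested, 12.9% at 2 h and 46.2% at 14 h had all IFN-β libraries above or all below the vehicle libraries. The 2 h count depended most on the replicate number. Cultures that share a number varied together in the footprints, and with the number as a block in the model 3538 genes were called at 2 h, 54.3% of them higher in place of 72.3%. Leaving out 1 library at 2 h left 563 calls (IFN-β replicate 2), 517 (IFN-β replicate 5) or 575 (IFN-β replicate 6). At 14 h leaving out 1 library left between 5613 and 6353 calls. Of the genes called, 379 at 2 h and 2789 at 14 h overlap an annotated gene on the other strand.

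Mycl footprints fell by 2.18 at 2 h (adjusted p = 0.00866 in edgeR), those of G0s2 by 1.68 (adjusted p = 0.0132) and those of Insm1 by 1.58 (adjusted p = 0.00387), the lowest log2 fold changes among called genes with a mean of at least 50 counts. The adjusted p of G0s2 in edgeR was 0.0603 without IFN-β replicate 5 and 0.0539 without IFN-β replicate 6. At 14 h the lowest were Hist2h3c2, which fell by 2.99, Hist1h2an, by 2.78, and Ccne2, by 2.77. Footprints of histone genes can be shared between near-identical copies. The highest at 2 h were Tgtp1 (7.30), Ifi47 (7.22) and Ifit1 (7.19). At 14 h, Ifit3 footprints rose by 12.55 (standard error 0.15, adjusted p = 6.04e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifit1 rose 7.49e+03-fold at 14 h (95% counting interval 2.56e+03 to 3.63e+04) from 3 or fewer counts in the vehicle libraries, and Zbp1, with no vehicle counts, at least 998-fold.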

Analysis of the polysome profiles of IFN‐β‐treated NSCs revealed a mild and transient increase followed by a strong decrease of the heavy polysomal fractions, as compared to untreated controls (Fig 2A and B). Accordingly, OPP (O‐propargyl‐puromycin) incorporation revealed a transient early increased followed by a profound decrease of global protein synthesis following exposure to IFN‐β (Fig EV2D and E). Despite this IFN‐β's biphasic control of global translation, effects varied per gene (Fig 2C and D). 

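TE changed at 2 h for 115 of 14115 genes in edgeR, 82 higher and 33 lower with IFN-β, and at 14 h for 1136 of 13447, 604 higher and 532 lower. Of these calls 67 at 2 h and 697 at 14 h overlap an annotated gene on the other strand. With such genes left out 46 and 374 genes were called. DESeq2 called 259 genes at 2 h and 1482 at 14 h, and with a mean of at least 50 counts in both kinds of library the counts were 27 and 380. Scaling by total counts alone moved the median TE change of all genes at 2 h from -0.04 to -0.38 and called 51 genes, and limma-voom moved that at 14 h from 0.02 to 0.12. Leaving out 1 library pair at 2 h left 70 calls without IFN-β replicate 5 and 73 without vehicle replicate 5. Genes with no overlap between the groups made up 5.33% of those tested at 2 h and 12.6% at 14 h.

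Among called genes with a mean of at least 50 counts, the lowest TE change at 2 h was that of Art3 (ENSMUSG00000034842, chromosome 5, 92331827 to 92414628, plus strand), with -6.56 (standard error 1.57, adjusted p = 0.0755 in edgeR). This call was lost without IFN-β replicate 2 or 5 and without vehicle replicate 2, 3 or 5. At 14 h its TE change was -3.62 (standard error 0.61, adjusted p = 3.32e-04 in edgeR). Total RNA counts of Art3 per library were 60 to 90 with vehicle and 11973 to 62922 with IFN-β at 2 h. At 14 h they were 10 to 49 and 4726 to 7030. In CPM this was 17.1 ± 3.23 (SD, n = 4) with vehicle and 2286 ± 153 (SD, n = 4) with IFN-β at 14 h. Art3 had 1 to 3 footprints in the CDS per vehicle library at 14 h and 11 to 30 with IFN-β.

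Cxcl10 (ENSMUSG00000034855, 92346638 to 92348889 on the minus strand) lies within Art3, and 133 bp of its exons, 5.91% of the 2252 bp of the gene, overlap an exon of Art3. Its footprints per library at 2 h were 127 to 166 with vehicle and 10160 to 17557 with IFN-β, a log2 fold change of 6.90 (standard error 0.29, adjusted p = 1.19e-06 in edgeR). At 14 h they were 2 to 10 and 959 to 5250, a log2 fold change of 9.36. Total RNA counted on Cxcl10 was 0 to 2 per library with vehicle and 17 to 166 with IFN-β at 2 h, and 0 in every vehicle library and 1 to 7 with IFN-β at 14 h.

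**Figure D1:**
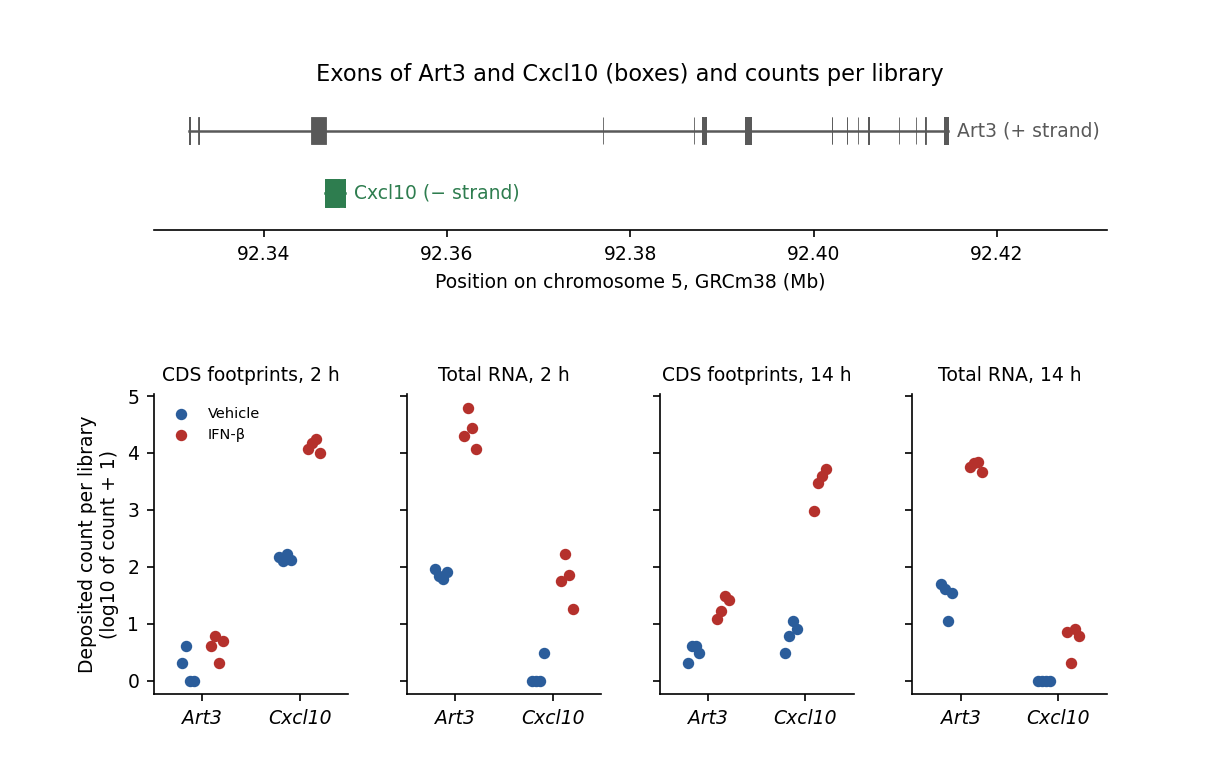
The upper panel maps the exons (boxes) of Art3 and Cxcl10 by position on chromosome 5 of mm10, in Mb, and the lower panels plot the count of each library, as log10 of the count plus 1, for vehicle (blue) and IFN-β (red). Total RNA rises on Art3, to 11973 to 62922 counts at 2 h, and footprints rise on Cxcl10, to 10160 to 17557 counts at 2 h.

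Cyren, which overlaps Tmem140 on the other strand, had a TE change of -5.77 at 2 h and -7.07 at 14 h. Its footprints changed by -0.08 and -0.33, and its total RNA rose 109-fold at 14 h (95% counting interval 37.1 to 531). Ly6e followed at 2 h with -4.48. At 14 h Ifi27 had -5.89, with a footprint change of 1.29. The values of Ly6e at 2 h and of Cyren and Ifi27 at 14 h rest on 3 or fewer total RNA counts over the vehicle libraries. Atad3a and Slc25a22 also had low TE at 14 h, but they had no total RNA counts with vehicle, so no fold is given. The highest were Usp18 (6.99), Trim14, with no vehicle footprints and therefore no fold, and Isg15 (6.65) at 2 h, and Isg15 (12.81), Usp18 (11.80) and Zbp1 at 14 h, the last again with no vehicle footprints. Total RNA counts of Isg15 at 14 h were 1 to 5 per library with vehicle and 0 to 5 with IFN-β. Usp18 overlaps Gm44148 and Trim14 overlaps Nans on the other strand.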

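TE of DNA replication and cell cycle genes was followed with a list of 54 and a list of 56 genes, written from general knowledge rather than taken from the gene sets of the paper, which were not used here. At 2 h the median TE change was -0.13 for the DNA replication list, with 33 genes lower and 21 higher (adjusted p = 0.549 in camera), and -0.13 for the cell cycle list, with 34 lower and 22 higher (adjusted p = 0.374 in camera). edgeR called none of either list at 2 h. At an unadjusted p under 0.05 it held 4 DNA replication genes and 0 cell cycle genes, and DESeq2 and limma-voom called 0 of both lists. With a mean of at least 50 counts these medians were 0.09 and 0.03, and with total counts alone, where the median of all genes was -0.38, they were -0.41 and -0.46, none past the threshold of camera. The cell cycle list passed the threshold of camera without IFN-β replicate 6, with a median of -0.19, and without vehicle replicate 3, with a median of -0.20.

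At 14 h the median TE change of the DNA replication list was -1.24, with 46 of 54 genes lower (adjusted p = 1.1e-17 in camera), and 20 were called lower by edgeR, or 24 lower and 3 higher adjusted over the list alone. The cell cycle list had a median of -0.97, with 48 of 56 lower (adjusted p = 1.6e-13 in camera), and 16 were called lower, or 27 adjusted over the list alone. With genes that had no counts in one group placed at their bound, the medians were -1.21 and -0.90. The TE median per library relative to the vehicle mean was -1.27 ± 0.19 (SD, n = 4) with IFN-β and -0.01 ± 0.17 (SD, n = 4) with vehicle for DNA replication, and -1.10 ± 0.09 (SD, n = 4) and -0.06 ± 0.11 (SD, n = 4) for the cell cycle. The exact permutation test gave p = 0.0286 for each list. These TE values rest on total RNA counts that may not follow the mRNA of the genes, which was not tested for these lists. A fall in mRNA is therefore not separated from a fall in translation.

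Footprints of the lists alone changed little at 2 h, with medians of -0.03 and -0.02, and fell at 14 h, with medians of -1.32 and -1.15. At 14 h edgeR called 50 of 54 DNA replication genes lower, and 51 of 56 cell cycle genes lower and 2 higher. The difference between 14 h and 2 h, tested as the interaction of time and treatment, was -1.23 for DNA replication footprints (adjusted p = 7.8e-23 in camera) and -1.17 for cell cycle footprints (adjusted p = 1.7e-30 in camera). Median total RNA counts at 14 h were 5.06 per library for DNA replication and 6.69 for the cell cycle, and 21 and 22 genes of the lists were tested there, with medians of -0.01 and -0.08. The TE of Ccne2, which overlaps Ints8 on the other strand, changed by -2.43 at 14 h (standard error 0.31, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.25 at 2 h.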

Gene set enrichment analysis of translational efficiency (TE) ranked genes identified specific subsets of transcripts exhibiting either a steady enhanced or repressed translation (Figs 2C and D, and EV3A and B, Dataset EV2). mRNAs encoding DNA replication and cell cycle‐related proteins were steadily repressed, in agreement with the detected arrest in G_0_. Conversely, interferon stimulated genes (ISGs), crucial components of the antiviral response (Mazewski *et al*, 2020), exhibited a gradual increase of TE. This enhanced translation was confirmed by RT‐qPCR of the polysomal fractions for a subset of ISGs including *Ifit3* and *Irf9* (Fig EV3C). 

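Over the 72 ISGs, the median TE change was 1.34 at 2 h, with 53 of 66 tested genes higher (adjusted p = 1.9e-55 in camera), and 4.00 at 14 h, with 65 of 72 higher (adjusted p = 1.6e-45 in camera). edgeR called 21 higher at 2 h, or 32 higher and 1 lower adjusted over the list alone. At 14 h it called 40 higher and 1 lower, or 49 and 1 adjusted over the list alone. With genes that had no counts in one group placed at their bound, the medians were 1.64 over 64 genes and 4.92 over 69. With the 300 genes of the NSC type-I response in place of the list they were 0.37 and 2.15. Per library and relative to the vehicle mean, TE with IFN-β was 2.05 ± 0.36 (SD, n = 4) at 2 h and 4.66 ± 0.27 (SD, n = 4) at 14 h, against -0.01 ± 0.12 and 0.02 ± 0.17 with vehicle (exact permutation test, p = 0.0286 at each time). The difference in TE change between 14 h and 2 h was 2.27, with 61 genes higher and 11 lower (adjusted p = 4.3e-17 in camera), and 14 were called higher and 2 lower. All these TE values rest on total RNA counts that may not follow the mRNA of the ISGs. ISG footprint changes at 14 h differed from the RNA changes in Dataset EV2, counted in another way, by a median of -0.0528. Relative to that RNA the ISG footprints did not rise as the TE of 4.00 has it. At 2 h this was not tested.

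The footprints of the ISGs rose by a median of 4.26 at 2 h, with 65 of 66 genes called higher, and by 6.47 at 14 h, with 72 of 72 called higher (adjusted p = 2.0e-05 and 1.5e-06 in fry). Between 2 h and 14 h the footprint change grew by 2.56 (adjusted p = 1.5e-50 in camera), with 70 genes higher and 2 lower. Footprint values per library were 3.78 ± 0.30 (SD, n = 4) at 2 h and 6.12 ± 0.12 (SD, n = 4) at 14 h. The median total RNA count of the 72 genes was 16.1 per library at 2 h. Each camera call on the ISGs also held with fry and with an estimated inter-gene correlation. With the replicate number as a block, ISG footprints at 14 h did not pass the threshold with an estimated correlation (unadjusted p = 0.0515 in camera).

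**Figure D2:**
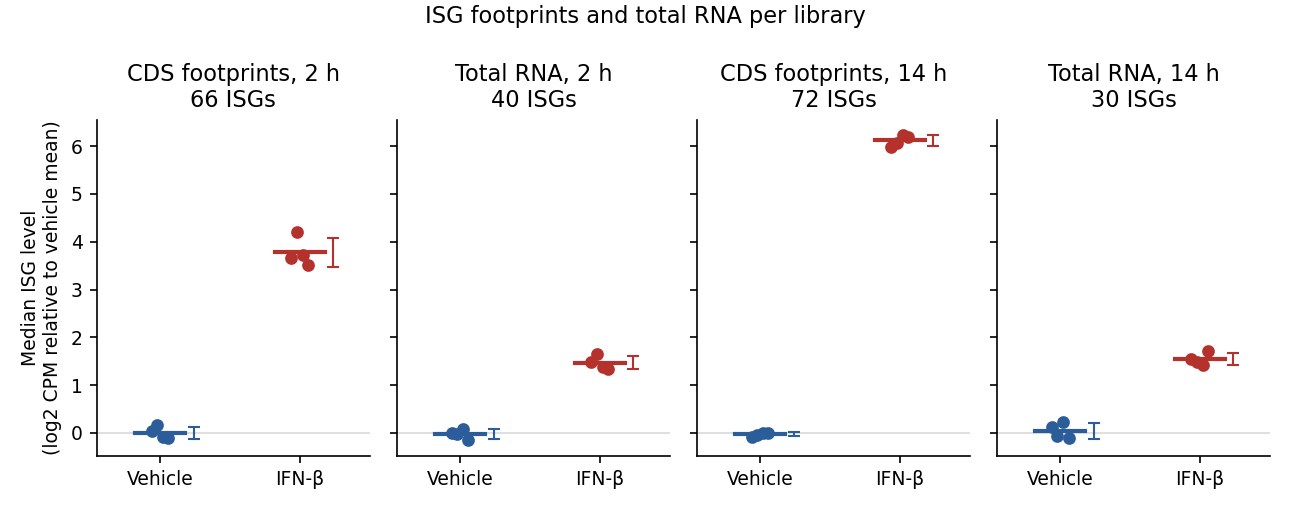
Each point is the median over the ISGs tested in one library, in log2 CPM relative to the vehicle mean, for CDS footprints and total RNA at 2 h and 14 h, with vehicle in blue and IFN-β in red. Horizontal bars are means and error bars are SD (n = 4), and IFN-β lies at 3.78 and 6.12 in the footprints of 66 and 72 genes and at 1.47 and 1.54 in total RNA of 40 and 30 genes.

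Footprints of Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) rose by 6.87 at 2 h (standard error 0.22, adjusted p = 2.5e-07) and by 11.33 at 14 h (standard error 0.14, adjusted p = 6.41e-15, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPM they were 0.544 ± 0.233 (SD, n = 4) with vehicle and 1337 ± 113 (SD, n = 4) with IFN-β at 14 h. Irf7 footprints rose by 6.37 at 2 h and 9.59 at 14 h. Those of Irf1 rose by 3.59 at 2 h and by 2.77 at 14 h, and its TE changed by 1.89 at 2 h (adjusted p = 0.00375 in edgeR) and by -0.32 at 14 h. Footprints of Usp18 rose by 6.69 and 11.31, of Ifi44 by 6.60 and 11.01, of Oasl1 by 6.61 and 10.56 and of Ddx60 by 5.43 and 9.21 at 2 h and 14 h. Mpeg1 footprints rose 43.1-fold at 2 h (95% counting interval 14.4 to 212) and 3.93e+03-fold at 14 h (1.09e+03 to 3.25e+04).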

Notably, IFN‐mediated translation of ISGs had always been linked to upregulation of cap‐dependent translation (Kroczynska *et al*, 2014; Mazewski *et al*, 2020). How translation of these ISGs is maintained despite a global downregulation of translation remains unclear. 

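Of 11817 genes whose footprints were tested at both times, 532 were called at both by edgeR. Their change had the same direction at 2 h and 14 h for 369, while 60 were higher at 2 h and lower at 14 h and 103 were lower at 2 h and higher at 14 h. With the replicate number as a block 2426 genes were called at both times, of which 1130 kept their direction, 599 were higher at 2 h and lower at 14 h, 54 of them TOP-mRNAs, mRNAs with a 5′ terminal oligopyrimidine motif, and 697 were lower at 2 h and higher at 14 h. The change in footprints itself differed between 14 h and 2 h for 3867 of 12508 genes, 1926 of them with a higher log2 fold change at 14 h and 1941 with a lower one (edgeR, interaction of time and treatment). With the block this count was 6944. For TE, the interaction of time, treatment and kind of library was called for 343 of 14447 genes, 163 higher and 180 lower. Scaling by total counts alone moved the median of this difference over all genes from 0.05 to 0.43, with 98 genes called and 86.7% of them higher in place of 47.5%. Leaving out 1 culture left 610 calls (IFN-β 2 h replicate 3), 218 (IFN-β 2 h replicate 5), 218 (IFN-β 14 h replicate 1), 194 (IFN-β 14 h replicate 2) or 204 (IFN-β 14 h replicate 3). Both differences between the times were tested after the results at each time had been seen.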

Overall, this shows that interferon induces a biphasic control of mRNA translation in NSCs beyond transcriptional activation of ISGs.

**Figure 2:**
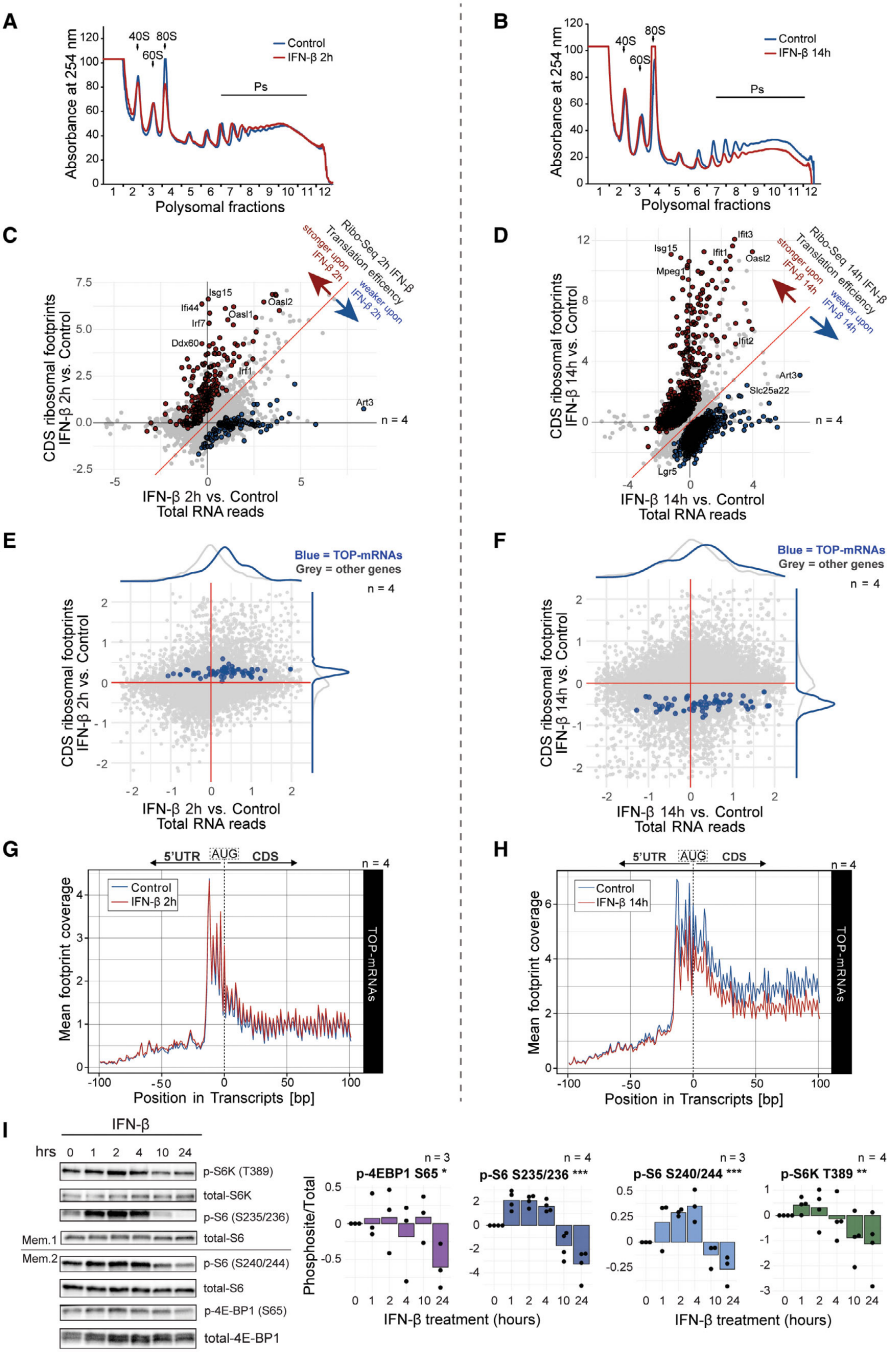
IFN‐β controls mTORC1 shaping a biphasic regulation of mRNA translation in NSCs A, BRepresentative polysome profiles of NSCs treated with IFN‐β for 2 and 14 h treatment. Arrows indicate the 40S, 60S and 80S subunits of the ribosome.C, DRibo‐Seq results depicting translation efficiency as the interaction of log2 fold changes (LFC) between footprints mapped to the CDS, referred to as “CDS counts”, and total RNA after 2 or 14 h IFN‐β treatment. FDR < 10%, LR‐Test in DESeq2. Genes with a *P* value < 0.1 after FDR correction are highlighted. For associated GO terms see also Fig EV3. *n* = 4 biological replicates.E, FRibo‐Seq results of 2 and 14 h IFN‐β treatments. 5′ terminal oligopyrimidine motif‐containing mRNAs (TOP‐mRNAs) highlighted in blue. *n* = 4 biological replicates.G, HCoverage profile of ribosome‐protected reads (footprints) of TOP‐mRNAs in 2 and 14 h IFN‐β treatment. Nucleotide 0 depicts the start codon (AUG) marking the interface between 5′ untranslated region (5' UTR) and coding sequence (CDS).IRepresentative WB and phosphorylation levels quantification (log2FC) of the mTOR‐related proteins ribosomal protein S6 kinase (S6K), ribosomal protein S6 (S6) and eIF4E‐binding protein 1 (4 E‐BP1) from NSCs treated with IFN‐β and normalised to control (*t* = 0 h). Bars represent the mean value. One‐way ANOVA for the biphasic response test (See Materials and Methods for details). p‐4 E‐BP1^S65^ * (*P* = 0.021), p‐S6^S235/236^ & p‐S6^S240/244^ ***(*P* < 0.001), p‐S6K^T389^ **(*P* = 0.004). *n* = biological replicates specified. *P* ≡ *P*‐value.

**Figure EV3:**
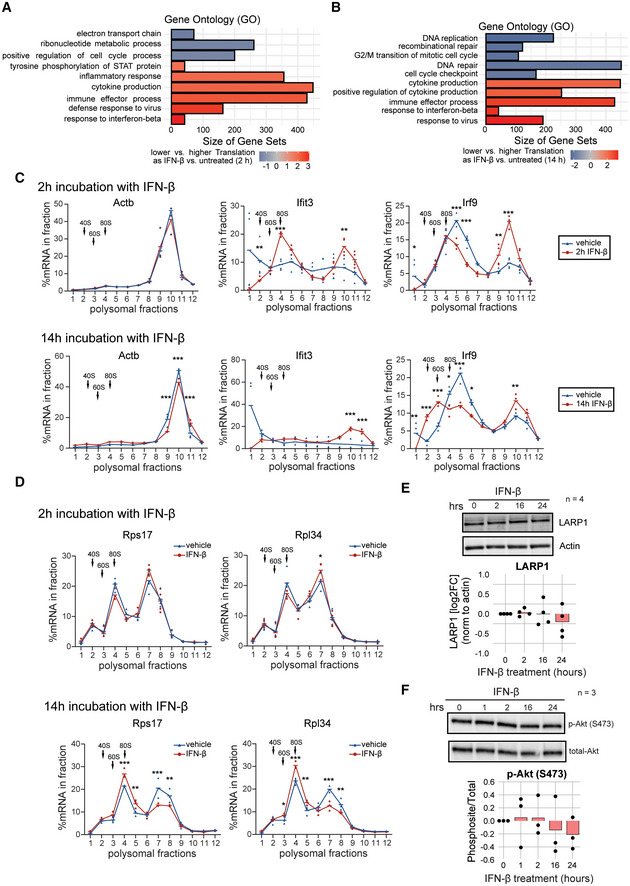
IFN‐β induce a biphasic control of mRNA translation in NSCs A, BResults of Ribo‐Seq depicting translation efficiency as the interaction of log2 fold changes (LFC) between footprints (ribosome protected reads) and total RNA at 2 and 14 h IFN‐β treatment. FDR < 10%, LR‐Test. Genes with a *P*‐value < 0.1 after FDR correction are highlighted. The associated GO terms are depicted. *n* = 3 biological replicates.CPolysome profiling (RT‐qPCR) of actin beta and of the interferon stimulated genes (ISGs) Ifit3 and Irf9 upon 2 and 14 h IFN‐β treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two‐way ANOVA with Šídák's multiple comparison test was computed. Two hours Ifit3 fraction 4 ***(*P* < 0.0001), fraction 10 **(*P* = 0.0024); 2 h Irf9 fractions 5, 6, 10 ***(*P* < 0.0001), fraction 9 **(*P* = 0.0091). Fourteen hours Actb fractions 9, 10 ***(*P* < 0.0001), fraction 11 ***(*P* = 0.0002); 14 h Ifit3 fraction 10 ***(*P* < 0.0001), fraction 11 ***(*P* = 0.0003); 14 h Irf9 fraction 1 *(*P* = 0.0093), fractions 2, 3, 5 ***(*P* < 0.0001), fraction 4 *(*P* = 0.0104), fraction 6 *(*P* = 0.0263), fraction 10 **(*P* = 0.0092). *n* = 3–4 biological replicates. Outliers of fraction 1 from Ifit3 were excluded from the statistical analysis.DPolysome profiling (RT‐qPCR) of *Rps17* and *Rpl34* upon 2 and 14 h IFN‐β treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two‐way ANOVA with Šídák's multiple comparison test was computed. Two hours Rpl34 fraction 7 *(*P* = 0.037). Fourteen hours Rps17 fraction 4 ***(*P* = 0.0002), fraction 5 **(*P* = 0.003), fraction 7 ***(*P* < 0.0001), fraction 8 **(*P* = 0.0018); 14 h Rpl34 fractions 4, 7 ***(*P* < 0.0001), fraction 5 (*P* = 0.0047), fraction 8 **(*P* = 0.0042). *n* = 3–4 biological replicates.ERepresentative WB image and quantification (log2FC) of LARP1 from IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. *n* = 4 biological replicates.FRepresentative WB image and quantification (log2FC) of p‐Akt^Ser473^ from IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. One sample *t*‐test was computed, no significant results. *n* = 3 biological replicates. Data information: *P* ≡ *P*‐value.

### mTOR contributes to the IFN‐induced biphasic control of mRNA translation

To dissect the molecular drivers of the IFN‐induced biphasic control of mRNA translation, we examined the implication of mTOR. mTOR is a key checkpoint in the control of metabolic pathways, including regulation of cap‐dependent translation (Liu & Sabatini, 2020). Type‐I, ‐II and ‐III IFNs have been reported to activate the PI3K/mTOR pathway in differentiated cell types (Lekmine *et al*, 2003, 2004; Ivashkiv & Donlin, 2014; Syedbasha *et al*, 2020). There are also recent reports on mTOR inhibition by IFN‐β and IFN‐γ (Su *et al*, 2015; Vigo *et al*, 2019). To assess the impact of mTOR in the observed IFN‐β's biphasic control of global translation in NSCs, we inspected the TE of mRNAs containing the 5′ terminal oligopyrimidine (TOP) motif, referred to as TOP‐mRNAs (Avni *et al*, 1996). Translation of TOP‐mRNAs is susceptible to mTOR activity (Thoreen *et al*, 2012), which makes it a faithful readout of mTOR activity. We observed that IFN‐β controlled TOP‐mRNAs in a biphasic manner, exhibiting a tendency to early upregulation and a significant downregulation of translation index (Figs 2E and F, and EV3D and Dataset EV3). 

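Dataset EV3 lists 64 TOP-mRNAs, most of which encode ribosomal proteins. Their median TE change was -0.07 at 2 h, with 27 genes higher and 37 lower (adjusted p = 0.445 in camera), and -0.77 at 14 h, with 13 higher and 51 lower (adjusted p = 1.0e-04 in camera). At 2 h edgeR called 0 of the 64, with 1 at an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0. At 14 h edgeR called 6 lower, both over all genes and adjusted over the list alone, DESeq2 8 and limma-voom 1. With genes that had no counts in one group placed at their bound the medians were -0.09 and -0.76. At 2 h the list passed the threshold of camera without IFN-β replicate 6, with a median of -0.34, and without vehicle replicate 3, with a median of -0.53. TE per library relative to the vehicle mean was -0.69 ± 0.36 (SD, n = 4) with IFN-β and 0.01 ± 0.35 (SD, n = 4) with vehicle at 14 h (exact permutation test, two-sided, p = 0.0571). At 2 h it was -0.03 ± 0.64 and -0.05 ± 0.79 (p = 1 in the exact test). The difference between the times was -0.67 (adjusted p = 9.4e-04 in camera), with total counts alone it was -0.29, and without vehicle 2 h replicate 3 it was -0.19 and no longer past the threshold.

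These TE values rest on few total RNA counts, with a median over the 64 genes of 14.8 per library at 2 h and 2.13 at 14 h. Total RNA of 43 TOP-mRNAs could be tested at 2 h, with a median log2 fold change of 0.45, and of 10 at 14 h, with 0.23. Of the genes named in Dataset EV3 with the smallest p-values, the TE of Rpl18 fell by 0.93 at 14 h (standard error 0.22, adjusted p = 0.00834 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rpl18 overlaps Sphk2 on the other strand. Rps16 fell by 2.37 (adjusted p = 0.0284 in edgeR), which was lost with limma-voom and without IFN-β replicate 3 or vehicle replicate 2. Rps18, which overlaps Vps52 on the other strand, fell by 0.94 (adjusted p = 0.0284 in edgeR), which was lost with limma-voom and without IFN-β replicate 1. At 2 h Rpl37a changed by -1.72 (adjusted p = 0.458 in edgeR), Eif3h by -0.89 and Rpl10a by -0.78. The paper takes the translation of TOP-mRNAs, which responds to mTOR, as a readout of mTOR activity, and it describes the early rise as a tendency and the late fall as significant.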

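Without division by total RNA, the CDS footprints of the 64 TOP-mRNAs rose by a median of 0.27 at 2 h, with 64 of 64 genes higher (adjusted p = 0.0315 in camera), and fell by 0.47 at 14 h, with 0 of 64 higher (adjusted p = 6.1e-08 in camera). At 14 h edgeR called 61 of them lower, or 62 adjusted over the list alone. At 2 h it called 0, with 1 gene at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 as well. The 2 h call of camera was not made by fry (adjusted p = 0.548) or with an estimated inter-gene correlation (adjusted p = 0.900). It was lost without IFN-β replicate 2, with a median of 0.19, IFN-β replicate 6, with 0.20, or vehicle replicate 3, with 0.09. Each of these fits kept the other library of the same number. With the replicate number as a block, the 2 h median was 0.26, 54 genes were called higher, or 57 adjusted over the list alone, and camera and fry passed the threshold, though not camera with an estimated correlation. The 14 h call held with fry (adjusted p = 4.2e-06) and with an estimated correlation (adjusted p = 0.0499).

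At 2 h the median per library relative to the vehicle mean was 0.28 ± 0.42 (SD, n = 4) with IFN-β, from -0.34 to 0.56, and 0.00 ± 0.47 (SD, n = 4) with vehicle, from -0.70 to 0.26. This difference was smaller than the spread between replicates (exact permutation test, p = 0.457). Within each replicate number the IFN-β library lay above its vehicle library, by 0.21 to 0.36, in 4 of 4 pairs (exact sign-flip permutation test, two-sided, p = 0.125, the smallest p that 4 pairs allow). At 14 h the values were -0.46 ± 0.04 (SD, n = 4) with IFN-β and 0.01 ± 0.05 (SD, n = 4) with vehicle (exact permutation test, p = 0.0286). In 0 of 4 pairs did the IFN-β library lie higher.

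**Figure D3:**
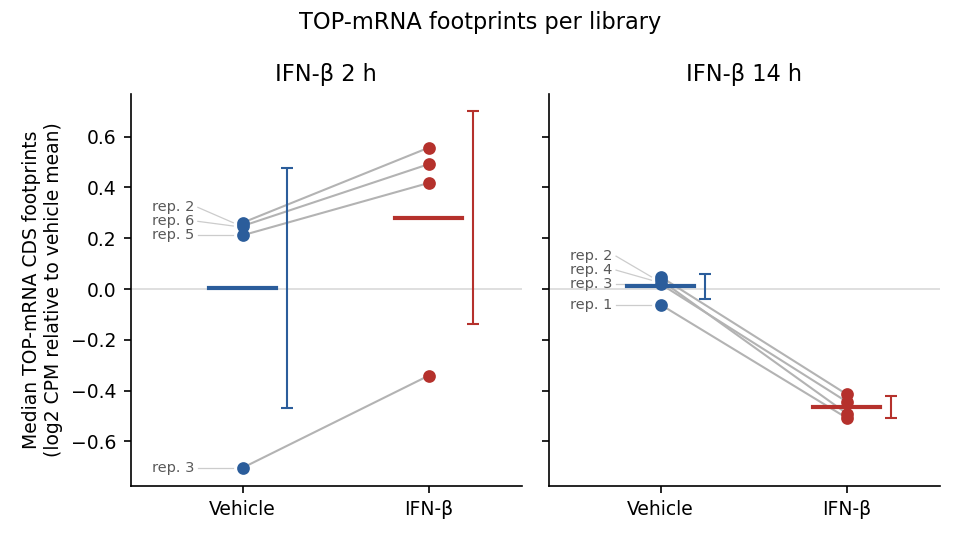
Each point is the median over the 64 TOP-mRNAs in the CDS footprints of one library, in log2 CPM relative to the vehicle mean, grey lines join cultures that share a replicate number, horizontal bars are means and error bars are SD (n = 4). At 2 h replicate 3 lies lowest in both groups, at -0.70 with vehicle and -0.34 with IFN-β, and each line rises, while at 14 h each line falls.

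The difference between the times was -0.73, with 64 of 64 genes lower (adjusted p = 7.9e-08 in camera and 0.0527 in fry), and 16 were called lower, or 41 adjusted over the list alone. With an estimated correlation this list test gave an adjusted p of 0.578. With the replicate number as a block 63 of 64 genes were called lower, and fry and camera with an estimated correlation passed the threshold. Rpl34 (ENSMUSG00000062006, chromosome 3, 130726831 to 130730398) changed by 0.28 at 2 h and by -0.56 at 14 h (adjusted p = 0.742 and 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Rps21 (ENSMUSG00000039001, chromosome 2, 180257377 to 180258445) by 0.27 and -0.42. With the replicate block the 2 h changes of Rpl34 and Rps21 were called. Of the 64 genes 37 have an annotated pseudogene named after them, with which reads can be shared, and 27 do not.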

Further inspection of the Ribo‐Seq profiles of expressed TOP‐mRNAs confirmed this biphasic regulation with a differential abundance of footprints in their coding sequence (CDS) upon IFN‐β treatment (Fig 2G and H). To fully confirm the implication of mTOR, we next examined the phosphorylation state of mTOR pathway components. The same biphasic regulation of phosphorylation was observed in the downstream substrates of mTOR, ribosomal protein S6 kinase (S6K), ribosomal protein S6 (S6) and eIF4E‐binding protein (4E‐BP1; Fig 2I and Appendix Fig S2). We checked p‐4E‐PB1^Ser65^ as other 4E‐BP1 sites such as Thr37 and Thr46 are priming sites and might not fully reflect the activity of 4E‐BP1 (Qin *et al*, 2016). In addition, p‐4 E‐PB1^Ser65^ exhibits a higher degree of sensitivity to Rapamycin compared to other priming sites, serving as a better read‐out for mTORC1 activity (Gingras *et al*, 2001). In particular, Thr389 phosphorylation of S6K, a direct target of mTORC1 (Ma & Blenis, 2009), confirmed the specific modulation of mTORC1 by IFN‐β in NSCs.

We additionally assessed whether LARP1, a key repressor of TOP‐mRNA translation, would be regulated by IFN‐β in NSCs. We find that p‐LARP1^Ser498^ (human^Ser521^) and p‐LARP1^Thr492^ (human^Thr515^) are differentially phosphorylated at 16 h of IFN‐β treatment, and no change in total LARP1 protein (Fig EV3E and Table EV1). However, as the biological relevance of these phosphosites is unclear (Jia *et al*, 2021), the role of LARP1 in regulation of TOP mRNAs translation in NSCs remains elusive.

### The biphasic control of mRNA translation by IFN‐β involves modulation of mTORC1 and p‐eIF2α

We next set out to address the molecular underpinnings of mTOR biphasic modulation. The control of mTOR by type‐I IFN in different cell systems mainly relies on the crosstalk of the IFN‐activated JAK/STAT pathway with the PI3K pathway (Platanias, 2005; Mazewski *et al*, 2020). In this scenario, IFN activates JAK1/TYK2 kinases that interact with the insulin receptor substrate 1 (Irs1), which modulates the activity of the PI3K‐pathway components Akt and TSC1/2 (Platanias, 2005; Kim & Guan, 2019). We found that upon IFN‐β treatment, phosphorylation of Akt^Thr308^ and TSC2^Thr1462^ not only increased, but followed a bimodal mode of regulation (Fig 3A), as for mTORC1 (Fig 2). Notably, the mTORC2‐dependent p‐Akt^Ser473^ site remained unaffected by IFN‐β treatment (Fig EV3F). This indicates that the early crosstalk between IFN‐β and the PI3K pathway upregulates mTORC1 selectively, with no effect on mTORC2 at any time of interferon exposure in NSCs. The biphasic regulation of Akt^Thr308^ suggests that prolonged IFN‐β exposure in NSCs induces negative feedback loops acting upstream of Akt that ultimately inhibit mTORC1 (Hsu *et al*, 2011; Fig 3B). According to our results, these two temporal components of the biphasic regulation of mTOR rely on TSC1/2's modulation by Akt. To validate this, we generated four heterozygous TSC2 mutant NSC clones by CRISPR/Cas9 which halved their levels of TSC2 (labelled TSC2^mut^). In addition, two NSC clones where CRISPR/Cas9 did not reduce TSC2 protein levels were used as control (labelled TSC2^ctrl^) to exclude off‐target or manipulation‐derived artefacts (Fig EV4A). TSC2^mut^ NSC clones had a basally increased mTOR activity and displayed a milder inhibition of global translation in response to IFN‐β (Fig EV4B and Appendix Fig S3). As hypothesised, the biphasic regulation of mTORC1 activity, measured by p‐S6K^Thr389^, was strongly blunted in TSC2^mut^ NSCs (Fig EV4B). Interestingly, the biphasic regulation of global protein synthesis was not detected in TSC2^mut^ NSCs. These mutant cells only exhibited a downregulation of global protein synthesis upon longer exposure to IFN (Fig EV4C). This uncovers the PI3K‐crosstalk and inhibitory feedback loops converging on TSC1/2 as the main drivers of the early regulation, while unveiling additional mechanisms contributing to the late shut‐down.

**Figure 3:**
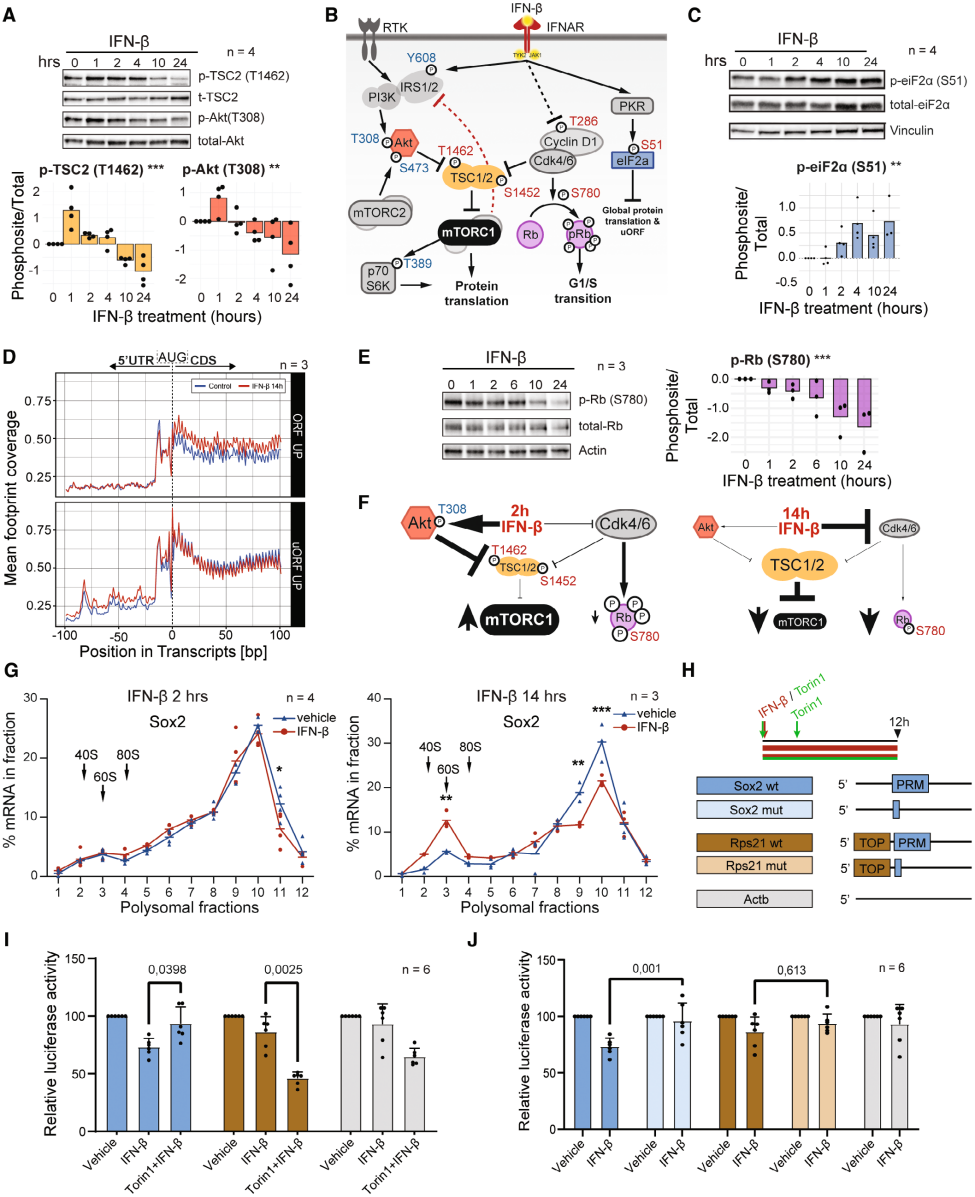
IFN‐β's biphasic control of mTORC1 uncouples growth and cell cycle and represses Sox2 translation via its 5' PRM motif ARepresentative WB image and quantification (log2FC) of p‐TSC2^Thr1462^ & p‐Akt^Thr308^ from IFNβ‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. One‐way ANOVA for the biphasic response test (See Materials and Methods for details). p‐TSC2^T1462^ ***(*P* < 0.001), p‐Akt^T308^ **(*P* = 0.003). *n* = 4 biological replicates.BSchematic representation of the type‐I interferon signalling pathway and its crosstalk with the receptor tyrosine kinase (RTK) pathway. Activatory (blue) and inhibitory (red) phosphosites are depicted. Red inhibitory lines depict late mTORC1‐derived inhibitory feedback loops.CRepresentative WB images and quantifications (log2FC) of p‐eIF2α^S51^ in IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. Spearman's rank correlation test. p‐eIF2α^S51^ **(*P* = 0.003724). *n* = 4 biological replicates.DCoverage profile of ribosome‐protected reads (footprints) in genes with upregulated canonical (upper) or alternative upstream (lower) ORFs upon extended IFN‐β treatment. Nucleotide 0 depicts the start codon (AUG) marking the interface between 5′ untranslated region (5' UTR) and coding sequence (CDS).ERepresentative WB image and quantifications (log2FC) of p‐Rb1^Ser780^ from IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. Spearman's rank correlation test. p‐Rb1^S780^ ***(*P* = 5.37e‐06). *n* = 3 biological replicates.FSchematic representation of the prevailing signalling pathways driving the early inhibition and late activation of mTORC1.GPolysome profiling (RT‐qPCR) of Sox2 mRNA upon 2 and 14 h IFN‐β treatment. Hyphens represent mean of biological replicates. Arrows represent the 40S, 60S and 80S subunits of the ribosome. Two‐way ANOVA with Šídák's multiple comparison test was computed. Two hours fraction 11 * (*P* = 0.0206), 14 h fraction 3 **(*P* = 0.0042), fraction 9 **(*P* = 0.0028), fraction 10 ***(*P* = 0.0003). *n* = 4 (2 h) or 3 (14 h) biological replicates.HExperimental layout of IFN and Torin1 treatments (upper panel). Torin1 was administered 12 and 9 h before collection. Schematic representation (lower panel) of the 5'UTR constructs priming the *renilla* luciferase. TOP = 5'Terminal Oligopyrimidine motif; PRM = 5' Pyrimidine Rich Motif.I, JLuciferase activity controlled by the upstream 5'UTR fragment from *Sox2* (WT and mutant), *Rps21* (WT and mutant) and *Actb*. Treatments were applied for 12 h. Data are normalised to vehicle and are represented as mean ± SD. *n* = 6 biological replicates. Two‐way ANOVA with Tukey's multiple comparisons test (*P*‐value specified). Data information: *P* ≡ *P*‐value.

**Figure EV4:**
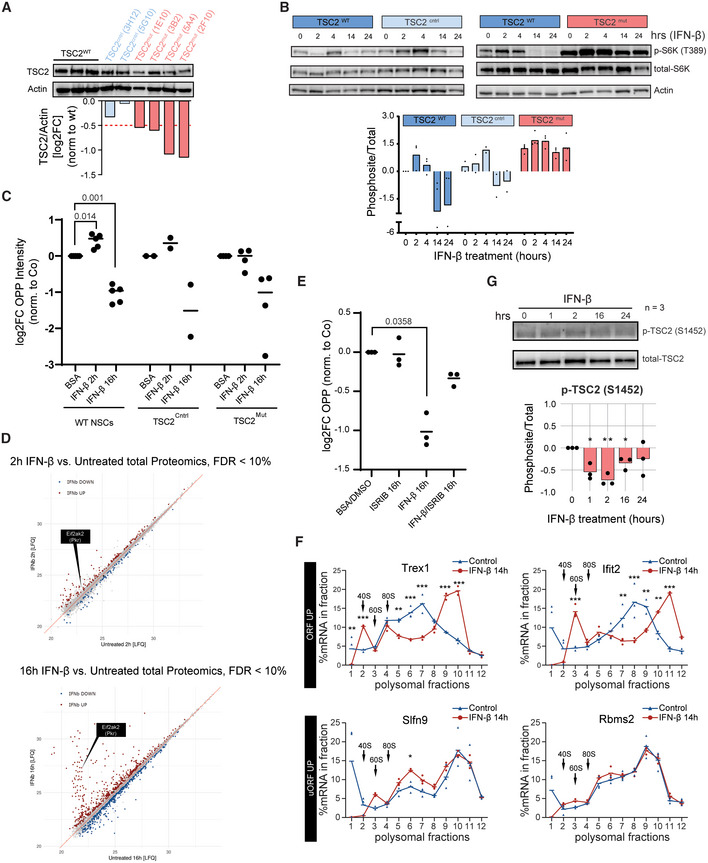
The biphasic control of mTORC1 by IFN‐β relies on TSC2, PKR and eIF2α WB images and quantifications of TSC2 relative to actin beta and normalised to TSC2^WT^ NSCs in different CRISPR‐mutated (TSC2^mut^) or CRSPR‐non‐mutated (TSC2^cntrl^) NSC clones.Representative WB images and quantifications (log2FC) of p‐p70S6K^Thr389^ in TSC2^WT^, TSC2^cntrl^ & TSC2^mut^ NSCs treated with IFN‐β and normalised to vehicle (*t* = 0 h) TSC2^WT^. Bars represent the mean value. *n* = 2–4 clonal replicates.OPP (O‐propargyl‐puromycin) incorporation assay quantification in WT, TSC2^cntrl^ & TSC2^mut^ NSCs treated with IFN‐β at 2 and 16 h. Two‐way ANOVA with Dunnett's multiple comparison test was computed (*P*‐values specified). *n* = 5 biological replicates for WT NSCs and 2–3 clonal replicates for TSC2^cntrl^ & TSC2^mut^ NSCs, respectively.Relate label‐free quantification (LFQ) of proteomics from WT NSCs untreated or treated with IFN‐β for 2 or 16 h. *n* = 5 biological replicates.OPP (O‐propargyl‐puromycin) incorporation assay quantification in WT NSCs treated with IFN‐β at 16 h in the presence or absence of the integrated stress response inhibitor (ISRIB). One‐way ANOVA with Tukey's multiple comparison test was computed (*P*‐values specified). *n* = 3 biological replicates.Polysome profiling (RT‐qPCR) of genes displaying upregulation of footprints in the ORF (Trex1 and Ifit2) compared to genes with an upregulation in uORFs (Slfn9 and Rbms2) upon 14 h IFN‐β treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two‐way ANOVA with Šídák's multiple comparison test was computed. Trex1 fraction 1 **(*P* = 0.0019), fractions 2, 6, 7, 9, 10 ***(*P* < 0.0001), fraction 5 **(*P* = 0.0016). Ifit2 fractions 3, 8, 11 ***(*P* < 0.0001), fraction 7 **(*P* = 0.0044), fraction 9 **(*P* = 0.0031), fraction 10 **(*P* = 0.0063). Slfn9 fraction 6 *(*P* = 0.0357). Outliers of fraction 1 from Ifit2, Slfn9 and Rbms2 were excluded from the statistical analysis. *n* = 3 biological replicates.Representative WB image and quantification (log2FC) of p‐TSC2^Ser1452^ from IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean. One sample *t*‐test was computed. One hour *(*P* = 0.017), 2 h **(*P* = 0.00565), 16 h *(*P* = 0.0268). *n* = 3 biological replicates. Data information: *P* ≡ *P*‐value.

Along with the inhibitory feedback loops, transcriptionally upregulated ISGs, such as PKR, contribute to the late inhibition of global mRNA translation induced by mTORC1 (Ivashkiv & Donlin, 2014). PKR (*Eif2ak2*) is activated by dsRNA and phosphorylates the translation factor eIF2α at Ser51, resulting in a global inhibition of mRNA translation initiation (Gal‐Ben‐Ari *et al*, 2019). Certainly, NSCs exposed to IFN‐β induced an increase in p‐eIF2α^Ser51^(Fig 3C), which intensifies the inhibition of mRNA translation already exerted by late inhibition of mTORC1. Of note, extended exposure to IFN‐β also increased PKR protein levels and phosphorylation in poorly‐described residues (Piazzi *et al*, 2020; Fig EV4D and Table EV1), suggesting a late PKR activation. In addition, activated PKR can inhibit Irs1, contributing to the late mTORC1 feedback inhibitory loops (Nakamura *et al*, 2010). Indeed, selective inactivation of the p‐eIF2α^Ser51^ response by the Intrinsic Stress Response Inhibitor (ISRIB; Sidrauski *et al*, 2015) reduced the late downregulation of global protein synthesis in IFN‐β‐treated NSCs (Fig EV4E). This shows how the late phosphorylation of eIF2α upon sustained IFN‐β exposure contributes to the biphasic control of mRNA translation and suggests PKR as its upstream regulator.

In addition to the regulation of global mRNA translation, p‐eIF2α^Ser51^ is associated with the alternative use of upstream open reading frames (uORFs) located in the 5′ untranslated region (5'UTR; Young & Wek, 2016). IFN‐β increased local 5'UTR footprint density in a subset of genes while maintaining unaltered levels in the CDS, indicating alternative uORF usage (Fig 3D). 

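Of the genes shown with higher 5′UTR density, Slfn9 and Rbms2 can be followed here in the CDS, since footprints in the 5′UTR were not analysed here. CDS footprints of Slfn9 (ENSMUSG00000069793, chromosome 11, 82978390 to 82991830) changed by 1.89 at 2 h (standard error 0.19, adjusted p = 2.88e-04) and by 1.99 at 14 h (standard error 0.08, adjusted p = 3.47e-10, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPM they were 42.5 ± 3.16 (SD, n = 4) with vehicle and 169 ± 17.5 (SD, n = 4) with IFN-β at 14 h. Slfn9 counts per library at that time ranged from 216 to 442 with vehicle. Rbms2 (ENSMUSG00000040043, chromosome 10, 128131558 to 128180297) changed by 0.23 at 2 h (adjusted p = 0.37 in edgeR) and by 1.01 at 14 h (standard error 0.08, adjusted p = 1.58e-07 in edgeR). Its CPM at 14 h was 29.1 ± 2.36 (SD, n = 4) with vehicle and 58.7 ± 3.37 (SD, n = 4) with IFN-β. For each gene all 4 IFN-β libraries at 14 h lay above all 4 vehicle libraries (exact permutation test, two-sided, p = 0.0286). TE at 14 h changed by 0.84 for Slfn9 and by 0.34 for Rbms2, neither called by edgeR.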

Notably, ISGs were not among these transcripts with increased uORF usage. Consistently, while translation upregulation in the CDS shifted mRNAs to heavy polysomes, a higher ribosomal density in uORFs shifted the associated mRNAs into light polysomes (Fig EV4F).

### IFN‐β transiently uncouples mTOR and cell cycle in NSCs

It did not remain unnoticed that the transient increase of mRNA translation induced by IFN coincides with the inhibition of cell cycle in NSCs (Fig 1C). We therefore assessed how the type‐I IFN response uncouples translation and cell cycle in NSCs. Given that NSCs remained significantly longer in G_1_ upon IFN‐β treatment (Fig EV2A), we hypothesised that IFN could trigger the inhibition of the G_1_/S checkpoint regulators Cdk4/6. Cdk4/6 have recently emerged as a dual regulator of cell growth and proliferation via TSC2, and together with CyclinD1 they modulate proliferation of NSCs and neurogenic progenitors in the adult brain (Lange *et al*, 2009; Artegiani *et al*, 2011; Romero‐Pozuelo *et al*, 2020). Cdk4/6 control the G1/S transition by phosphorylation of Rb1 and consequent expression of S‐phase genes (Topacio *et al*, 2019). We found that IFN‐β reduced p‐Rb^Ser780^, a Cdk4/6‐dependent phosphosite, in a progressive manner in NSCs *ex‐vivo* (Fig 3E). Similarly, IFN‐β also reduced the Cdk4/6‐dependent phosphorylation at TSC2^Ser1452^ (Romero‐Pozuelo *et al*, 2020), consistent with the IFN‐mediated inhibition of Cdk4/6 (Fig EV4G). This confirms that NSCs transiently uncouple mRNA translation and cell proliferation upon exposure to IFN‐β. Interestingly, IFN‐β treatment also led to the phosphorylation of CyclinD1 at Thr286 (Table EV1). This phosphosite is involved in cytoplasmic translocation and degradation of CyclinD1 (Guo *et al*, 2005), presenting cyclinD1 as a direct target of the IFN response in NSCs.

Overall, our data provide molecular insights of the biphasic control of mTOR by IFNs in stem cells. We show that an early activation of PI3K‐Akt masks a gradual inhibition of Cdk4/6 that only gains relevance upon extended IFN‐β incubation and complements the late inhibitory feedback loops shutting down mTOR (Fig 3F).

### Dual control of mTOR and cell cycle by IFN‐β represses Sox2 translation via its 5′ pyrimidine‐rich motif

A dual regulation of mTOR and cell cycle is needed to repress translation of *Sox2* and allow exit of an activated stem cell state (Baser *et al*, 2019). However, homeostatic cues orchestrating this dual regulation in NSCs are yet missing. We therefore wondered whether type‐I IFN, via its dual effect on TOR and cell cycle, would be one upstream post‐transcriptional regulator of *Sox2* expression. To test this, we first examine expression of Sox2 in polysomal profiles obtained from untreated and IFN‐β‐treated NSCs. As opposed to TOP‐mRNAs (Fig EV3D), *Sox2* remained oblivious to the initial increase of mTORC1 activity and even exhibited a subtle repression at 2 h after IFN‐β (Fig 3G, left panel). Notably, *Sox2* translation was strongly repressed in NSCs following long exposure to IFN‐β (Fig 3G, right panel). This repression was also reflected in a mild reduction in Sox2 protein (Fig EV5A). Since IFN‐β‐mediated repression was much stronger than the one we previously measured following TOR inhibition and cell cycle arrest (Baser *et al*, 2019), we wondered whether the early decoupling of mTORC1 and cell cycle exerted by IFN‐β would be required to more effectively repress *Sox2* translation. In order to evaluate this hypothesis, we blocked the early activation of mTOR with Torin1 (Fig 3H). To simultaneously examine the involvement of the 5'UTR of *Sox2* in this repression, we established a luciferase assay in which we cloned the 5'UTR region of *Sox2* as well as of the TOP‐containing mRNA *Rps21* upstream of the *Renilla* luciferase CDS (Fig 3H). Sole mTOR inhibition by Torin1 treatment effectively repressed translation of the TOP‐mRNA *Rps21* but failed to repress *Sox2* (Fig EV5B and C), in agreement with previous findings (Baser *et al*, 2019). Conversely, dual control of mTOR and cell cycle by IFN‐β treatment effectively repressed Sox2 (Fig 3I). However, IFN‐β‐mediated repression of *Sox2* was prevented by Torin1 (Fig 3I). We decided to use Torin1 as, differently to rapamycin, it fully inhibits mTORC1 activity (Thoreen *et al*, 2012). However, we still observe the same results using rapamycin (Fig EV5D and E) confirming the selective relevance of mTORC1 in the IFN‐β response in NSCs. In addition, given the effect of increased p‐eIF2α^Ser51^ in protein synthesis in the IFN‐β response in NSCs (Fig 3C), we wondered if p‐eIF2α would also influence Sox2 translation. To test this, we blocked the effect of p‐eIF2α^Ser51^ using ISRIB (Sidrauski *et al*, 2015). Blocking the ISR in the presence of IFN‐β restored global translation levels (Fig EV4E) and rescued the repression of translation of *Rps21*, but failed to significantly affect Sox2 translation (Fig EV5F). This underscores the importance of IFN‐β as a *bona‐fide* regulator of Sox2 translation by selective uncoupling of cell cycle and mTORC1 activity in NSCs.

**Figure EV5:**
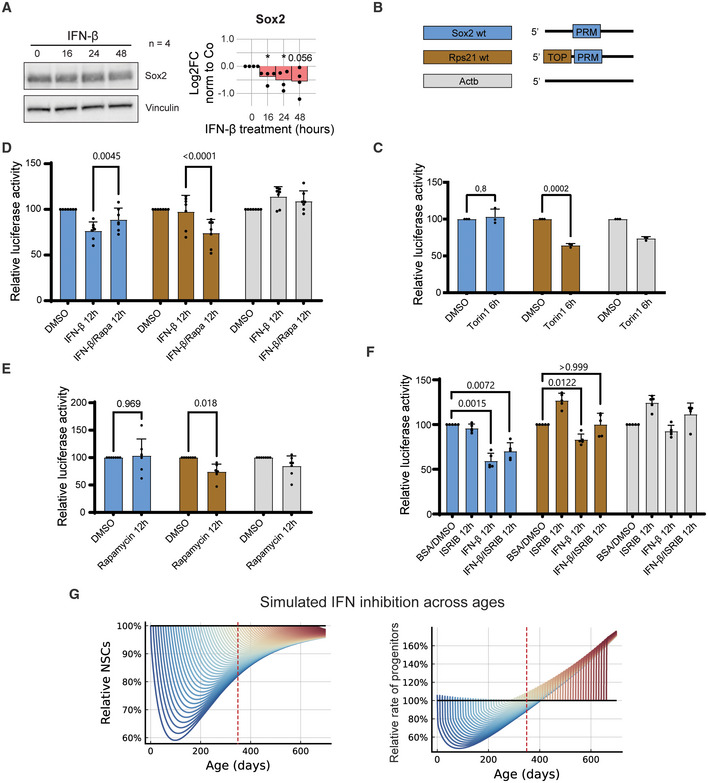
Effect of interferon on Sox2 translation and modelling of interferon receptors removal along lifespan of animals Representative WB image and quantification (log2FC) of Sox2 from IFN‐β‐treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. One sample *t*‐test was computed. Sixteen hours *(*P* = 0.0219), 24 h **(*P* = 0.03), 48 h (*P* = 0.056). *n* = 4 biological replicates.5'UTR constructs priming *renilla* luciferase controlled by the upstream 5'UTR fragment from Sox2, Rps21 and Actb. TOP = 5'Terminal Oligopyrimidine motif; PRM = 5' Pyrimidine Rich Motif.Luciferase activity assay in NSCs treated with Torin1. Data are normalised to vehicle and are represented as mean ± SD. *n* = 3 biological replicates. Two‐way ANOVA test with Ŝídák's multiple comparison test (*P*‐values specified).Luciferase activity assay in NSCs treated with Rapamycin (Rapa) and IFN‐β. Data are normalised to vehicle and are represented as mean ± SD. *n* = 7 biological replicates. Two‐way ANOVA test with Ŝídák's multiple comparison test (*P*‐value specified).Luciferase activity assay in NSCs treated with Rapamycin. Data are normalised to vehicle and are represented as mean ± SD. *n* = 7 biological replicates. Two‐way ANOVA test with Ŝídák's multiple comparison test (*P*‐values specified).Luciferase activity assay in NSCs treated with the integrated stress response inhibitor (ISRIB) and IFN‐β. Data are normalised to vehicle and are represented as mean ± SD. *n* = 5 biological replicates. Two‐way ANOVA test with Ŝídák's multiple comparison test (*P*‐values specified).Induced interferon knockout simulations (coloured, each colour represents a different intervention timepoint) of relative loss of stem cells (upper panel) across age compared to wildtype simulations (black; 100%). The relative rate (lower panel) at which progenitors are produced $\left(2\;p_{s}\;\left(1-b\right)\;\text{aNSC}\right)$ from NSCs for induced interferon knockout simulations with interferon dependent self‐renewal compared to WT simulations. Dashed red line denotes age 350 days. Data information: *P* ≡ *P*‐value.

Furthermore, we recently proposed that a pyrimidine‐rich motif (PRM) present in the 5'UTR of relevant stem genes could be responsible for post‐transcriptional repression of factors involved in stem cell exit (Baser *et al*, 2019). PRM is present in different mRNAs downregulated at the onset of differentiation such as *Sox2* and *Pax6* and can co‐localise with the TOP motif as in the case of *Rps21* (Baser *et al*, 2019). To evaluate the contribution of the PRM to the repression of *Sox2*, we mutated the PRM using *Rps21* as control (Fig 3H). The deletion of the PRM attenuated the repression of *Sox2* exerted by IFN‐β in NSCs (Fig 3J) and did not affect expression of the PRM‐mutated *Rps21*, driven by the prevalent TOP motif. This highlights the role of the 5'UTR PRM motif in regulating translation of pioneer factors such as Sox2 in stem cells.

### Interferon regulates stem cell function and fine‐tunes progenitor production across all ages

Altogether we have shown that IFN targets NSCs in the young and old brain and that IFN blocks stem cell activation through a biphasic control of mRNA translation and repression of Sox2. In addition, we show that the interferon response of NSCs in the natural environment of the brain relies on external interferons both in young and aged individuals (Fig 1F). In order to examine how IFNs fine‐tune the adult vSVZ's neurogenesis across the animal's life‐span, we examined NSC dynamics in young and old IFNAGR KO mice. To this end, we quantified the pool of NSCs (Prom1^+^GLAST^+^) within the vSVZ via flow cytometry and compared them to wild‐type (WT) controls. In addition, we used the fraction of active NSCs, that is, the number of cycling cells among the BrdU‐retaining cells, previously acquired in WT and IFNAGR KO animals^3^. These data were analysed using a mathematical model previously established and validated in wild‐type animals (Kalamakis *et al*, 2019). This model describes the dynamics of quiescent, active and neurogenic progenitor populations and allows linking those to age‐dependent changes in the cell parameters: (i) activation rate and (ii) self‐renewal probability (Fig 4A and Appendix Supplementary Methods). For wild‐type data, as already reported (Kalamakis *et al*, 2019), it pointed to a profound reduction of the NSC activation rate and a slight increase in self‐renewal probability as the parameters responsible for a deceleration in NSC decline in old mice. Notably, this deceleration is needed to maintain a minimal amount of NSCs that otherwise would be fully depleted at older ages. In IFNAGR KO, NSC depletion exhibited faster dynamics and yet stabilised at counts of around 150 cells per mouse, as in WT mice (Fig 4B). The mathematical model applied now to the IFNAGR KO data predicted a constant activation rate of NSCs and an earlier time‐dependent regulation of the probability of NSC self‐renewal (Fig 1C). The latter explained the observed saturation in the NSC decline. This unveils self‐renewal as a key second layer of regulation, following modulation of the activation rate, which had been previously neglected (Kalamakis *et al*, 2019).

**Figure 4:**
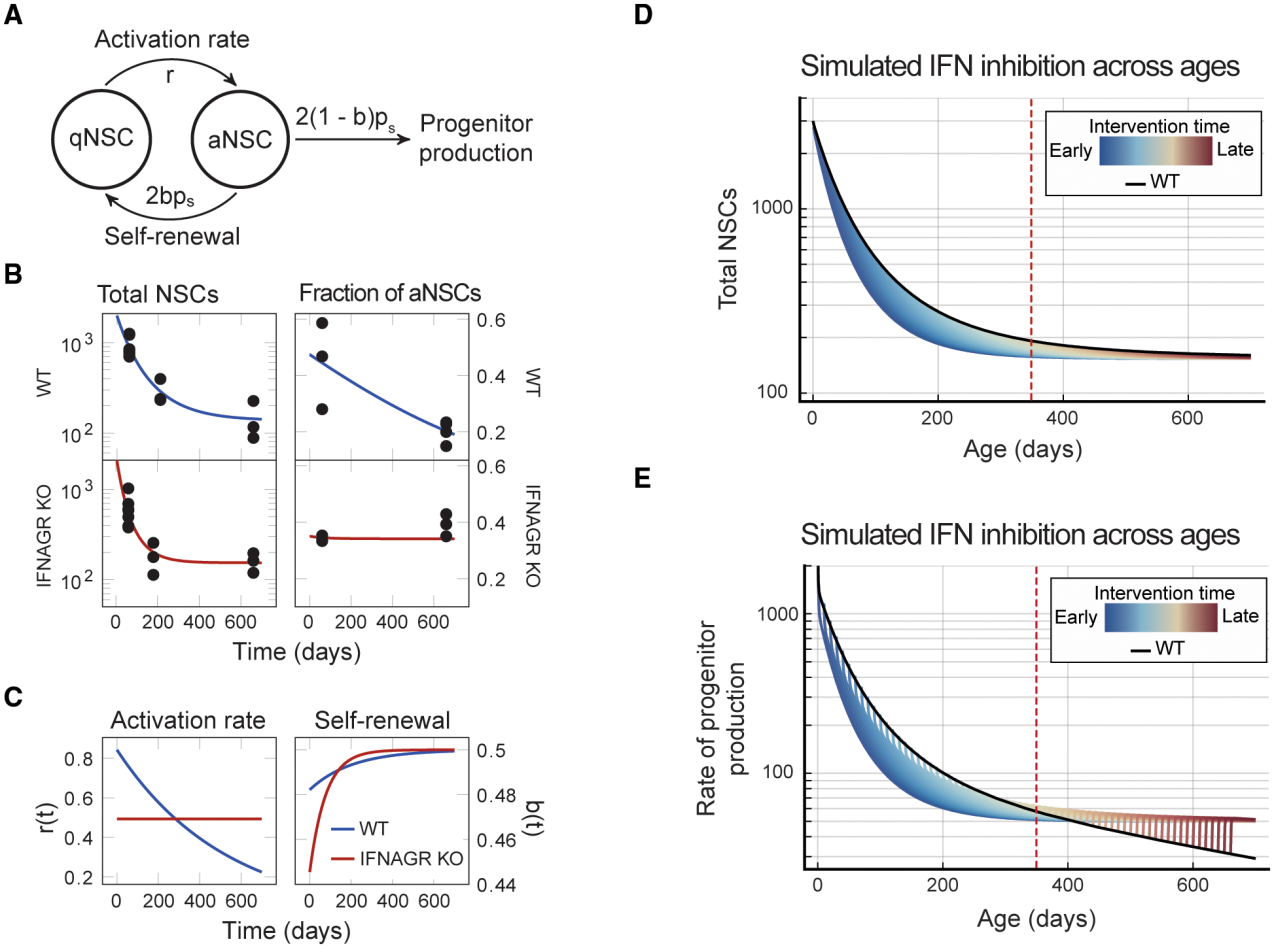
Interferon regulates stemness and fine‐tunes progenitor production at all ages Graphical depiction of the mathematical model describing the activation (at rate r) of quiescent neural stem cells (qNSC) into active NSC (aNSC) followed by their progression through cell cycle (at rate p_s_) into either two downstream progenitors (at probability 1 − *b*) or two NSCs (at probability *b*) that return to quiescence. In models with time‐dependent parameters, $b\equiv b\left(t\right)$ and $r\equiv r\left(t\right)$, See Appendix Supplementary Methods for details.vSVZ niche FACS quantifications of total NSCs (Total NSCs) & immunofluorescence quantification of aNSCs (Fraction of aNSCs) in WT or IFNAGR KO mice at 2, 7 and 22 months old (MO). Data from individual mice are plotted. Inferred dynamics are depicted as a blue (WT) or red (IFNAGR KO) line over time. Sample sizes: WT total at 60 days: 8 mice, WT total at 210 days: 3 mice, WT total at 660 days: 3 mice, WT fraction aNSCs at 60 days: 3 mice, WT fraction aNSCs at 660 days: 4 mice, IFNAGRKO total at 60 days: 8 mice, IFNAGRKO total at 180 days: 3 mice, IFNAGRKO total at 660 days: 3 mice, IFNAGRKO fraction aNSCs at 60 days: 3 mice, IFNAGRKO fraction aNSCs at 660 days: 3 mice.Inferred parameters are depicted as a blue (WT) or red (IFNAGR KO) line over time.Induced interferon knockout simulations (coloured, each colour represents a different intervention timepoint) against wild‐type simulations (black) showing the total number of stem cells across age. Dashed red line denotes age 350 days.The rate at which progenitors are produced $\left(2\;p_{s}\;\left(1-b\right)\;\text{aNSC}\right)$ from NSCs for induced interferon knockout simulations with interferon dependent self‐renewal (coloured, each colour represents a different intervention timepoint) and WT simulations (black). Dashed red line denotes age 350 days.

Last, given the relevance of extrinsic IFNs for NSCs in youth and ageing (Fig 1), we further explored its potential role as a therapeutic target. In our models, we know that the activation rate of NSCs directly influences the production of progenitors (Appendix Supplementary Methods). Young IFNAGR KO mice have a lower activation rate of NSCs than WT, suggesting a decreased progenitor production. Older IFNAGR KO mice however have a higher activation rate than WT, suggesting increased progenitor production (Fig 4C). This response suggests a possibility for improving progenitor production in WT animals by selecting an optimal time point to block IFN function. To investigate this, we simulated a modified model with IFN‐dependent switches in model parameters at arbitrary time points (Appendix Supplementary Methods). The intervention was modelled by switching the activation rate and self‐renewal parameters estimated from WT to the parameters estimated for IFNAGR KO mice at a given intervention time point. This best mimic an acute clinical intervention for systemic neutralisation of interferons. Interventions simulated at young ages resulted in a significant loss of NSCs, dropping from thousands to hundreds in the short term (Fig 4D). However, this effect diminished with time resulting in similar cell counts in old age (Figs 4D and EV5A). Since total NSCs are not necessarily indicative of proper functioning, we also computed the cell flux from aNSC to progenitors (progenitor production). Simulations of young age interventions showed drastically reduced progenitor production on a short time scale, which ultimately changed to an increased progenitor production in old ages (Fig 4E). Strikingly, interventions in older mice (after ~300 days) showed to always be beneficial. We next compared the summary effect of an intervention in terms of the life‐long progenitor production. The interventions at young ages had diminished progenitor production when compared to WT, while the maximal benefit of the life‐long production was achieved by intervention at about 350 days of age (Figs 4E and EV5G). Curiously, this was also the age at which the activation rate for WT dropped below the constant IFNAGR KO activation rate (Fig 4C).

Overall, this shows that there may be benefits to progenitor production from blocking interferon response at increasing ages, while it may have strong adverse effects on short‐term progenitor production and stem cell counts when intervening too early. In agreement with our predictions, local blockade of CXCL10 signalling in the aged brain as well as neutralisation of IFN (Baruch *et al*, 2014) increased progenitor production from vSVZ‐NSCs (Blank *et al*, 2016; Kalamakis *et al*, 2019). CXCL10 is induced in endothelial cells upon systemic IFN‐β, which itself is not able to cross the blood–brain barrier (Blank & Prinz, 2017). Altogether, our predictions show that only a late intervention blocking IFN signalling is beneficial and unveils the relevance of homeostatic interferons for a life‐long healthy adult neurogenesis.

## Discussion

### Interferons are bona fide regulators of stem cell homeostasis at all ages and potential candidates to repair the ageing brain

Stem cells exhibit an intrinsic IFN signature, that is, constitutive expression of ISGs independent of interferon receptor stimulation, which is unique to stem cells and protects them against viral infections (Wu *et al*, 2018). In addition, Wu et al also reported that stem cells are refractory to extrinsic IFNs. Our study shows that in the natural environment of the brain, type‐I interferon ISGs are highest expressed in NSCs but also present, albeit to a lower extent, in fully differentiated new‐born neurons. This IFN signature in neural stem cells relies on expression of IFN receptors both in the old and the young brain and modulates neural progenitor production along the lifespan of the individual. Our data also reveal that neural stem cells are the preferred target and indeed responsive to IFNs both *in*‐ and *ex‐vivo*, as it is the case for their fully differentiated counterparts. It is however the intermediate maturation stages that shutdown expression of these ISGs. As opposed to previous reports claiming that the ability to respond to IFN ligands is acquired upon exit of stemness (Wu *et al*, 2018), our single cell transcriptome data show that intermediate progenitors are not responding to interferons neither in the young nor in the ageing brain. Thus, intermediate progenitor stages are refractory to extrinsic interferon and probably represent the most sensitive cells to viral infections along the neural lineage. We believe that during brain development the high number of intermediate progenitors could contribute to viral infections being a life‐threatening risk at this age. In addition, our models reveal the blockade of external IFN signalling to be harmful for the young vSVZ albeit beneficial in ageing. This is supported by previous reports blocking IFN signalling in ageing (Baruch *et al*, 2014; Kalamakis *et al*, 2019) despite the recently reported IFN memory in stem cells (Haas *et al*, 2017). Altogether, our combined single‐cell transcriptomics and mathematical modelling underscore the relevance of defining a critical time of intervention and unveils a previously neglected role of interferon signalling in the homeostasis of the young adult brain.

### Type‐I IFN induces stem cell quiescence by a biphasic control of mRNA translation and cell cycle exit

IFNs modulate stem cells across different tissues but the molecular underpinnings of this regulation are yet poorly described (Kalamakis *et al*, 2019; Zhang *et al*, 2020; Demerdash *et al*, 2021; Hou *et al*, 2021). Performing polysome profiles and ribosome footprinting on IFN‐β treated NSCs we find that IFN‐β induces a biphasic control of mRNA translation. This regulation involves a transient activation of mTORC1 followed by its inhibition, as opposed to the previously reported unidirectional modulation of mTOR by type‐I IFN (Mazewski *et al*, 2020). Of note, recent studies highlighted the importance of a precise pharmacological regulation of mTOR activity in NSCs, since hyperactive mTOR is associated with Alzheimer's Disease both in patients and mouse models (Nicaise *et al*, 2020). Future studies should address the potential role of this biphasic regulation of mTOR in brain repair. We further show that the transient activation of mTORC1 is the result of the crosstalk between IFN‐β signalling and PI3K. This transient activation of mTORC1 triggers inhibitory feedback loops acting upstream of Akt that, together with a delayed activation of PKR and phosphorylation of eIF2α, ultimately lead to the late and profound inhibition of mRNA translation and global protein synthesis. Whether this biphasic response is a hallmark of stem cells beyond the brain will be subject for future investigations.

Additionally, our data suggest that IFN‐β treatment in NSCs not only induces the expression but also activates PKR in a dsRNA‐independent manner. This is an undescribed feature of IFNs in stem cells as a similar response was only proposed in an interferon‐selected carcinoma line harbouring oncogenic mutations (Su *et al*, 2007). Interestingly, high levels of p‐eIF2α are also associated to self‐renewal and quiescence induction in embryonic and adult stem cells (Friend *et al*, 2015; Zismanov *et al*, 2016). As a whole, these pathways converge in a profound shut down of translation that keeps NSCs dormant. Similarly, chronic type‐I IFN promotes quiescence after a transient activation of haematopoietic stem cells (HSCs; Pietras *et al*, 2014). Future studies should address whether this transient activation of HSCs by IFN is also driven by a biphasic modulation of mTOR.

Supporting the induction of dormancy, we find that IFN‐β shifts NSCs to a quiescent G_0_ state, as opposed to the previously reported increase in cell‐cycle length in quiescent NSCs (Daynac *et al*, 2016). Remarkably, inhibition of Cdk4/6 upon IFN‐β treatment transiently uncouples mTOR and cell cycle in NSCs. A similar uncoupling of proliferation and protein synthesis was observed upon differentiation of skin stem cells, but the drivers of this response remained elusive (Blanco *et al*, 2016). Of note, senescent cells, a hallmark of ageing (Fulop *et al*, 2018; Zhu *et al*, 2021), steadily uncouple mRNA translation and cell cycle (Payea *et al*, 2021). Differently to NSCs, the late coupling of translation and cell cycle has not been described in senescence and might reveal a stem cell‐related feature to avoid senescence induction. Intriguingly, IFN‐β is one of the main drivers of senescence. Cytosolic chromatin fragments present in senescent cells activate cyclic GMP‐AMP synthase (cGAS) that, in turn, triggers the production of inflammatory factors including IFN‐β, thereby inducing paracrine senescence (Glück & Ablasser, 2019). Although the prevalence of senescent cells increases with age in the neurogenic niches in the brain (Molofsky *et al*, 2006; Fernández‐Fernández *et al*, 2012; Ogrodnik *et al*, 2019; Jin *et al*, 2021), how NSCs are protected from senescence remains unknown. Overall, our study describes the molecular underpinnings of interferon signalling in NSCs and reveals previously undescribed features of the IFN‐β response in stem cells.

### Type‐I IFN induces a biphasic control of mTOR that represses *Sox2* translation in NSCs

We recently reported that a dual regulation of mTOR and cell cycle is needed to repress translation of *Sox2* in NSCs (Baser *et al*, 2019). We now identify type‐I IFN as a regulator of this response. Furthermore, we narrow down the nature of this repression to the transient activation of mTORC1 and the presence of the recently described pyrimidine‐rich motif (PRM; Baser *et al*, 2019) present on the 5'UTR of *Sox2*. In this recent study, we addressed the role of repression of *Sox2* translation in the transition of an activated stem cell into a differentiated neuroblast (Baser *et al*, 2019). Sox2 levels are however likewise reduced in quiescent NSCs to avoid replicative stress (Marqués‐Torrejón *et al*, 2013). The determinants of directionality into a differentiated progenitor or a quiescent stem cell state following repression of Sox2 remain subject of future studies. Notably, Sox2 expression is reduced in the ageing brain, correlating with increased quiescence in NSCs (Carrasco‐Garcia *et al*, 2019).

Collectively, our findings unveil interferons as *bona fide* regulators of stem cell function during homeostasis as well as in ageing. Mechanistically, IFN‐β arrests NSCs at G_0_ of the cell cycle and drives a transient TOR activation followed by a profound decrease of TOR activity and global protein synthesis. This biphasic regulation is orchestrated by mTORC1, PKR and p‐eIF2α. In addition, we show that the transient increase of TOR activity is required for post‐transcriptional repression of PRM‐containing transcripts, such as *Sox2*, that contribute to the induction of quiescence in stem cells. This exit from activation after a life‐long exposure to interferons results in a more quiescent old brain, when interferon signalling is found at highest. Future studies should unveil the potential uniqueness of this biphasic response in stem cells across different tissues and its relevance for the prevention of senescence in stem cells. Our study indicates that IFN's control of the activation rate and self‐renewal of NSCs adapts the output of differentiated progenitors to demand. In young brains, with high demand, interferon would increase the output, and vice versa, decrease the number of generated progenitors in the less active ageing brain. Therefore, while the loss of IFN signalling is beneficial in the old brain, it is detrimental in young individuals. The fact that the intrinsic expression of ISGs required as antiviral defence even slightly increases after blocking interferon receptors, discloses IFNs as potential therapeutic target to improve stem cell homeostasis and repair in the brain without compromising antiviral response. However, intervention should be timed only after reaching advanced age.

## Materials and Methods

### Mice

C57BL/6 male mice were purchased from Janvier or bred in‐house at the DKFZ Center for Preclinical Research. Male IFNAGRKO (Huang *et al*, 1993; Müller *et al*, 1994; IFNAR^−/−^IFNGR^−/−^) were backcrossed to a C57BL6 background. Male TiCY mice (Tlx‐CreERT2‐YFP; Liu *et al*, 2008; TiCY [B6‐Tg(Nr2e1‐Cre/ERT2)1GscGt(ROSA)26Sortm1(EYFP)CosFastm1Cgn/Amv]) were crossed with IFNAGRKO mice to generate TiCY‐IFNAGRKO mice ([B6‐Tg(Nr2e1‐Cre/ERT2)1Gsc Gt(ROSA)26Sortm1(EYFP)CosFastm1CgnIfnar1tm1AgtIfngr1tmAgt/Amv]). Animals were housed under standard conditions and fed *ad libitum*. All procedures were approved by the Regierungpräsidium Karlsruhe.

### Cell culture and treatments

For NSC isolation, the subventricular zones from 8 to 12 weeks old male C57BL/6 mice were isolated as described (Mirzadeh *et al*, 2010). The tissue was dissociated using the Neural Tissue Dissociation Kit with Papain (Miltenyi Biotec) following the manufacturer's instructions. Cells were cultured in Neurobasal A Medium supplemented with 2% B27 Supplement serum‐free, 1% L‐Glutamine (all from ThermoFisher), 2 μg/ml of heparin, 20 ng/ml of human basic FGF (ReliaTech) and 20 ng/ml of human EGF (Promokine). Cells were maintained in a 37°C, 5% CO_2_ incubator.

For the treatment with interferon, mouse recombinant IFN‐β (Millipore) diluted in DPBS with 0.1% bovine serum albumin BSA (Roche) were added directly to the culture media at final concentration of 40 μ/ml for the indicated time. Control cells were treated with the same volume of 0.1% BSA in PBS.

For the treatment with Torin1 (Cay10997), Torin1 was dissolved in 100% DMSO and added to cells at 250 nM for the indicated times. Control cells were treated with the same volume of DMSO. For the treatment with Rapamycin (Cay13346), Rapamycin was dissolved in 100% DMSO and added to cells at 100 nM for the indicated times. Control cells were treated with the same volume of DMSO. For the treatment with ISRIB (Sigma), ISRIB (Sidrauski *et al*, 2015) was dissolved in 100% DMSO and added to cells at 500 nM for the indicated times. Control cells were treated with the same volume of DMSO.

### CRISPR‐mediated generation of TSC2 ^+/−^ NSCs

CRISPR‐Cas9 gRNAs targeting exon 2 of *Tsc2* (ENSMUSG00000002496) were designed using the CCTop target online predictor (Stemmer *et al*, 2015) and cutting efficiency was evaluated by T7EI Assay using T7 Endonuclease I (NEB). We selected the TSC2Ex2‐gRNA (TGTTGGGATTGGGAACATCGAGG) and cloned it into the Cas9‐containing plasmid pSpCas9(BB)‐2A‐GFP (Addgene) as described (Ran *et al*, 2013; see Table EV2).

For nucleofection, 1 × 10^6^ NSCs were mixed with 2.5 μg of corresponding DNA using Amaxa P4 Primary Cell 4D‐Nucleofector X Kit S (Lonza) with CA137 programme in a 4D‐Nucleofector X Unit (Lonza). Cells were incubated for 24 h at 37°C and 5% CO_2_. GFP‐positive single NSCs were FACS‐sorted into 96‐well plates. Single NSC colonies were expanded and TSC2 abundancy was checked by western blot (see section below).

### Flow cytometry analysis

For the flow cytometry analysis, vSVZ single cell suspensions from mice at the specified ages were generated and stained for flow cytometry analysis as described (Llorens‐Bobadilla *et al*, 2015). Briefly, vSVZ was microdissected using the Neural Tissue Dissociation kit with Trypsin and Gentle MACS dissociator (Miltenyi). Cells were stained with the following antibodies: O4 APC‐Cy7 (1:100), GLAST (ACSA‐1)‐PE (1:50) (all from Miltenyi), Ter119 APC‐Cy7 (Biolegend; 1:100), CD45 APC‐Cy7 (BD; 1:200), Prominin1‐APC (eBioscience; 1:75), Alexa488::EGF (Invitrogen; 1:100), and Sytox Blue (Invitrogen, 1:500). For analysis, we size selected the vSVZ cells and excluded for doublets, dead cells and CD45^+^/Ter119^+^/O4^+^ cells as recently described (Kalamakis *et al*, 2019). Signal acquirement was performed on a BD FACSCanto II at the DKFZ Flow Cytometry Facility and results were analysed using FlowJo v.10.

### Cell cycle analysis – CycleFlow

Cell cycle was assessed using CycleFlow as described (Jolly *et al*, 2022) with some modifications. CycleFlow was applied to NSCs with or without a pre‐treatment of IFN‐β. Twenty‐four hours after cell seeding, either vehicle or IFN‐β was added to NSCs for 17 h (this step was skipped in the non‐pre‐treated NSCs). Then, EdU from the Click‐iT Plus EdU Flow Cytometry Assay Kit (ThermoFisher) was added at 10 μM. Cells were incubated 1 h at 37°C 25% CO_2_. Cells were collected, washed with DPBS and resuspended in pre‐warmed medium containing either vehicle or IFN‐β. Cells were then divided in different wells to be incubated and collected at the indicated incubation times (Fig EV2B). At the collection time, cells were collected, dissociated (Accutase®, Sigma) and stained for viability with Zombie Red (Bioleged) following the manufacturer's recommendations. After that, cells were washed and PFA‐fixed using the Click‐iT Plus EdU Flow Cytometry Assay Kit (ThermoFisher). Fixed cells were kept in 90% methanol DPBS at −20°C until completion of the time‐course. Upon all collections, the Click‐iT reaction was performed following the manufacturer's recommendations in combination with a final staining with the DNA dye FxCycle Violet reagent (ThermoFisher; 1:1,000). Signal acquirement was performed on a BD LSRFortessa Flow Cytometer and results were analysed using FlowJo v.10. Doublets and non‐viable cells were excluded from the analysis. Doublets were discriminated using the DNA stain area versus width. Cell‐cycle progression mathematical inference was performed using uniform priors as already described (Jolly *et al*, 2022).

### Global protein synthesis O‐propargyl‐puromycin (OPP) assay

Eight‐well glass chambers (lab‐tek) were pre‐coated with poly‐D Lysine (Gibco) overnight followed by additional coating with laminin (Sigma). Cells were plated and treated 2 days after with IFN‐β or ISRIB for the indicated times. OPP (Thermo) was dissolved in DMSO and added 1 h before collection to all conditions at a concentration of 50 μM. Cells were processed using the Click‐iT Plus OPP Alexa Fluor 488 Protein Synthesis Assay Kit (Thermo) following the manufacturer's instructions excluding the DNA staining. Cells were finally mounted using fluoromount G with DAPI (ebioscience) for DNA staining. Five representative images were acquired per sample using a Leica TCS SP5 II confocal microscope with 40× magnification. OPP intensity was quantified using Fiji and normalised to the vehicle‐treated samples. Control treatments consisting of no‐OPP (negative control), N2 supplement (Gibco; positive control) and cycloheximide (CHX; Sigma; negative control) were always run and processed in parallel.

### Polysome profiling

NSCs were incubated with either vehicle or IFN‐β as above explained. Right before cell collection, 100 μg/ml cycloheximide (CHX, EDM Millipore) in H_2_O was added to cells and they were incubated 5 min at 37°C 25% CO_2_. Cells were collected by centrifugation, washed with ice‐cold DPBS containing 100 μg/ml cycloheximide (CHX), and lysed in the Polysome lysis buffer (20 mM Tris–HCl, pH 7.4, 120 mM KCl, 5 mM MgCl_2_, 14 mM β‐mercaptoethanol, 1% NP‐40, 100 μg/ml CHX, 1× complete protease inhibitor cocktail (Roche), 100 μ/ml RNase Inhibitor (Thermo Fisher)). Lysates of differently treated NSC were loaded at equal amounts for total RNA onto preformed 17.5–50% gradient of sucrose prepared in 20 mM Tris–HCl pH 7.4, 120 mM KCl, 5 mM MgCl_2_, 2 mM DTT, 100 μg/ml CHX. Free mRNPs, ribosome subunits, and polysome complexes were resolved by centrifugation for 2.5 h at 210,000 *g* (at *r*_max_) in a SW41 rotor. The content of the tubes was fractionated with the Density Gradient Fractionation System (Teledyne ISCO) allowing for the recording of absorbance at 254 nm. One milliliter fractions were collected for RT‐qPCR processing.

### RT‐qPCR

Total RNA was extracted from cell cultures with the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). For the fractions of polysome profiling, RNA was purified via phenol/chloroform extraction as described (Faye *et al*, 2014). cDNA was synthesised with the SuperScript VILO cDNA synthesis kit (Thermo Fisher). DNA amplification and detection was performed with the PowerSYBR Green PCR MasterMix (Applied Biosystems) in C1000 Touch Thermal Cycler (Bio‐Rad) using QuantiTect (Qiagen) primers (see Table EV2: RT‐qPCR primers). For the calculation of relative gene expression, the ΔCt method was used. The distribution of analysed mRNAs across polysome fractions was presented as a percentage of the total amount of the mRNAs for all fractions.

### Ribosomal footprinting

Cells were treated with vehicle or IFN‐β 48 h after seeding and incubated at 37°C 25% CO_2_ for the corresponding incubation time. Then, NSCs were incubated for 5 min with 0.1 mg/ml CHX at 37°C 25% CO_2_. Cells were collected, washed with DPBS supplemented with CHX, and lysed in 150 μl of the Polysome lysis buffer (see Polysome profiling section). Lysates containing 40 μg of total RNA were treated with 100 U of RNaseI (Ambion) for 45 min at room temperature, and the reaction was stopped by addition of 50 U of SUPERaseIn (Ambion). Generated 80S monosomes were collected via centrifugation through 25% sucrose cushion at 434,513 *g* (at *r*_max_) for 1 h in a TLA100.2 rotor, and the pelleted RNA was extracted with the Direct‐Zol RNA Miniprep kit (Zimo). Ribosomal RNA was depleted with the Gold Ribo‐Zero kit (Illumina). Resulted RNA samples were resolved by electrophoresis in a 15% NOVEX TBE‐Urea gel (Thermo Fisher). Gel slices including ribosome footprints corresponding to a fuzzy band of the 26–34 nt size range were cut out from the gel, crushed by centrifugation in 0.5 ml gel‐breaker tubes (Segmatic) and extracted in 0.5 ml 10 mM Tris–HCl pH 7.0 by incubation for 15 min at 70°C. RNA was recovered by precipitation with isopropanol in presence of 0.3 M sodium acetate pH 5.5 and 20 μg Glycoblue (Thermo Scientific). Recovered RNA was dephosphorylated with T4 PNK (NEB) in the absence of ATP. Indexed libraries were generated using the SMARTer smRNA‐Seq kit for Illumina (Takara).

For the parallel total mRNA sequencing, we used the same NSC lysates prepared as described above at the amount of 20 μg of total RNA. RNA was extracted with phenol/chloroform as described (Faye *et al*, 2014). RNA samples were treated with 3 U of TURBO DNase (Ambion) for 15 min at 37°C. RNA was again extracted with phenol/chloroform and recovered with ethanol precipitation in the presence of 0.3 m sodium acetate pH 5.2. Ribosomal RNA was depleted with the Gold Ribo‐Zero kit (Illumina). After depletion 80 ng of each RNA sample was used to synthesised cDNA and make a library using the NEBNext Ultra Directional RNA library kit for Illumina (NEB).

Libraries quality was assessed using the Bioanalyzer 2100 (Agilent) and were sequenced in HiSeq 2000 v4.

For the analysis, Reads were trimmed applying the tool TrimGalore version 0.4.4_dev. The adaptor sequence “AGATCGGAAGAGC” (Illumina TruSeq, Sanger iPCR; auto‐detected) as well as 3 bp from the 5′ end and 15 bp from the 3′ end were removed. In addition, sequences that became shorter than 18 bp (after quality trimming) were removed using TrimGalore's default settings. After trimming reads had a length of 33 bp on average. Subsequently, reads were mapped to the mm10 transcriptome build GRC38.93 from ENSEMBL using boWTie version 0.12.7 with its standard options. Reads falling into genes were counted from BAM files applying a suited R/Bioconductor workflow (function SummarizeOverlaps with mode “Union”). Duplicated reads were removed. 

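The CDS counts cover 23035 genes and the total RNA counts 39017. Of these, 22282 (96.7%) and 37693 (96.6%) carry an identifier of the mouse annotation GENCODE M21, against which overlaps between genes were worked out. Genes with a count in a library numbered 14061 to 15123 in the footprints and 13854 to 18661 in total RNA at 14 h, and 14238 to 14559 and 19332 to 21292 at 2 h. The 10 most counted genes took 4.19% to 4.46% of the footprints at 14 h and 4.76% to 5.27% at 2 h. In total RNA they took 21.8% to 56.8% at 14 h and 20.8% to 57.0% at 2 h. The highest shares were those of vehicle 14 h replicate 3, where Gm42418 took 39.3%, and of vehicle 2 h replicate 5, where Filip1l took 18.6%.

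For 6636 genes with no annotated gene on the other strand, the median count per library at 14 h was 3.5 in total RNA and 256 in the footprints. For 1575 genes that overlap an exon on the other strand it was 23.1 and 272.25. At 2 h the footprint medians were 246 for 6630 genes without such a gene and 254 for 1570 genes that overlap an exon, and the latter had a total RNA median of 63.6. Across genes, which are not independent replicates, Spearman's rho between mean footprint and total RNA counts was 0.287 at 2 h (11975 genes) and 0.223 at 14 h (11972 genes).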

For ribosomal footprinting samples, reads in the whole gene body or in the coding part of genes (CDS) were counted separately, for total RNA samples reads in the whole gene body were counted. Next, to get an estimation of the translation efficiency (TE) per gene, log‐fold‐changes between ribosome protected reads from the CDS and total RNA samples were computed applying DESeq2. DESeq2 was chosen as it is considered a standard tool for modelling negative‐binomial distributions arising in sequencing experiments. The likelihood ratio test (LRT) was applied on the TE analysis upon IFN‐β treatment. Genes with positive fold‐changes are considered to be enhanced, those with negative ones to be repressed. The gene set enrichment analysis was performed using the clusterProfiler tool from Bioconductor using fold‐changes for all expressed genes. Gene ontology terms related to “biological process” with an FDR < 0.05 and highest significance were selected for the plots. TOP‐mRNAs (Dataset EV3) were defined as mRNAs with a cytidine immediately after the 5′ cap, followed by an uninterrupted stretch of four to 14 pyrimidines (Thoreen *et al*, 2012).

### Proteome and phosphoproteome

Cells were treated with vehicle or IFN‐β and incubated at 37°C 25% CO_2_ for the time specified in the figures. Cell lysates for the proteome and phosphoproteome analysis were prepared as described (Potel *et al*, 2018) with some modifications. Briefly, cells were collected, washed and weighted to determine the mass of cells pellets. One volume of the cell pellet was resuspended in six volumes of proteome lysis buffer composed of 100 mM Tris–HCl pH 8.5, 7 M Urea, 1 mM MgCl_2_, 1 mM sodium ortovanadate, 1% Trition X‐100, 1× PhosphoSTOP inhibitor (Roche), 1× Complete EDTA free protease inhibitor (Roche). To improve lysis, cells suspension was sonicated three times for 10 s (1 s on, 1 s off) with 30 s pause at 40% output using the Fisherbrand Model 120 Sonic Dismembrator (Fisher Scientific). The lysate was clarified by centrifugation at 21,000 *g*, for 1 h at 4°C. Lysates were incubated for 2 h at room temperature. Protein concentration was determined with the Pierce BCA Protein Assay Kit (Thermo Fisher) and 400 μg of total protein for each sample were subjected to metal‐affinity enrichment and mass spectrometry at the DKFZ Genomics and Proteomics Facility. Proteins and phosphopeptides were quantified and analysed for differential abundance using Perseus45.

### Western blot analysis

Cells were collected, washed with DPBS and resuspended in 100 μl of 0.2% SDS, 1 mM vanadate, 1× cOmplete Protease inhibitor cocktail (Roche), 1× PhosphoSTOP inhibitor (Roche) and pass several times through a 23G syringe needle. Fifteen microgram of total protein from cellular lysates were resolved in NuPAGE 10% gels (Thermo Fisher) and transferred to nitrocellulose membranes. The membranes were blocked in 5% BSA in TBS‐T buffer and probed overnight with primary antibody. Primary antibodies used: Akt (#9272), phospho‐Akt S473 (#9271), 4 E‐BP1 (#9644; clone 53H11), phospho‐4 E‐BP1 S65 (#9451), eiF2alpha (#5324S; clone D7D3), phospho‐eIF2α S51 (#3597; clone 119A11), Rb (#9313; clone D20), phospho‐Rb S780 (#8180; clone D59B7), p70S6K (#2708; clone 49D7), phospho‐p70S6K T389 (#9234; clone 108D2), phospho‐Rps6 S235/236 (#4857; clone 91B2), phospho‐Rps6 S240/244 (#2215), TSC2 (#4308; clone D93F12), phospho‐TSC2 T1462 (#3617; clone 5B12) and LARP1 (#14763) are all rabbit antibodies from Cell Signalling. Rps6 (#ab40820) and Vinculin (#ab129002; clone EPR8185) are rabbit antibodies from Abcam. Rabbit anti‐actin (#sc‐1616‐R; clone I‐19) from Santa Cruz. Mouse anti‐phospho‐Akt T308 (#A1124‐07R) from USBiological. Rabbit Ifitm3 (11714‐1‐AP) from ptglab. Rabbit phospho‐TSC2 S1452 was kindly provided by Aurelio Teleman. Membranes were washed and reprobed with secondary anti‐rabbit or anti‐mouse HRP‐antibody (Dianova). The signals were developed with the Western Lightning Plus ECL substrate (Perkin Elmer) and scanned using the ChemiDoc Touch Imageing System (Bio‐Rad). Loading controls were always run on the same blot than the quantified phospho‐ or total protein. The Image Lab version 5.2 (Bio‐Rad) was used for band intensity quantification.

### Luciferase assay

For nucleofection, 3 × 10^6^ NSCs were mixed with 5 μg of corresponding DNA with the Amaxa P4 Primary Cell 4D‐Nucleofector X Kit S (Lonza) and pulse was delivered using the CA137 programme in a 4D‐Nucleofector X Unit (Lonza). Afterwards, the cells were washed, resuspended in medium and separated in three technical replicates. After recovery, cells were treated with IFN‐β, Torin1, a combination of both or their corresponding vehicles as stated in the figures. Then, cells were washed and lysed in 1× Passive Lysis buffer from the Dual‐Luciferase Reporter Assay System (Promega). Lysis was proceeded on an orbital shaker for 15 min at room temperature. Luciferase Assay reagent was added to each sample, mixed and all volume was transferred into a 96 well White Cliniplate (Thermo Fisher). For *Firefly* luciferase activity the plate was scanned in a Synergy LX mutli‐mode reader (BioTek). Then 100 μl of Stop&Glo reagent was added and the plate was scanned again for *Renilla* luciferase. *Renilla* luminescence was normalised to *Firefly* luminescence (with technical triplicates) and the final results were presented as fold change to the control samples.

### Plasmid construction

DNA constructs with different WT and mutated 5'UTRs of mouse *Sox2* mRNA were assembled in the psiCheck‐2 vector (Promega) including synthetic *Renilla* luciferase gene (hRluc) driven by SV40 early enhancer/promoter and synthetic *Firefly* luciferase gene (hluc+) under HSV‐TK promoter. The UTRs flank hRluc open reading frame. The full‐length 5'UTRs of mouse *Sox2* (NM_011443.4) and *Rps21* (variant2, NM_025587.2) as well as their mutated variants carrying the deletions of PRM in *Sox2* (5UTRmut *Sox2*; CTCTT deleted), PRM in *Rps21* (5UTRmut *Rps21*; TCCTTTC deleted) were synthesised and inserted into pEX‐K4 (*Sox2*) or pEX‐A2 (*Rps21*) by Eurofins. The plasmids were used to amplify the UTRs with Phusion High‐Fidelity DNA polymerase (NEB) using corresponding primers carrying SfiI and NheI restriction sites to allow the inserts between SV40 promoter and the reading frame of hRluc. The used primers are listed in Table EV2. The full‐length 5'UTR of mouse beta actin (*Actb*) mRNA (NM_007393.5) was generated by amplification of cDNA library prepared from NSCs isolated from C57BL/6 mice. For generation of the 5'UTR *Actb*, the used PCR primers were flanked with SfiI and NheI sites to allow the insertion in front of hRluc reading frame in psiCheck‐2 vector (Promega). The accuracy of cloning was verified by sequencing of the inserts in all generated plasmids from both directions with corresponding primers for sequencing (see Table EV2).

### Single‐cell transcriptomics

To characterise the single‐cell transcriptomics of NSCs and their progeny, we made use of TiCY (referred to as IFNAGR^WT^) and TiCY‐IFNAGR KO mice (referred to as IFNAGR^KO^). In these mice, tamoxifen‐induced Cre recombination takes place in neural stem cells in the vSVZ, which express *Tlx* (*Nr2e1*; Liu *et al*, 2008), and will stably activate the production of eYFP labelling NSCs and their progeny.

Tamoxifen (TAM) injection was done in 3 days as follows: two doses daily of 1 mg of tamoxifen in 100 μl of a solution of 10 mg/ml of TAM in EtOH 10% diluted on sunflower seed oil. TiCY‐IFNAGR^WT^ young mice were injected with TAM at 10 weeks old and were sacrificed 6 weeks afterwards. TiCY‐ IFNAGR^WT^ old mice (71 weeks old), TiCY‐IFNAGR^KO^ young (7 weeks old) and old mice (85 and 98 weeks old) were injected with TAM and were sacrificed 9 weeks afterwards. After animal sacrifice, the vSVZ, striatum, rostral migratory stream and olfactory bulb was isolated. These latter three tissues were pooled together and referred to as Rest of the Brain (RoB). Tissues were processed as described previously (Kremer *et al*, 2021) and sorted in a BD FACSAria II at the DKFZ Flow Cytometry Facility. For sorting, we size‐selected the vSVZ or RoB cells and excluded for doublets, dead cells and CD45^+^/Ter119^+^/O4^+^ cells as recently described (Kalamakis *et al*, 2019). We sorted vSVZ eYFP^+^ cells and GLAST^+^ cells. From the RoB, cells that were eYFP^+^ and eYFP^−^/PSANCAM^low^ were sorted. For every condition, two mice were used whose cells were labelled with Hashtags oligos (HTO) using the Cell Hashing protocol from Biolegend (TotalSeq‐A). All the sorted cells were pooled on the same tube and processed in the Chromium Next GEM Chip G using Chromium Next GEM Single Cell 3′ v3.1.

Gene expression libraries were prepared following the manufacturer's protocol (Chromium Next GEM Single Cell 3′ v3.1) at the Single‐cell open lab at DKFZ and sequenced on a NextSeq2000 V3 PE 100 bp at the Sequencing open lab provided by the DKFZ Genomics and Proteomics Core Facility. Each condition (genotype and age combination) was processed on a separate 10× reaction. Hashtags libraries were processed according to the manufacturer's instruction (Biolegend) and were sequenced on a NextSeq 500 Mid output PE 75 bp at the DKFZ Genomics and Proteomics Core Facility.

### Single‐cell transcriptomic data analysis

To derive a “NSC type I Interferon Response” signature we used the 16 h IFN‐β treated Ribo‐Seq transcriptomic libraries. Reads were trimmed using trimgalore 0.6.6 using default settings and mapped and quantified using STAR 2.7.7a with ‐‐quantMode GeneCounts. Star outputs were concatenated and read into R 4.0.5 where DESeq2 1.30.1 was used to compute differential expression between treated and untreated samples. The genes with the 300 most significantly changed genes after multiple‐testing correction from a one‐sided Wald test (increased expression) were chosen as our “NSC Type I Interferon Response” gene set.

For the single‐cell libraries analysis, we filtered them using the 10× index‐hopping‐filter 1.0.1 and thereafter quantified using kallisto¦bustools's lamanno workflow (kb_python 0.26.3). Hashtag libraries were quantified using CITE‐seq‐Count 1.4.5. Count matrices were read into scanpy 1.6.0 and preprocessed by filtering out genes present in less than three cells and cells with less than 100 genes. Doublets were called and removed with scrublet 0.2.1. Cells with less than 10% mitochondrial UMIs, 70–6,000 genes and 1,000–20,000 UMIs were retained as quality cells. Counts were normalised (to a target sum of 10,000) and log1p transformed using scanpy methods. A UMAP was computed from 50PCs computed on scaled counts. Main clusters were identified in UMAP using DBSCAN (scikit‐learn 0.22.2.post1). An auxiliary Leiden clustering was computed. The largest DBSCAN cluster was identified as the lineage cluster based on marker expression. Non‐subventricular astrocytes were identified and removed from this cluster by inspecting the fraction of SVZ hashtags in each cell. Other clusters were named by summed expression of celltype specific‐markers (Pecam1, Prom1 and Cldn5 for endothelials, Itgam and Ptprc for microglia, Rbfox3, Calb2, Nefl and Th for neurons). Diffusion pseudotime (from scanpy) was run on the lineage cluster using the cell with the highest Aqp4 expression as the root cell. Pseudotime was then binned into qNSC1, qNSC2, aNSC, TAP and NB based on visual inspection of the expression of well‐known markers Aqp4, Egfr, Dcx, Mki67, S100b. Hashtag samples were called for each cell as the maximum posterior from a multinomial mixture model (R 4.0.5 package mixtools 1.2.0) with five components (one for each hashtag and an extra component for no hashtags).

Gene set scores were then computed for each cell by summing up the normalised (per cell to 1,000,000 UMIs) and log1p‐transformed expression of genes from a given set. Group‐wise gene set scores were then computed as the average of all of the cell's scores in a given group of interest. Scores were computed for each replicate, celltype, age and genotype combination for MSigDB's “HALLMARK_INFLAMMATORY_RESPONSE”, “HALLMARK_INTERFERON_ALPHA_RESPONSE” genesets, as well as the gene set identified by Wu *et al*, 2018 (Wu *et al*, 2018) and our “NSC Type I Interferon Response”.

### IFNAGR KO modelling

We built on the previously established mathematical model of cell population dynamics (Kalamakis *et al*, 2019), describing counts of quiescent (non‐cycling) and active (cycling) stem cells. The model is given by a system of ordinary differential equations:

$$\frac{d}{\mathrm{dt}}\text{qNSC}=-r\cdot \text{qNSC}+2\cdot b\cdot p_{s}\cdot \text{aNSC},$$

$$\frac{d}{\mathrm{dt}}\text{aNSC}=r\cdot \text{qNSC}-p_{s}\cdot \text{aNSC}.$$

The parameter r describes the activation rate that may exponentially decrease in time

$$r\left(t\right)=r_{0}\cdot e^{-\beta_{r}\cdot t}.$$

Self‐renewal is modelled by a function b

$$b\left(t\right)=\frac{1}{2}\left(1+e^{-\beta_{b}\cdot t}\cdot \left(2\cdot b_{0}-1\right)\right).$$

The choice of this function follows the assumptions that self‐renewal probability is not larger than ½ and may be a constant or increasing in time function.

The remaining parameter $p_{s}=\log\left(2\right)/\left(17.5/24\right)\approx 0.9506$ corresponds to the cell cycle rate. It was chosen from literature, following our previous publication (Kalamakis *et al*, 2019). In summary, the model is characterised by free parameters $r_{0}$, $b_{0}$, $\beta_{b}$ and $\beta_{r}$. The initial value additionally provides the parameter ${\mathrm{NSC}}_{0}$ which was used to compute initial values for the specific compartments from the steady state ratio (Appendix Supplementary Methods).

Parameters were estimated using a multi‐start box‐constrained weighted‐least‐squares approach. The objective functions were built using new FACS quantifications for the total numbers of stem cells and the fraction of actively cycling neural stem cells from our previous publication. We applied solvers provided and chosen by the DifferentialEquations.jl package. Weights were computed as the inverse standard deviation for each age and genotype combination. Starting values were sampled from within reasonable bounds using Latin Hypercubes computed by the LatinHypercubeSampling.jl library, each was then optimised using a box constrained optimizer from the Optim.jl library. The best parameter estimates were kept as the optimum. To aid in model selection, ${\mathrm{AIC}}_{c}$ was computed for each model and dataset combination.

Finally, we estimated parameters for models with population‐dependent self‐renewal probabilities, described by a Hill function:

$$b\left(\mathrm{NSC}\right)=1-\frac{1}{1+{\left(\frac{k_{b}}{\mathrm{NSC}}\right)}^{n_{b}}}.$$

We estimated these with a single $k_{b}$ for both genotypes. The parameter $n_{b}$ was estimated individually per‐genotype (IFN‐dependent self‐renewal) or shared (IFN‐independent self‐renewal) to provide the two scenarios of self‐renewal dependence on interferons.

### IFNAGR KO simulations at arbitrary time points

To simulate the age‐specific dynamics of the IFNAGR KO, we built a model with a time‐dependent switch in the parameter functions. At the intervention age, the parameter functions are switched from the previously estimated WT parameter functions to their IFNAGR KO counterparts. We simulated this intervention model for varying intervention ages. For each simulation we computed the number of stem cell loss at 660 days' age compared to the wildtype. We also computed the progenitor production as the cell flux from active neural stem cells to progenitors. We then integrated progenitor production from 0 to 700 as the total life‐long progenitors produced.

### Statistical analysis

Biological replicates “*n*” in the figures refer to biological replicates as of either different mice or different NSCs cultures extracted from different mice. Plotted bars represent mean and plotted error bars represent standard deviation from different biological replicates. Only biological replicates were considered for statistical analyses. Statistical tests were performed as indicated in each figure legend with a significance level of α = 0.05. To test for biphasic response in western blot data, linear models explaining log2 fold changes were fitted with a single explanatory variable of time being greater than a change time. To find this change time, models were fitted for varying change times and the model with the lowest AIC was chosen. To determine the significance of this biphasic response, one‐way ANOVA was performed on this model.

## Author contributions

**Damian Carvajal Ibañez:** Conceptualization; resources; formal analysis; validation; investigation; visualization; methodology; writing – original draft; project administration; writing – review and editing. **Maxim Skabkin:** Conceptualization; resources; formal analysis; investigation; visualization; methodology; project administration; writing – review and editing. **Jooa Hooli:** Conceptualization; resources; data curation; software; formal analysis; validation; visualization; writing – original draft; writing – review and editing. **Santiago Cerrizuela:** Resources; investigation; methodology; writing – review and editing. **Manuel Göpferich:** Resources; data curation; software; formal analysis; visualization. **Adrien Jolly:** Resources. **Katrin Volk:** Validation. **Marc Zumwinkel:** Investigation. **Matilde Bertolini:** Resources. **Gianluca Figlia:** Resources. **Thomas Höfer:** Resources; supervision. **Guenter Kramer:** Resources; supervision. **Simon Anders:** Resources; supervision. **Aurelio A Teleman:** Resources; supervision. **Anna Marciniak‐Czochra:** Conceptualization; supervision; writing – original draft; project administration; writing – review and editing. **Ana Martin‐Villalba:** Conceptualization; resources; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest. Ana Martin‐Villalba is an EMBO member. This has no bearing on the editorial consideration of this article for publication.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

PDF+ Click here for additional data file.

## Data Availability

The datasets and compute code produced in this study are available in the following databases:
Single‐cell RNA‐seq and Ribo‐Seq data have been deposited at the Gene Expression Omnibus (GEO) and are publicly available with GEO Accession Number GSE197217 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197217). All original code is deposited at https://github.com/Martin‐Villalba‐lab/Data/ and publicly available as of the date of publication. Any additional material, data or information required to reanalyse the data reported in this paper are available from the lead contact upon request. Illustrations were created with Adobe Illustrator or with BioRender.com.

# Supplementary material for: Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle
**Source:** EMBO Mol Med. 2023 Jan 13;15(4):e16434. doi: 10.15252/emmm.202216434
**Supplement:** Supplementary file 1 — Appendix

# Appendix Data

## Table of Contents

|                                                                                                                    |    |
|--------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1: Ribo-Seq sample correlation quality control.....                                               | 1  |
| Appendix Figure S2: Collection of western blot membranes for the biphasic response of mTOR.....                    | 2  |
| Appendix Figure S3: Polysome profiles of CRISPR-mediated TSC2 targetting of NSCs upon IFN- $\beta$ treatment ..... | 3  |
| Appendix supplementary methods: Modelling of neural stem cell dynamics in interferon knockout mice .....           | 4  |
| Appendix Figure S4 .....                                                                                           | 5  |
| Appendix Table S1 .....                                                                                            | 6  |
| Appendix Table S2.....                                                                                             | 7  |
| Appendix Table S3.....                                                                                             | 8  |
| Appendix Figure S5 .....                                                                                           | 8  |
| Appendix Figure S6 .....                                                                                           | 10 |
| Appendix Table S4.....                                                                                             | 11 |
| Appendix Table S5.....                                                                                             | 11 |
| Appendix Table S6.....                                                                                             | 12 |
| Appendix Figure S7 .....                                                                                           | 13 |
| Appendix Figure S8 .....                                                                                           | 14 |
| Appendix Figure S9 .....                                                                                           | 15 |

## Appendix Figure S1: Ribo-Seq sample correlation quality control

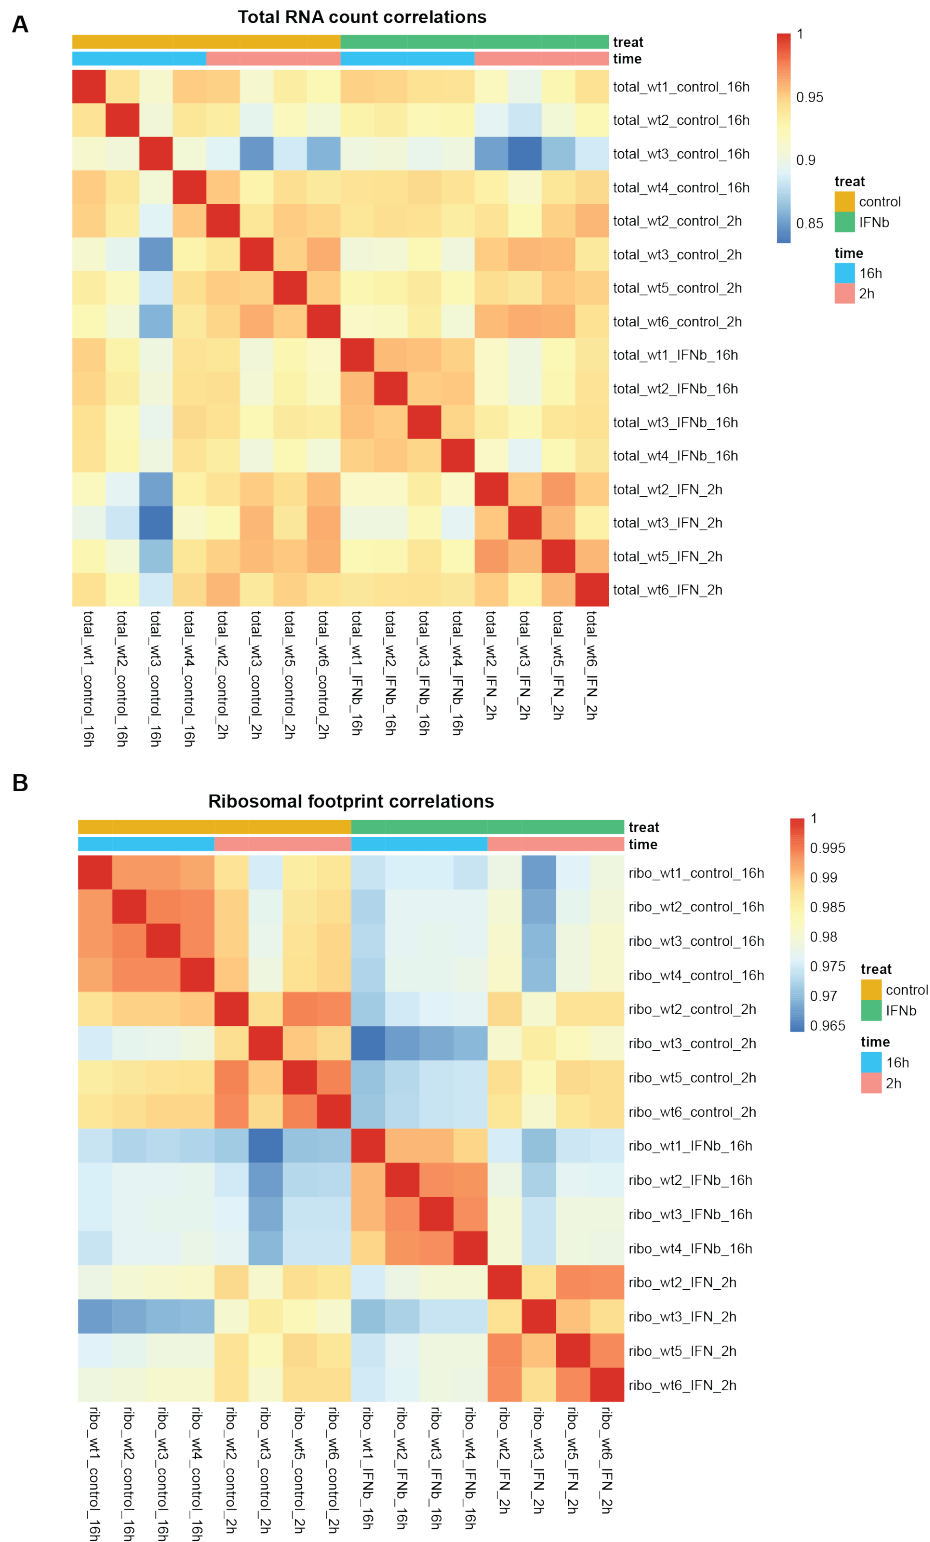

## Appendix Figure S1. Ribo-Seq sample correlation quality control

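Appendix Fig S1 shows the correlation between libraries, and its panel titles give total RNA for panel A and ribosomal footprints for panel B. For the footprint counts, Pearson's r was computed on log2 CPM with a pseudocount of 1 CPM over 12152 genes. The 24 pairs of libraries within a group had r between 0.958 and 0.995 (median 0.991). The 32 pairs of vehicle with IFN-β libraries of the same time had r between 0.903 and 0.964 (median 0.919), and the 64 pairs across times between 0.866 and 0.977 (median 0.918). Averaged over the libraries of its own time, r lay between 0.941 and 0.946 for each footprint library of 14 h. At 2 h it was lowest for vehicle replicate 3 (0.948) and IFN-β replicate 3 (0.949). The other 2 h footprint libraries had a mean r between 0.965 and 0.968.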

**A.** Correlation matrix for ribosomal footprint libraries depicting pearson correlation coefficients for all samples.  $n = 4$  biological replicates.

**B.** Correlation matrix for total RNA libraries depicting pearson correlation coefficients for all samples.  $n = 4$  biological replicates.

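For total RNA, Pearson's r over 9693 genes was between 0.884 and 0.974 within a group (median 0.943). Between vehicle and IFN-β libraries of the same time it was 0.877 to 0.962 (median 0.935), and across times 0.788 to 0.957 (median 0.896). Vehicle 14 h replicate 3 had the lowest mean r with the libraries of its time, 0.907.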

## Appendix Figure S2: Collection of western blot membranes for the biphasic response of mTOR

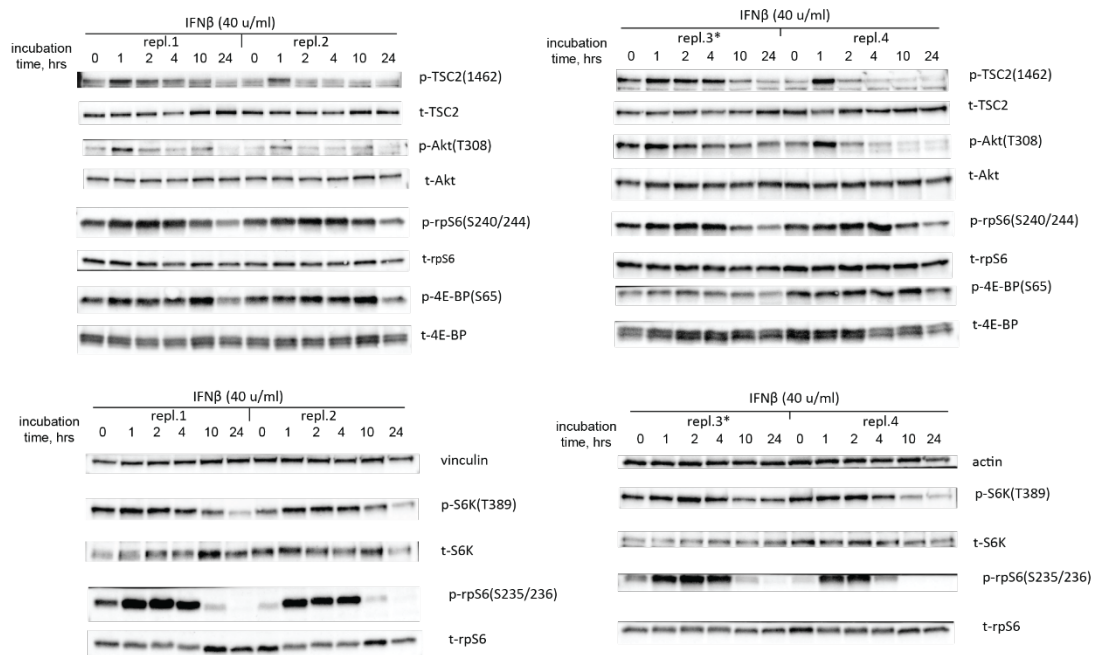

## Appendix Figure S2. Collection of western blot membranes for assessing the biphasic response of mTOR caused by IFN-β treatment – Related to Fig 2I, 3A.

Collection of western blot membranes from 4 biological replicates of NSCs treated with IFN-β for the specified times. \*Replicate 3 was used as representative blots for Figures 2I, 3A.

## Appendix Figure S3: Polysome profiles of CRISPR-mediated TSC2 targeting of NSCs upon IFN- $\beta$ treatment

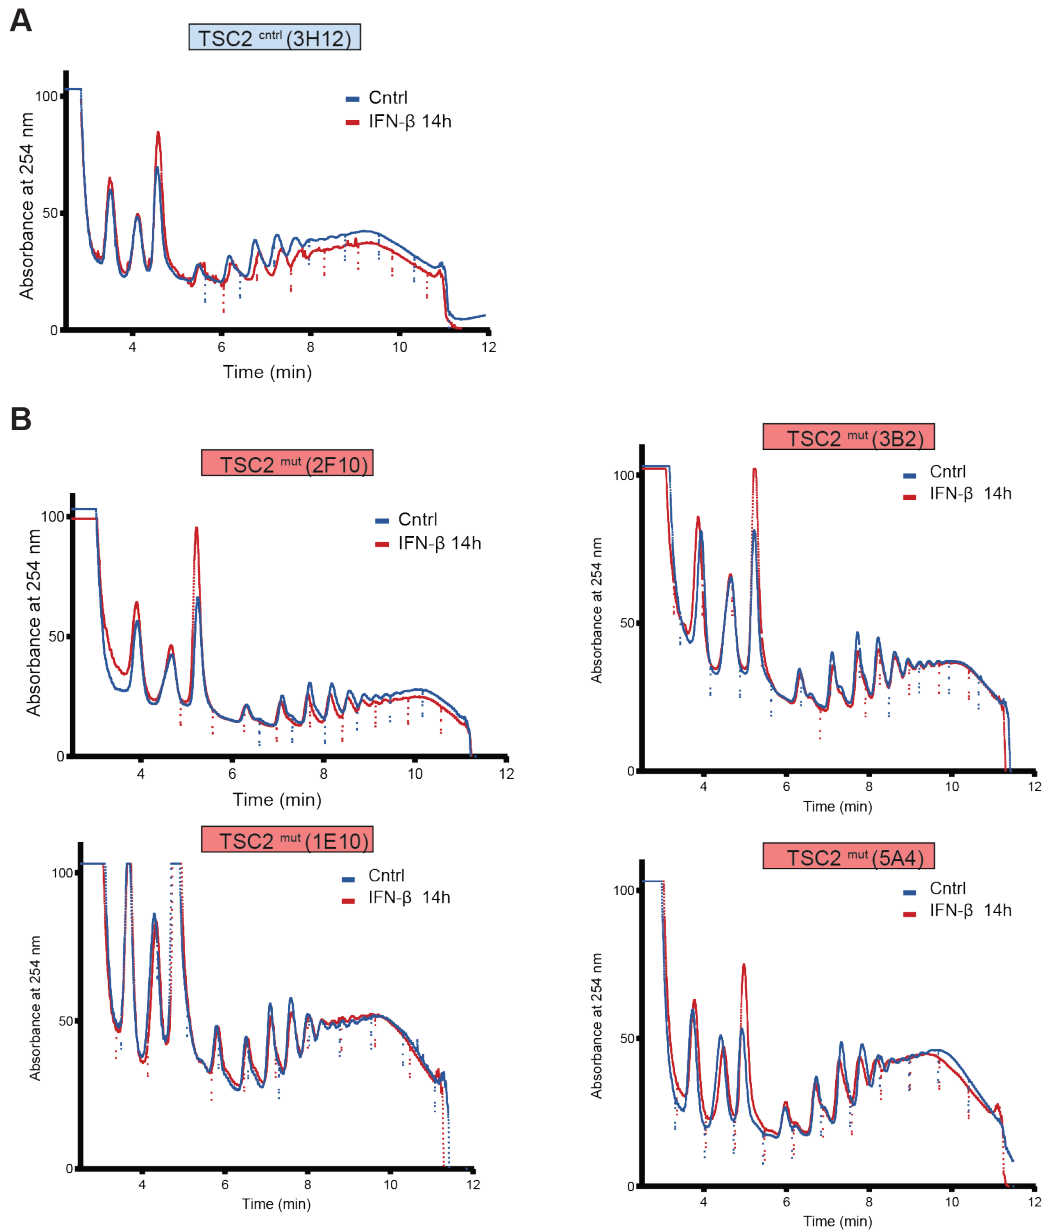

**Appendix Figure S3. Polysome profiles of CRISPR-mediated TSC2 targeting of NSCs upon IFN- $\beta$  treatment – Related to Fig EV4**

**A.** Polysome profiles of CRISPR-mediated TSC2<sup>ctrl</sup> NSC clone treated with IFN- $\beta$  (red) as compared to control (blue).

**B.** Polysome profiles of CRISPR-mediated TSC2<sup>mut</sup> NSC clones treated with IFN- $\beta$  (red) as compared to control (blue).

## **Appendix supplementary methods: Modelling of neural stem cell dynamics in interferon knockout mice**

# Modelling of neural stem cell dynamics in interferon knockout mice

## 1 Model

The work is based on the models which were previously established for neurogenesis of the hippocampus [1–3] and recently extended and quantified for the ventricular sub-ventricular zone [4, 5]. We adapt the model to describe the NSC dynamics in the ventricular-subventricular zone (V-SVZ) of Interferon  $\alpha$  and  $\gamma$  receptor knockout (IFNAGR KO) mice.

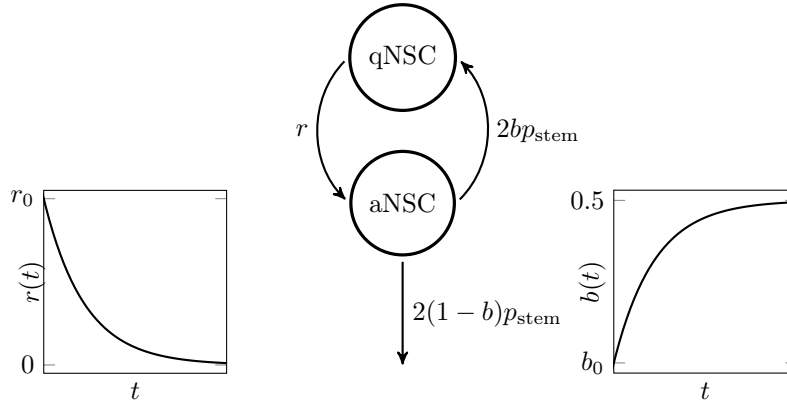

**Appendix Figure S4:** Graphical representation of the model and plots for parameter functions. qNSC activate at rate  $r$ , at which point they progress through cell cycle at rate  $p_{\text{stem}}$ , to either produce two qNSC at probability  $b$ , or at probability  $1 - b$  undergo differentiation.

The model consists of a system of ordinary differential equations

$$\frac{d}{dt} \text{qNSC}(t) = -r \cdot \text{qNSC}(t) + 2 \cdot b \cdot p_{\text{stem}} \cdot \text{aNSC}(t) \quad (1)$$

$$\frac{d}{dt} \text{aNSC}(t) = r \cdot \text{qNSC}(t) - p_{\text{stem}} \cdot \text{aNSC}(t) \quad (2)$$

where qNSC and aNSC describe the number of quiescent (non-cycling) and active (cycling) stem cells. Quiescent stem cells (qNSC) enter cell cycle at rate  $r$ , becoming active stem cells (aNSC). Parameter  $p_{\text{stem}}$  describes the division rate and  $b$  the fraction of self-renewal, reflecting the probability that a progeny cell stays a stem cell (qNSC) (Appendix Figure S4). Consequently, progenitor cells arise at the probability  $1 - b$ .

In line with previous models, we assume a constant cell division rate, based on observed cell cycle lengths from Ponti et al. [6]:

$$p_{\text{stem}} = \log(2) \cdot 24 \cdot 17.5^{-1} \approx 0.95 \text{ days}^{-1}.$$

and introduce time-dependent parameters (plots in Appendix Figure S4),

$$r(t) = r_0 \cdot e^{-t \cdot \beta_r} \quad (3)$$

$$b(t) = \frac{1}{2} (1 + e^{-t \cdot \beta_b} (2 \cdot b_0 - 1)). \quad (4)$$

In the remainder of this paper, models with the time-dependent  $r$  are called the quiescence models, while the models with time-dependent  $b$  are referred to as the self-renewal models. The models with constant  $r$  and  $b$  are called no ageing models, as they assume that cell properties do not change during aging (Appendix Table S1).

**Appendix Table S1:** Model variants with fully time-dependent parameters fitted. Free parameters list which parameters were estimated in model fitting. NSC(0) is the sum of both NSC compartments, at time point zero.

| Name                        | Description                                                        | Free parameters                               |
|-----------------------------|--------------------------------------------------------------------|-----------------------------------------------|
| No aging                    | No time-dependence                                                 | NSC(0), $r$ , $b$                             |
| Quiescence                  | Decreasing activation rate                                         | NSC(0), $\beta_r$ , $r_0$ , $b$               |
| Self-renewal                | Increasing self-renewal probability                                | NSC(0), $r$ , $\beta_b$ , $b_0$               |
| Self-renewal and Quiescence | Increasing self-renewal probability and decreasing activation rate | NSC(0), $\beta_r$ , $r_0$ , $\beta_b$ , $b_0$ |

ODE initial values were picked from the steady-state ratio of the system with constant parameters. The steady state ratio can be found by solving

$$\frac{d}{dt} \frac{\text{qNSC}}{\text{aNSC}} = 0$$

using (1) and (2), which reveals that

$$\frac{\text{qNSC}}{\text{aNSC}} = \frac{p_{\text{stem}} - r}{2r} + \sqrt{\left(\frac{p_{\text{stem}} - r}{2r}\right)^2 + 2\frac{bp_{\text{stem}}}{r}}. \quad (5)$$

This gives the full model the free parameters NSC<sub>0</sub>,  $r_0$ ,  $b_0$ ,  $\beta_r$ ,  $\beta_b$  (See Appendix Table S1 for exact parameters in each model).

## 2 IFNAGR KO parameter estimates

### 2.1 Data

We obtained data from two separate experiments. In the first experiment, fluorescence activated cell sorting (FACS) was used to quantify the total number of

neural stem cells (NSC) in the ventricular sub-ventricular zone. FACS quantifications for wildtype mice were taken from Kalamakis et al. Some FACS quantifications (Appendix Table S2) were acquired in pools of mice instead of individual mice, here referred to as ‘quantifications’. IFNAGR KO NSC population estimates were obtained in eight quantifications at two months old, three quantifications at six month old and three quantifications at 22 months old (Appendix Table S2). In the second experiment, immunohistochemistry (IHC) was used to quantify the fraction of cycling (i.e. active) stem cells. This data is from Kalamakis et al. [4, Fig.5G]. By quantifying  $\text{Sox2}^+\text{Dcx}^-\text{BrdU}^+\text{Mki67}^+$  as a fraction of  $\text{Sox2}^+\text{Dcx}^-\text{BrdU}^+$  cells in a pulse-chase labelling regime this dataset avoids labelling cycling pro-genitors. Due to this, the fraction of cycling stem cells can now be computed as  $a\text{NSC}(t)/\text{NSC}(t)$  from model outputs.

**Appendix Table S2:** Data used. Age is given in months. Numbers marked with † indicate that four of these quantifications were actually pools of two mice and four were individual quantifications. ‡ Indicates that all of these quantifications were pools of three mice.

| Genotype  | Age | Quantifications |     |
|-----------|-----|-----------------|-----|
|           |     | FACS            | IHC |
| IFNAGR KO | 2   | 8†              | 3   |
|           | 6   | 3               | —   |
|           | 22  | 3               | 4   |
| Wildtype  | 2   | 8†              | 3   |
|           | 7   | 3               | —   |
|           | 22  | 3‡              | 3   |

## 2.2 Parameter estimation

Parameter estimates were obtained using multi-start weighted least-squares optimisation. Optimisation starting values were sampled from optimised Latin Hypercubes using `LatinHypercubeSampling.jl` and scaled to optimisation bounds (Appendix Table S3). Initial value problems were created on the previously described steady-state ratios and solved using `DifferentialEquations.jl`’s solvers. Objective functions were built based on weighted least-squares. Weights used were the inverse of the standard deviation for each age and genotype combination. Optimisation of objective functions was then performed using box-constrained optimisers from the `Optim.jl` library. The minimum optimum for each model and genotype combination was chosen as the best optimum. For model comparison, the low-sample size adjusted Akaike Information Criterion ( $\text{AIC}_c$ ) was calculated for each model and genotype combination. The Akaike Information Criterion is an information-theoretic approach for model comparison that penalises extra parameters and rewards lower residuals. Lower  $\text{AIC}_c$  values correspond to “better” models.

## 2.3 Time-dependent models

Wildtype data was best explained by models with increasing quiescence or increasing quiescence and self-renewal (Appendix Table S4). Models with only increasing self-

**Appendix Table S3:** Allowed parameter ranges for box-bounded optimisation and start-ing values.

| Parameter | Lower | Upper  |
|-----------|-------|--------|
| NSC(0)    | 0.0   | 2500.0 |
| $r_0$     | 0.0   | 1.0    |
| $b_0$     | 0.0   | 0.5    |
| $\beta_b$ | 0.0   | 0.1    |
| $\beta_r$ | 0.0   | 0.1    |

renewal failed to account for the variation in active stem cell fractions. While including self-renewal in a quiescence model provides better residuals, the change in  $AIC_c$  is not large. Previously, this, along with the minute change in self-renewal probability, was considered insufficient evidence to assume that both are taking place. These parameter estimates (Appendix Table S5) nicely recapitulate the results from our previous publication [4].

Data for IFNAGR KO mice was not explainable by time-dependent decreases in activation (“Quiescence” model). Since wildtype mice show this decrease and have IFNAGR, this indicates that IFNAGR do indeed play a role in age-related activation changes. Should these changes in activation be the only mechanism at play, we would expect IFNAGR KO to have no more time-dependent effects. However, as there is a population of stem cells remaining in old IFNAGR KO mice, models where no parameters are changing in time (“No ageing” model) are not able to explain this data. To explain this data where no age-dependent activation changes can take place, yet a population of stem cells remains in age, a time-dependent self-renewal probability is necessary. Indeed, models with such a time-dependent increase in self-renewal are the best-performing models for this dataset when ranked using residuals or  $AIC_c$  (Appendix Table S4).

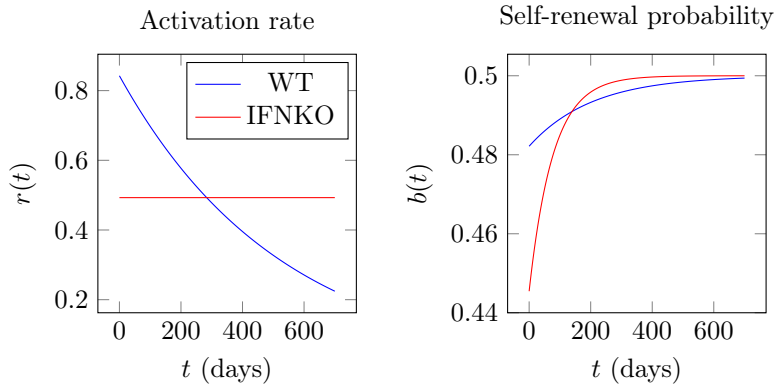

**Appendix Figure S5:** Comparison of parameter estimates for combined quiescence and self-renewal models. The left panel shows the rate of activation,  $r$ , the right panel the probability of self-renewal,  $b$ .

While it was previously argued that this small change in self-renewal probability is not meaningful due to the much larger changes in activation rate, changes on this scale are in fact meaningful for populations and sufficient to maintain

them (Appendix Figures S5-6). With time-dependent self-renewal improving fits in both wildtype and interferon deficient mice as well as it's ability to maintain stem cell populations, it seems likely that time-dependent (or population-dependent) self-renewal is a second layer of stem cell maintenance that exists in wildtype mice as well and becomes obvious once ageing-induced quiescence is removed, as is the case in IFNAGR KO mice.

## 2.4 Population-dependent self-renewal

Stem cell populations approach the plateau of approximately 150 cells in wild-type mice faster than they do in knockout mice (Appendix Figure S6), which coincides with a faster increase in self-renewal probability in models that allow for changing self-renewal. This hints at a possible population-dependence of the self-renewal term. To address this issue, we additionally fit models where self-renewal was expressed in terms of total stem cells. To do this, we employed a Hill function:

$$b(\text{NSC}) = 1 - \frac{1}{1 + \left(\frac{k_b}{\text{NSC}}\right)^{n_b}} \quad (6)$$

This parameterisation of the Hill function exposes the population size at  $b = 0.5$  as  $k_b$ . As this system has a steady state at  $b = 0.5$ ,  $k_b$  is where the population will plateau.

To address if IFNAGR have a possible effect on  $b$ , we fit both data sets at the same time. To do this, we created two different models: In the first all parameters of  $b$  are shared. This models self-renewal not being affected by interferon (IFN-independent self-renewal). In the second we allowed  $n_b$  to vary with genotype. As the plateau of both populations was the same, we did not allow  $k_b$  to change with genotype. This simulates the case that interferon has an effect on self-renewal (IFN-dependent self-renewal).

Both models were capable of explaining the observed data. The IFN-dependent model provides a small benefit to the fit at the cost of one extra parameter. Because of this, at this time it is not clear if IFNAGR additionally affects self-renewal and further experiments are required to determine this.

## 3 Conditional knockout simulation

To investigate the age-dependent effects of interferon knockouts, we built models that simulate an Interferon receptor knockout induced at a specific age. These models work the same as our wildtype models with population-dependent self-renewal up to some timepoint of intervention  $t_1$ . At this timepoint, the parameter functions are switched to the functions quantified on the IFNAGR KO data and the model continues running with these. Due to the uncertain nature of the effects of IFNAGR KO on self-renewal we simulated this model with both the shared  $b(\text{NSC})$  and IFN-dependent  $b(\text{NSC})$  individually.

We considered two metrics of proper niche functioning: The size of the population as well as the production of progenitors from stem cells. This rate of progenitor production follows from (1) as

$$\text{aNSC}(t) \cdot (1 - b) \cdot 2 \cdot p_s. \quad (7)$$

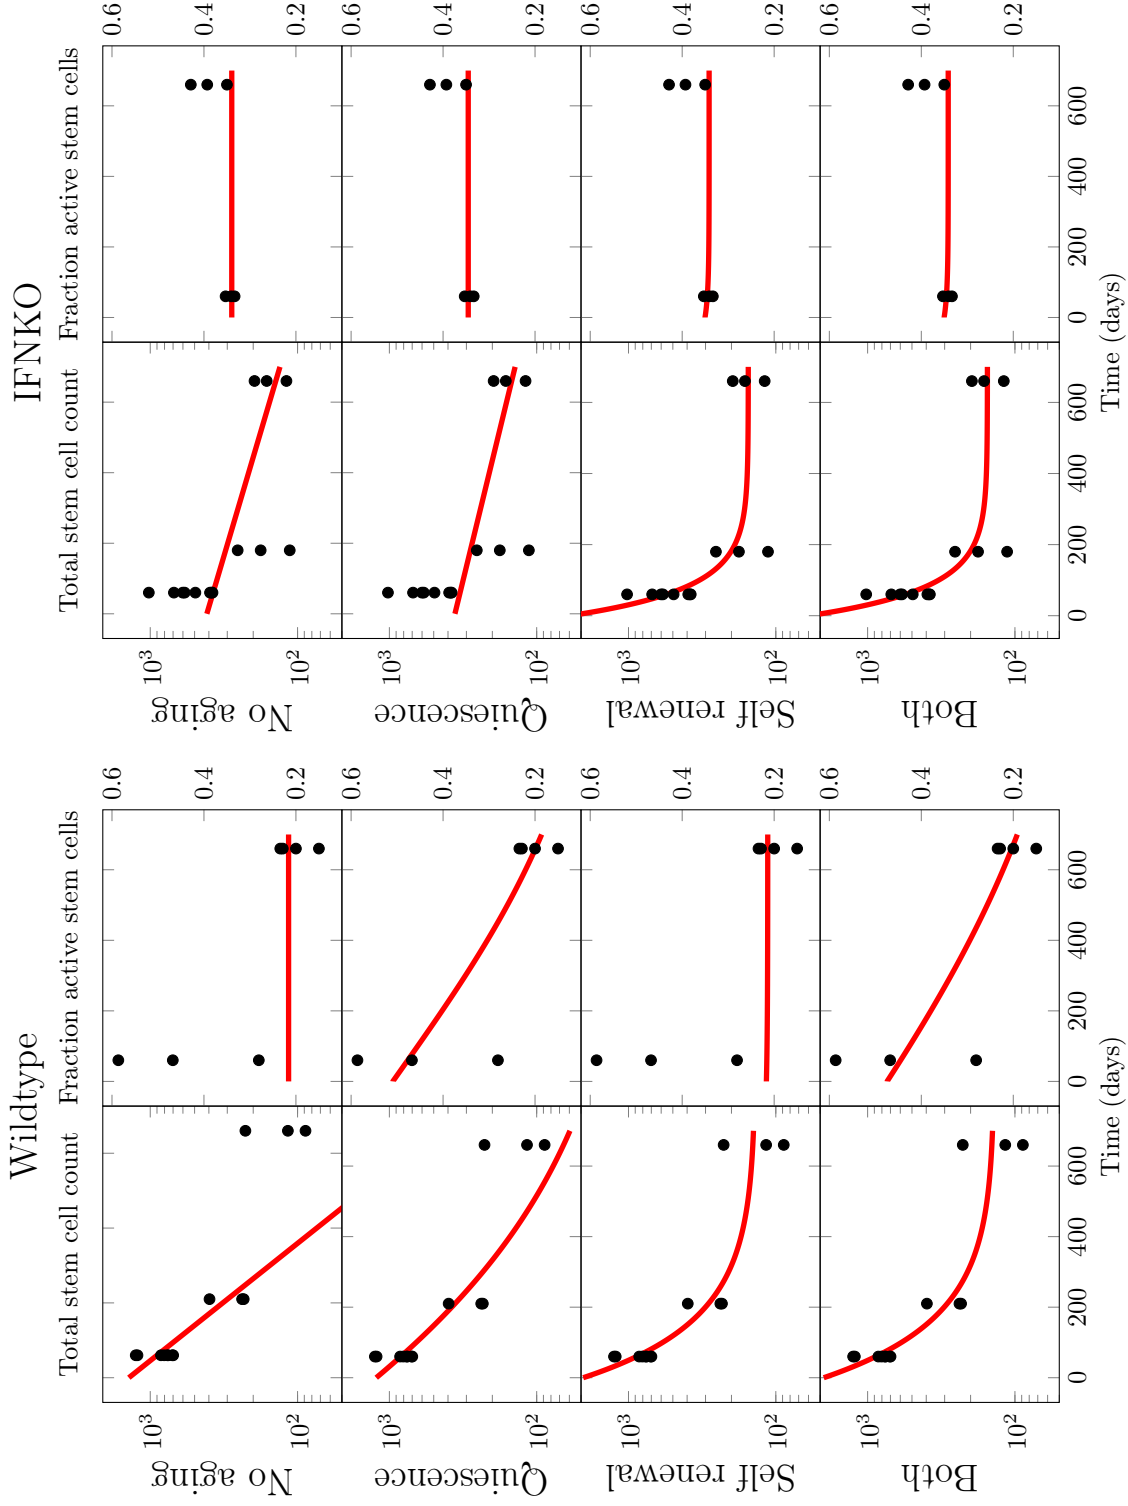

**Appendix Figure S6:** Models fitted to wildtype (left column) and interferon knockout (right column) data. Panels on the left show total amounts of stem cells, qNSC + aNSC. Panels on the right show the fraction of cycling cells among these, aNSC/NSC. Red lines represent model solutions and black dots are measurements. Each row is a separate model, “Both” is the model with both time-dependent self-renewal and quiescence.

**Appendix Table S4:** Model fit comparison.  $\Delta AIC_c$  is the change in  $AIC_c$  provided by this model compared to the best model (lowest  $AIC_c$ ) for the given genotype.  $r_w$  are the weighted residuals that were optimised for. Models are sorted by  $\Delta AIC_c$ , putting the top-performing models at the top.

|          | Model                       | $r_w$ | $\Delta AIC_c$ |
|----------|-----------------------------|-------|----------------|
| IFNKO    | Self renewal                | 20.28 | 0.0            |
|          | Self renewal and Quiescence | 20.28 | 1.8            |
|          | No ageing                   | 36.66 | 10.25          |
|          | Quiescence                  | 34.95 | 10.89          |
| Wildtype | Self renewal and Quiescence | 16.0  | 0.0            |
|          | Quiescence                  | 21.61 | 4.55           |
|          | Self renewal                | 22.94 | 5.81           |
|          | No ageing                   | 33.1  | 11.93          |

**Appendix Table S5:** Obtained parameter estimates for wildtype and interferon knock-out data. Values at ‘—’ are not present and can be read as 0.

|           | parameter        | no ageing | quiescence            | self-renewal | both                  |
|-----------|------------------|-----------|-----------------------|--------------|-----------------------|
| IFNAGR KO | NSC <sub>0</sub> | 412.9     | 359.0                 | 2500.0       | 2500.0                |
|           | $r_0$            | 0.4878    | 0.5006                | 0.4928       | 0.4928                |
|           | $\beta_r$        | —         | $2.56 \cdot 10^{-10}$ | —            | $1.94 \cdot 10^{-12}$ |
|           | $b_0$            | 0.4975    | 0.4987                | 0.4455       | 0.4455                |
|           | $\beta_b$        | —         | —                     | 0.01288      | 0.01288               |
|           |                  |           |                       |              |                       |
| Wildtype  | NSC <sub>0</sub> | 1397.0    | 1228.0                | 2031.0       | 1986.0                |
|           | $r_0$            | 0.2598    | 0.9786                | 0.2587       | 0.8426                |
|           | $\beta_r$        | —         | 0.00216               | —            | 0.001891              |
|           | $b_0$            | 0.4821    | 0.4932                | 0.4596       | 0.4822                |
|           | $\beta_b$        | —         | —                     | 0.006139     | 0.004862              |
|           |                  |           |                       |              |                       |

**Appendix Table S6:** Residuals for models with population dependent self-renewal. The number of free parameters is denoted  $k$ , the residuals  $r_w$  and the difference in low-sample size corrected Akaike Information Criterion  $\Delta AIC_c$ .

| Self-renewal    | $k$ | $r_w$ | $\Delta AIC_c$ |
|-----------------|-----|-------|----------------|
| IFN-independent | 8   | 39.0  |                |
| IFN-dependent   | 9   | 36.6  |                |

To assess the life-long effects of this conditional knockout we also computed the integral of this progenitor production from 0 to 700 days, here called “life-long progenitor production”.

### 3.1 IFN-dependent self-renewal

Conditional knockout simulations with IFN-dependent self-renewal showed a decrease of stem cell populations upon intervention for all intervention ages. This difference was most pronounced in young ages, where the population was down to 60% of wildtype in the worst case. In old ages, this effect was less pronounced, with mice retaining most of their stem cells (Appendix Figure S7a-b). In young ages, progenitor production was also seriously affected. This was down to 50% of the wildtype in the worst cases, but eventually recovered to yield a higher progenitor production than in wildtype for old ages, up to 175% of the wildtype production (Appendix Figure S7c-d). At ages beyond approximately 100 days, the total number of cells produced was higher than in wildtype, peaking out around 300 days intervention age. Overall, this shows that IFNAGR KO could increase the productivity of the niche at the cost of a few cells, when done in sufficiently old ages.

### 3.2 IFN-independent self-renewal

Simulations with IFN-independent self-renewal show the same trend of increased progenitor production in older ages, with some decrease in stem cell numbers in old ages as the IFN-dependent self-renewal models (Appendix Figure S8a). Contrary to those however, there is no loss of stem cells in young interventions. Instead, stem cell populations increase in size for interventions in young ages (Appendix Figure S8b). Further, there is no strong loss of progenitor production in early ages either (Appendix Figure S8c-d). Thus, should IFNAGR also have an effect on self-renewal, progenitor production would still be increased in age, with no obvious adverse effects in young ages (Appendix Figure S9).

## References

- [1] Frederik Ziebell, Ana Martin-Villalba and Anna Marciniak-Czochra. “Mathematical modelling of adult hippocampal neurogenesis: effects of altered stem cell dynamics on cell counts and bromodeoxyuridine-labelled cells”. In: *Journal of The Royal Society Interface* 11.94 (6th May 2014), p. 20140144. DOI: 10.1098/rsif.2014.0144. URL: <https://royalsocietypublishing.org/doi/full/10.1098/rsif.2014.0144> (visited on 20/09/2019).

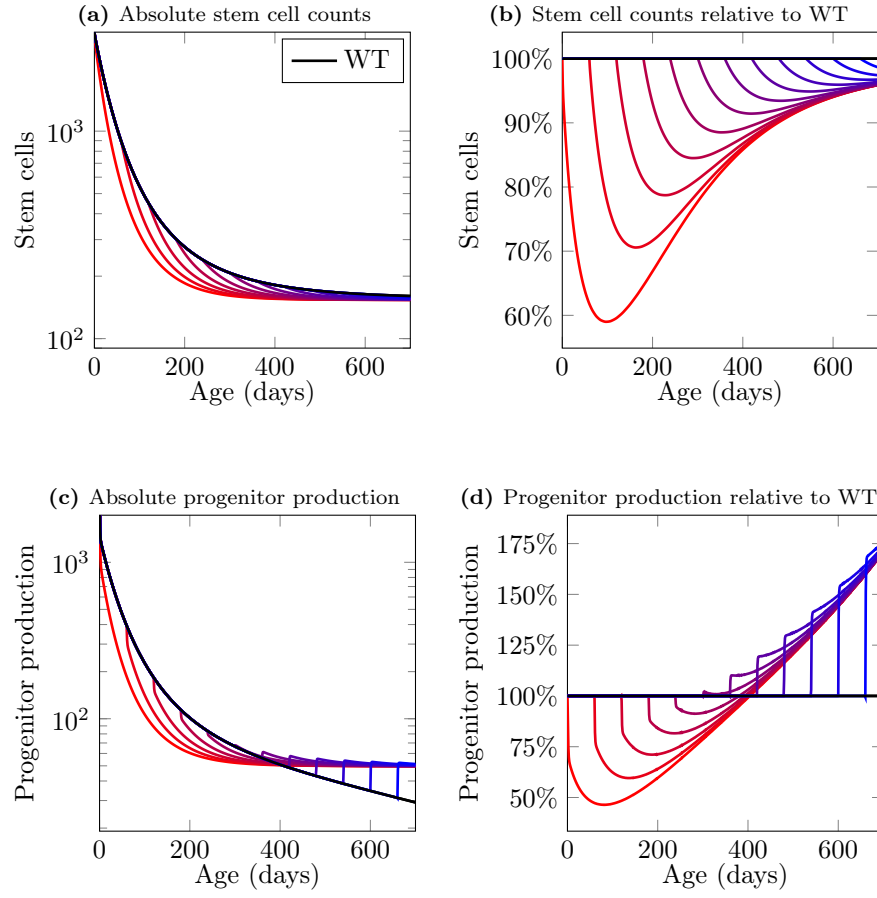

**Appendix Figure S7:** IFN-dependent conditional knockout simulations. Stem cell counts are the total stem cells for the wildtype (black) and simulations at varying timepoints (coloured from red to blue). Progenitor production is the rate of progenitors produced from stem cells. Relative values are expressed relative to the WT simulation.

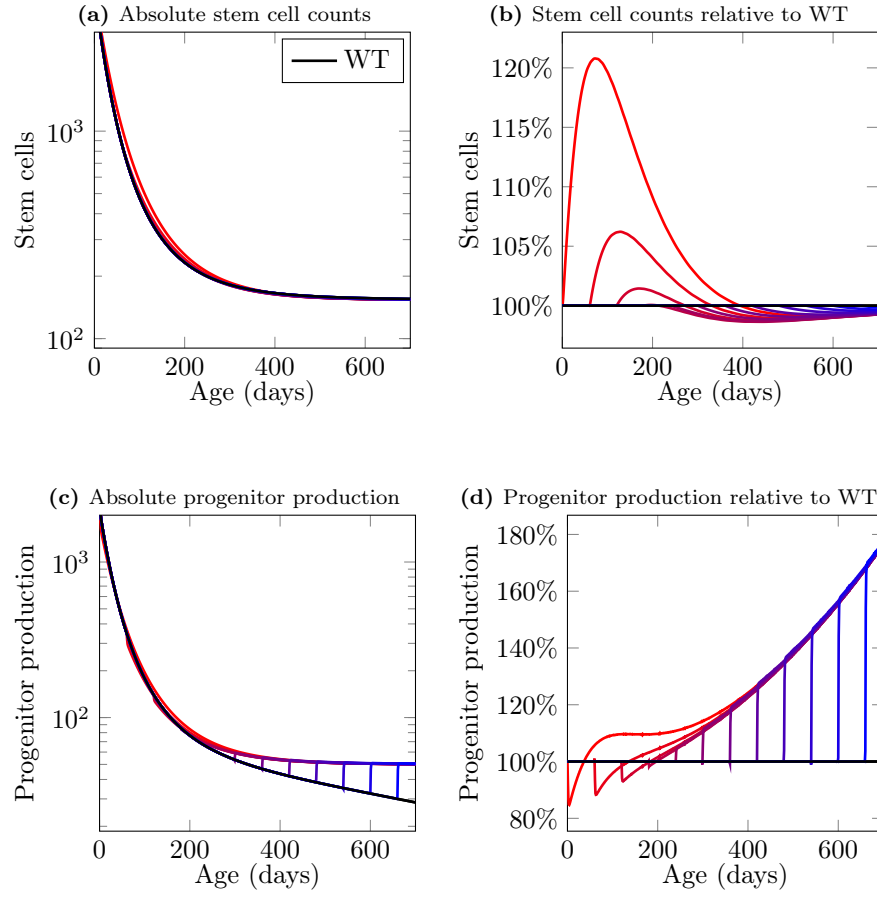

**Appendix Figure S8:** IFN-independent conditional knockout simulations. Stem cell counts are the total stem cells for the wildtype (black) and simulations at varying timepoints (coloured from red to blue). Progenitor production is the rate of progenitors produced from stem cells. Relative values are expressed relative to the WT simulation.

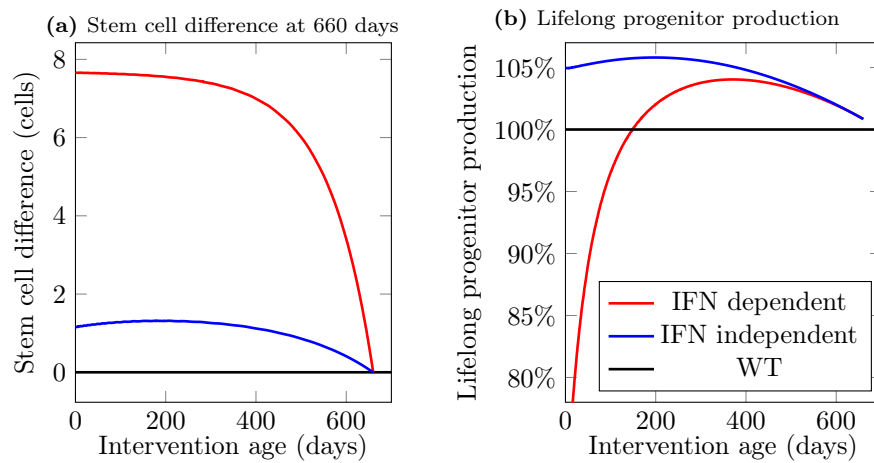

**Appendix Figure S9:** Stem cell differences at old age (660 days) for varying intervention ages and life-long progenitor production as percentage of wildtype. Both a scenario with interferon dependent (red) and interferon independent (blue) self-renewal are shown compared to the wildtype (black).

- [2] Frederik Ziebell et al. "Revealing age-related changes of adult hippocampal neurogenesis using mathematical models". In: *Development* 145.1 (Jan. 2018). dev153544. ISSN: 0950-1991. DOI: 10.1242/dev.153544. eprint: <https://journals.biologists.com/dev/article-pdf/145/1/dev153544/1852642/dev153544.pdf>. URL: <https://doi.org/10.1242/dev.153544>.
- [3] L. Harris et al. "Coordinated changes in cellular behavior ensure the lifelong maintenance of the hippocampal stem cell population". In: *Cell Stem Cell* 28 (2020), 863–876. e6.
- [4] Georgios Kalamakis et al. "Quiescence Modulates Stem Cell Maintenance and Regenerative Capacity in the Aging Brain". In: *Cell* 176.6 (Mar. 2019), 1407–1419.e14. ISSN: 00928674. DOI: 10.1016/j.cell.2019.01.040. URL: <https://linkinghub.elsevier.com/retrieve/pii/S0092867419301035> (visited on 12/07/2019).
- [5] Lukas PM. Kremer et al. "In vivo high-throughput screening of novel adeno-associated viral capsids identifies variants for transduction of adult neural stem cells within the subventricular zone". In: *Molecular Therapy - Methods & Clinical Development* (2021). ISSN: 2329-0501. DOI: <https://doi.org/10.1016/j.omtm.2021.07.001>. URL: <https://www.sciencedirect.com/science/article/pii/S2329050121001182>.
- [6] Giovanna Ponti et al. "Cell cycle and lineage progression of neural progenitors in the ventricular-subventricular zones of adult mice". In: *Proceedings of the National Academy of Sciences* 110.11 (2013), E1045–E1054. ISSN: 0027-8424. DOI: 10.1073/pnas.1219563110. eprint: <https://www.pnas.org/content/110/11/E1045.full.pdf>. URL: <https://www.pnas.org/content/110/11/E1045>.

# Supplementary material for: Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle
**Source:** EMBO Mol Med. 2023 Jan 13;15(4):e16434. doi: 10.15252/emmm.202216434
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. Inference of IFN signatures in the vSVZ niche.

- A Experimental layout for scRNA-Seq in young and old mice lacking interferon receptors. All mice represent TiCY (Tlx reporter, see [Materials and Methods](#) and Fig EV1) that are either IFNAGR WT or KO. vSVZ (Ventricular Subventricular Zone), RMS (Rostral Migratory Stream), OB (Olfactory Bulb), TAM (Tamoxifen).
- B Relative gene expression of relevant markers for cell types along pseudotime. Black lines denote cuts between cell types.
- C Relative expression of type-I IFN receptors in young and old wildtype cells over pseudotime coloured by lineage cell types.
- D Scores computed for the Hallmark Interferon Alpha Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR<sup>WT</sup> and IFNAGR<sup>KO</sup> cells.  $n = 2$  biological replicates per age and genotype.
- E Scores computed for the Hallmark Inflammatory Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR<sup>WT</sup> and IFNAGR<sup>KO</sup> cells.  $n = 2$  biological replicates per age and genotype.

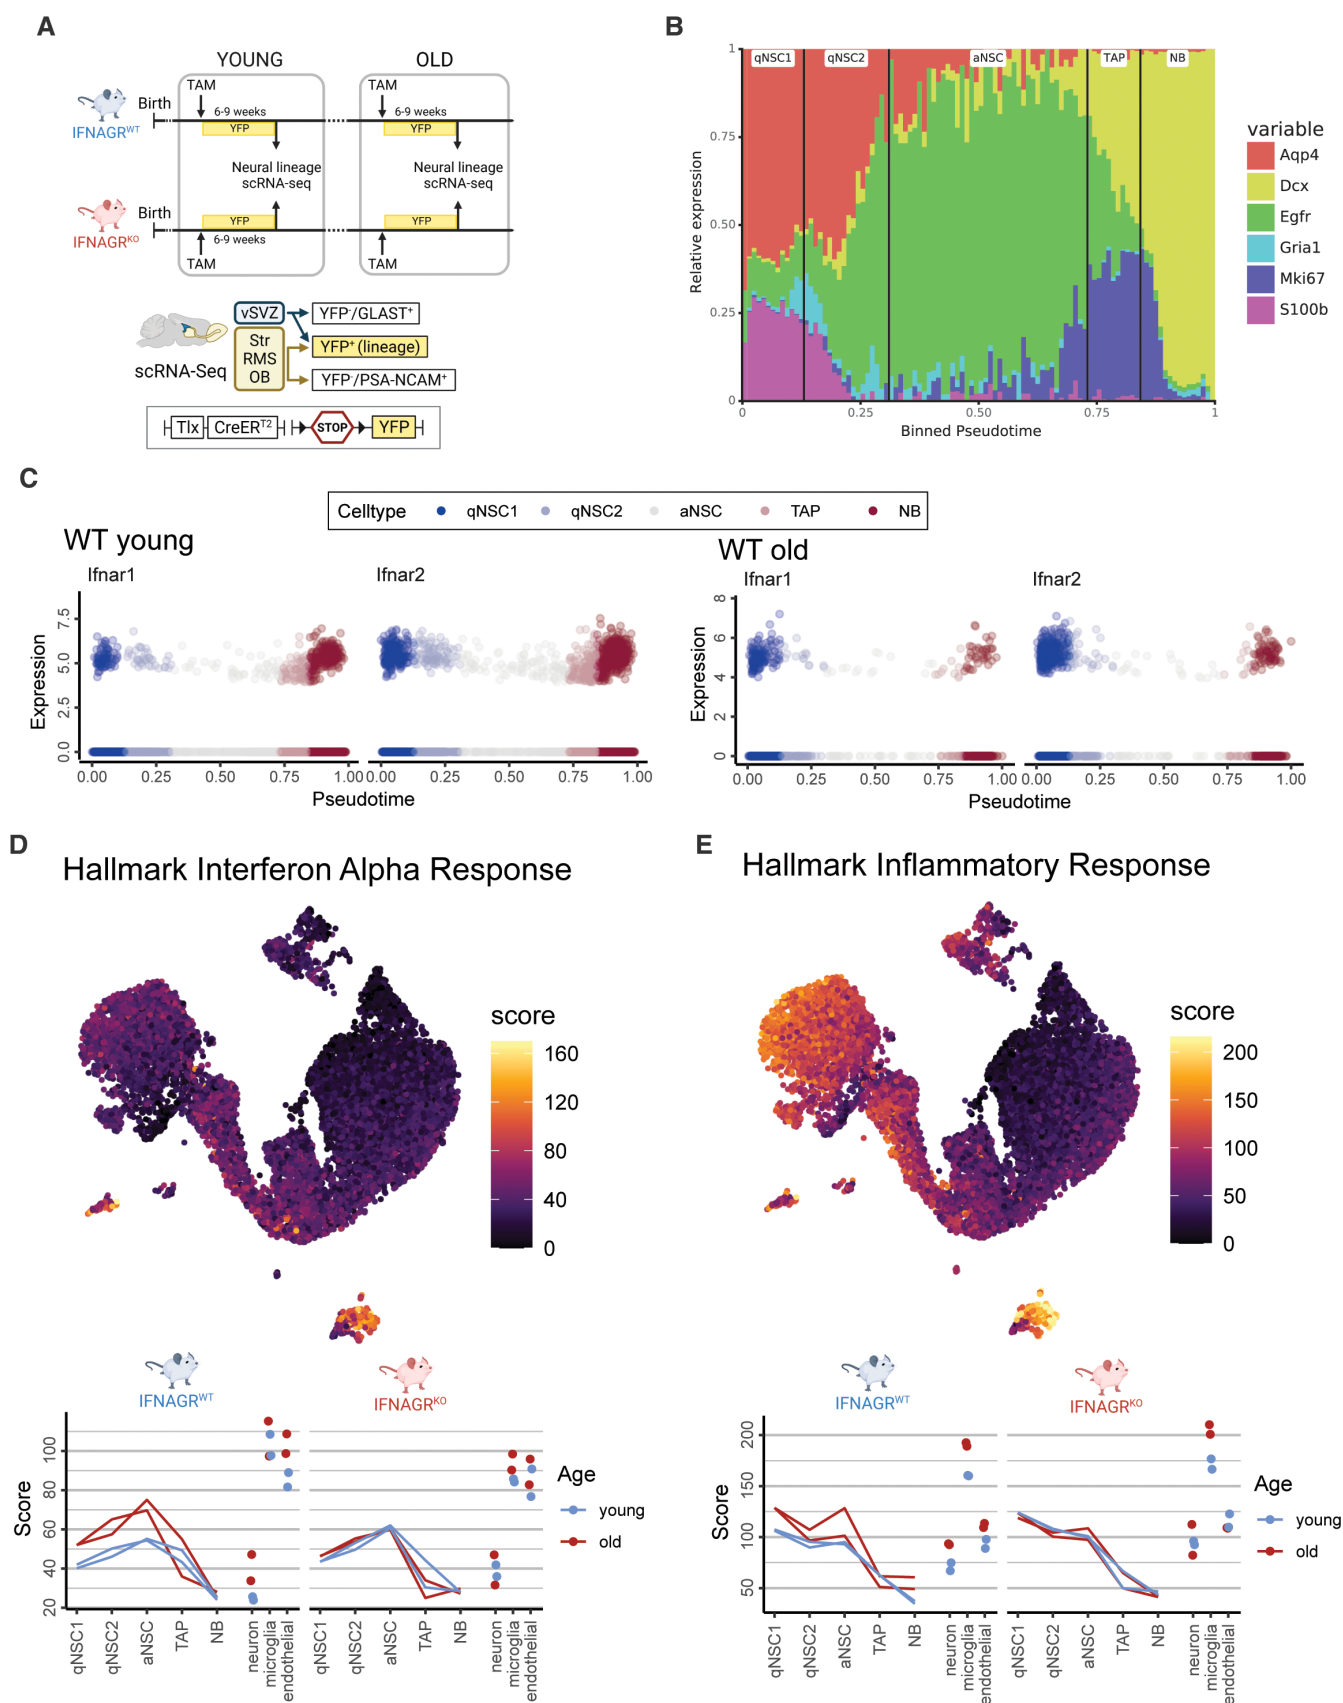

Figure EV1.

**Figure EV2. Cycleflow and OPP analysis: IFN- $\beta$  induce cell cycle exit and a biphasic control of protein translation in NSCs.**

- A Gating strategy for quantification of cell cycle states for Cycleflow.
- B EdU and IFN- $\beta$  exposure experimental scheme for Cycleflow.
- C Cell cycle properties inferred from Cycleflow in IFN- $\beta$ -treated NSCs.  $n = 3$  biological replicates.
- D Representative images of the OPP (O-propargyl-puromycin) incorporation assay in WT NSCs treated with IFN- $\beta$  at 2 and 16 h. N2 supplement or Cycloheximide (CHX) were added as controls (see [Materials and Methods](#)). Bar scale represents 50  $\mu\text{m}$ .
- E OPP (O-propargyl-puromycin) incorporation assay quantification in WT NSCs treated with IFN- $\beta$  at 2 and 16 h.  $n = 5$  biological replicates. One-way ANOVA with Dunnett's multiple comparison test was computed ( $P$ -values specified) using vehicle-treated NSCs as control group.

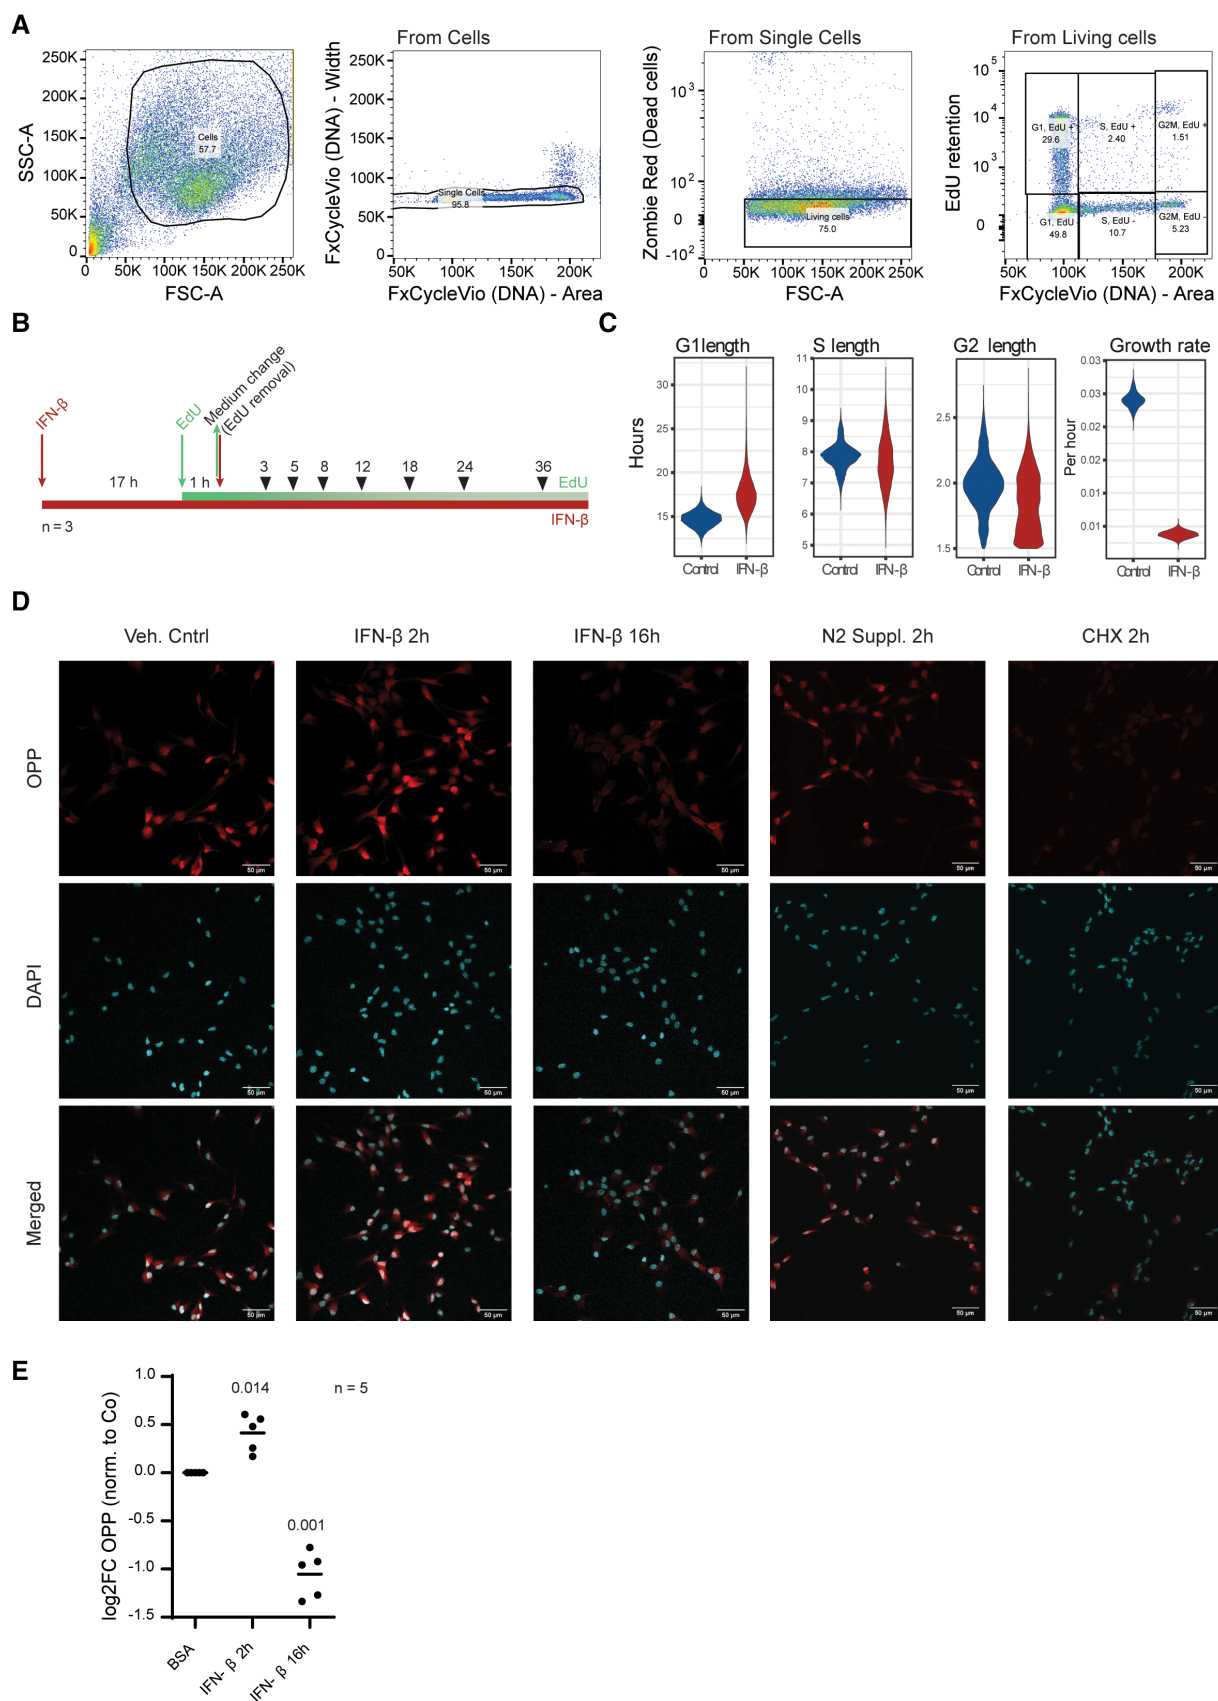

Figure EV2.

**Figure EV3. IFN- $\beta$  induce a biphasic control of mRNA translation in NSCs.**

- A, B Results of Ribo-Seq depicting translation efficiency as the interaction of log2 fold changes (LFC) between footprints (ribosome protected reads) and total RNA at 2 and 14 h IFN- $\beta$  treatment. FDR < 10%, LR-Test. Genes with a *P*-value < 0.1 after FDR correction are highlighted. The associated GO terms are depicted. *n* = 3 biological replicates.
- C Polysome profiling (RT-qPCR) of actin beta and of the interferon stimulated genes (ISGs) *Ifit3* and *Irf9* upon 2 and 14 h IFN- $\beta$  treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two-way ANOVA with Šídák's multiple comparison test was computed. Two hours *Ifit3* fraction 4 \*\*\*(*P* < 0.0001), fraction 10 \*\*(*P* = 0.0024); 2 h *Irf9* fractions 5, 6, 10 \*\*\*(*P* < 0.0001), fraction 9 \*\*(*P* = 0.0091). Fourteen hours *Actb* fractions 9, 10 \*\*\*(*P* < 0.0001), fraction 11 \*\*\*(*P* = 0.0002); 14 h *Ifit3* fraction 10 \*\*\*(*P* < 0.0001), fraction 11 \*\*\*(*P* = 0.0003); 14 h *Irf9* fraction 1 \*(*P* = 0.0093), fractions 2, 3, 5 \*\*\*(*P* < 0.0001), fraction 4 \*(*P* = 0.0104), fraction 6 \*(*P* = 0.0263), fraction 10 \*\*(*P* = 0.0092). *n* = 3–4 biological replicates. Outliers of fraction 1 from *Ifit3* were excluded from the statistical analysis.
- D Polysome profiling (RT-qPCR) of *Rps17* and *Rpl34* upon 2 and 14 h IFN- $\beta$  treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two-way ANOVA with Šídák's multiple comparison test was computed. Two hours *Rpl34* fraction 7 \*(*P* = 0.037). Fourteen hours *Rps17* fraction 4 \*\*\*(*P* = 0.0002), fraction 5 \*\*(*P* = 0.003), fraction 7 \*\*\*(*P* < 0.0001), fraction 8 \*\*(*P* = 0.0018); 14 h *Rpl34* fractions 4, 7 \*\*\*(*P* < 0.0001), fraction 5 (*P* = 0.0047), fraction 8 \*\*(*P* = 0.0042). *n* = 3–4 biological replicates.
- E Representative WB image and quantification (log2FC) of LARP1 from IFN- $\beta$ -treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. *n* = 4 biological replicates.
- F Representative WB image and quantification (log2FC) of p-Akt<sup>Ser473</sup> from IFN- $\beta$ -treated NSCs normalised to control (*t* = 0 h). Bars represent the mean value. One sample *t*-test was computed, no significant results. *n* = 3 biological replicates.

Data information: *P*  $\equiv$  *P*-value.

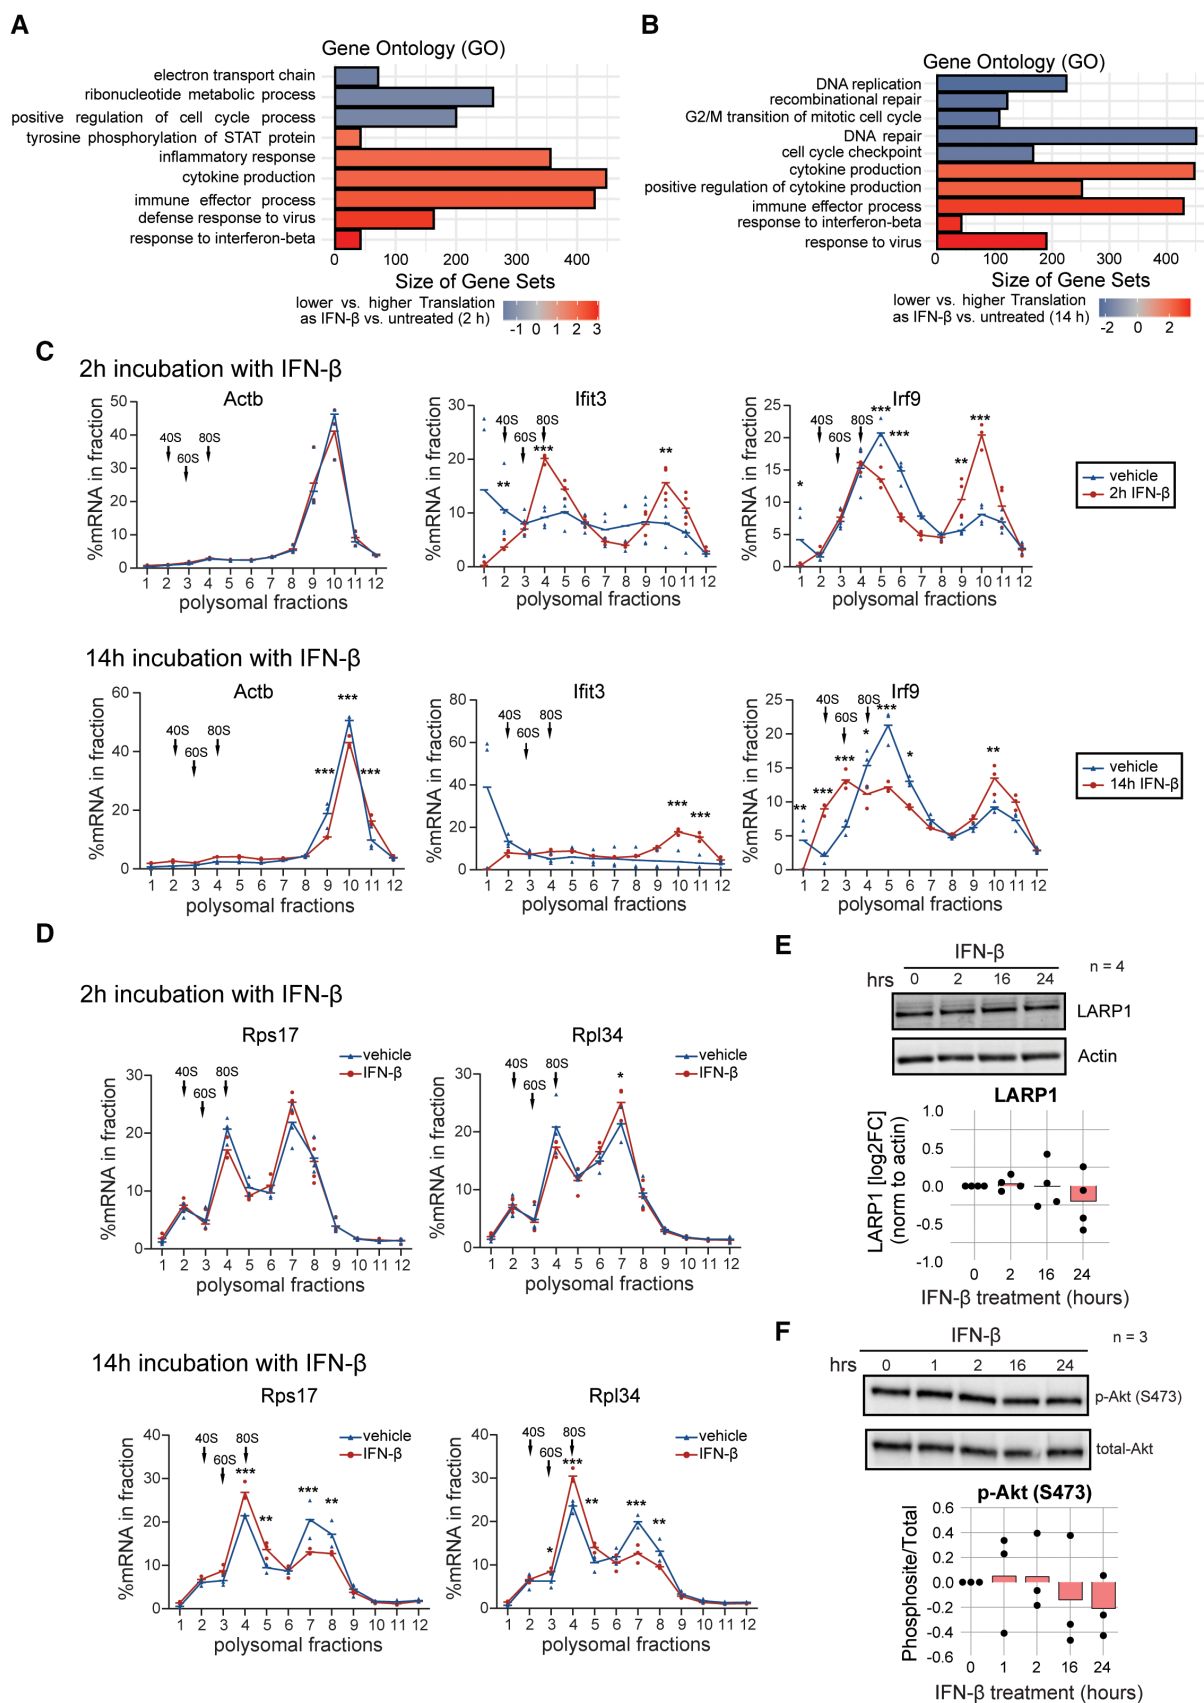

Figure EV3.

**Figure EV4. The biphasic control of mTORC1 by IFN- $\beta$  relies on TSC2, PKR and eIF2 $\alpha$ .**

- A WB images and quantifications of TSC2 relative to actin beta and normalised to TSC2<sup>WT</sup> NSCs in different CRISPR-mutated (TSC2<sup>mut</sup>) or CRISPR-non-mutated (TSC2<sup>ctrl</sup>) NSC clones.
- B Representative WB images and quantifications (log2FC) of p-p70S6K<sup>Thr389</sup> in TSC2<sup>WT</sup>, TSC2<sup>ctrl</sup> & TSC2<sup>mut</sup> NSCs treated with IFN- $\beta$  and normalised to vehicle ( $t = 0$  h) TSC2<sup>WT</sup>. Bars represent the mean value.  $n = 2$ –4 clonal replicates.
- C OPP (O-propargyl-puromycin) incorporation assay quantification in WT, TSC2<sup>ctrl</sup> & TSC2<sup>mut</sup> NSCs treated with IFN- $\beta$  at 2 and 16 h. Two-way ANOVA with Dunnett's multiple comparison test was computed ( $P$ -values specified).  $n = 5$  biological replicates for WT NSCs and 2–3 clonal replicates for TSC2<sup>ctrl</sup> & TSC2<sup>mut</sup> NSCs, respectively.
- D Relate label-free quantification (LFQ) of proteomics from WT NSCs untreated or treated with IFN- $\beta$  for 2 or 16 h.  $n = 5$  biological replicates.
- E OPP (O-propargyl-puromycin) incorporation assay quantification in WT NSCs treated with IFN- $\beta$  at 16 h in the presence or absence of the integrated stress response inhibitor (ISRIB). One-way ANOVA with Tukey's multiple comparison test was computed ( $P$ -values specified).  $n = 3$  biological replicates.
- F Polysome profiling (RT-qPCR) of genes displaying upregulation of footprints in the ORF (Trex1 and Ifit2) compared to genes with an upregulation in uORFs (Slfn9 and Rbms2) upon 14 h IFN- $\beta$  treatment. Hyphens represent mean of biological replicates. Arrows indicate the 40S, 60S and 80S subunits of the ribosome. Two-way ANOVA with Šídák's multiple comparison test was computed. Trex1 fraction 1  $**$  ( $P = 0.0019$ ), fractions 2, 6, 7, 9, 10  $***$  ( $P < 0.0001$ ), fraction 5  $**$  ( $P = 0.0016$ ). Ifit2 fractions 3, 8, 11  $***$  ( $P < 0.0001$ ), fraction 7  $**$  ( $P = 0.0044$ ), fraction 9  $**$  ( $P = 0.0031$ ), fraction 10  $**$  ( $P = 0.0063$ ). Slfn9 fraction 6  $*$  ( $P = 0.0357$ ). Outliers of fraction 1 from Ifit2, Slfn9 and Rbms2 were excluded from the statistical analysis.  $n = 3$  biological replicates.
- G Representative WB image and quantification (log2FC) of p-TSC2<sup>Ser1452</sup> from IFN- $\beta$ -treated NSCs normalised to control ( $t = 0$  h). Bars represent the mean. One sample  $t$ -test was computed. One hour  $*$  ( $P = 0.017$ ), 2 h  $**$  ( $P = 0.00565$ ), 16 h  $*$  ( $P = 0.0268$ ).  $n = 3$  biological replicates.

Data information:  $P \equiv P$ -value.

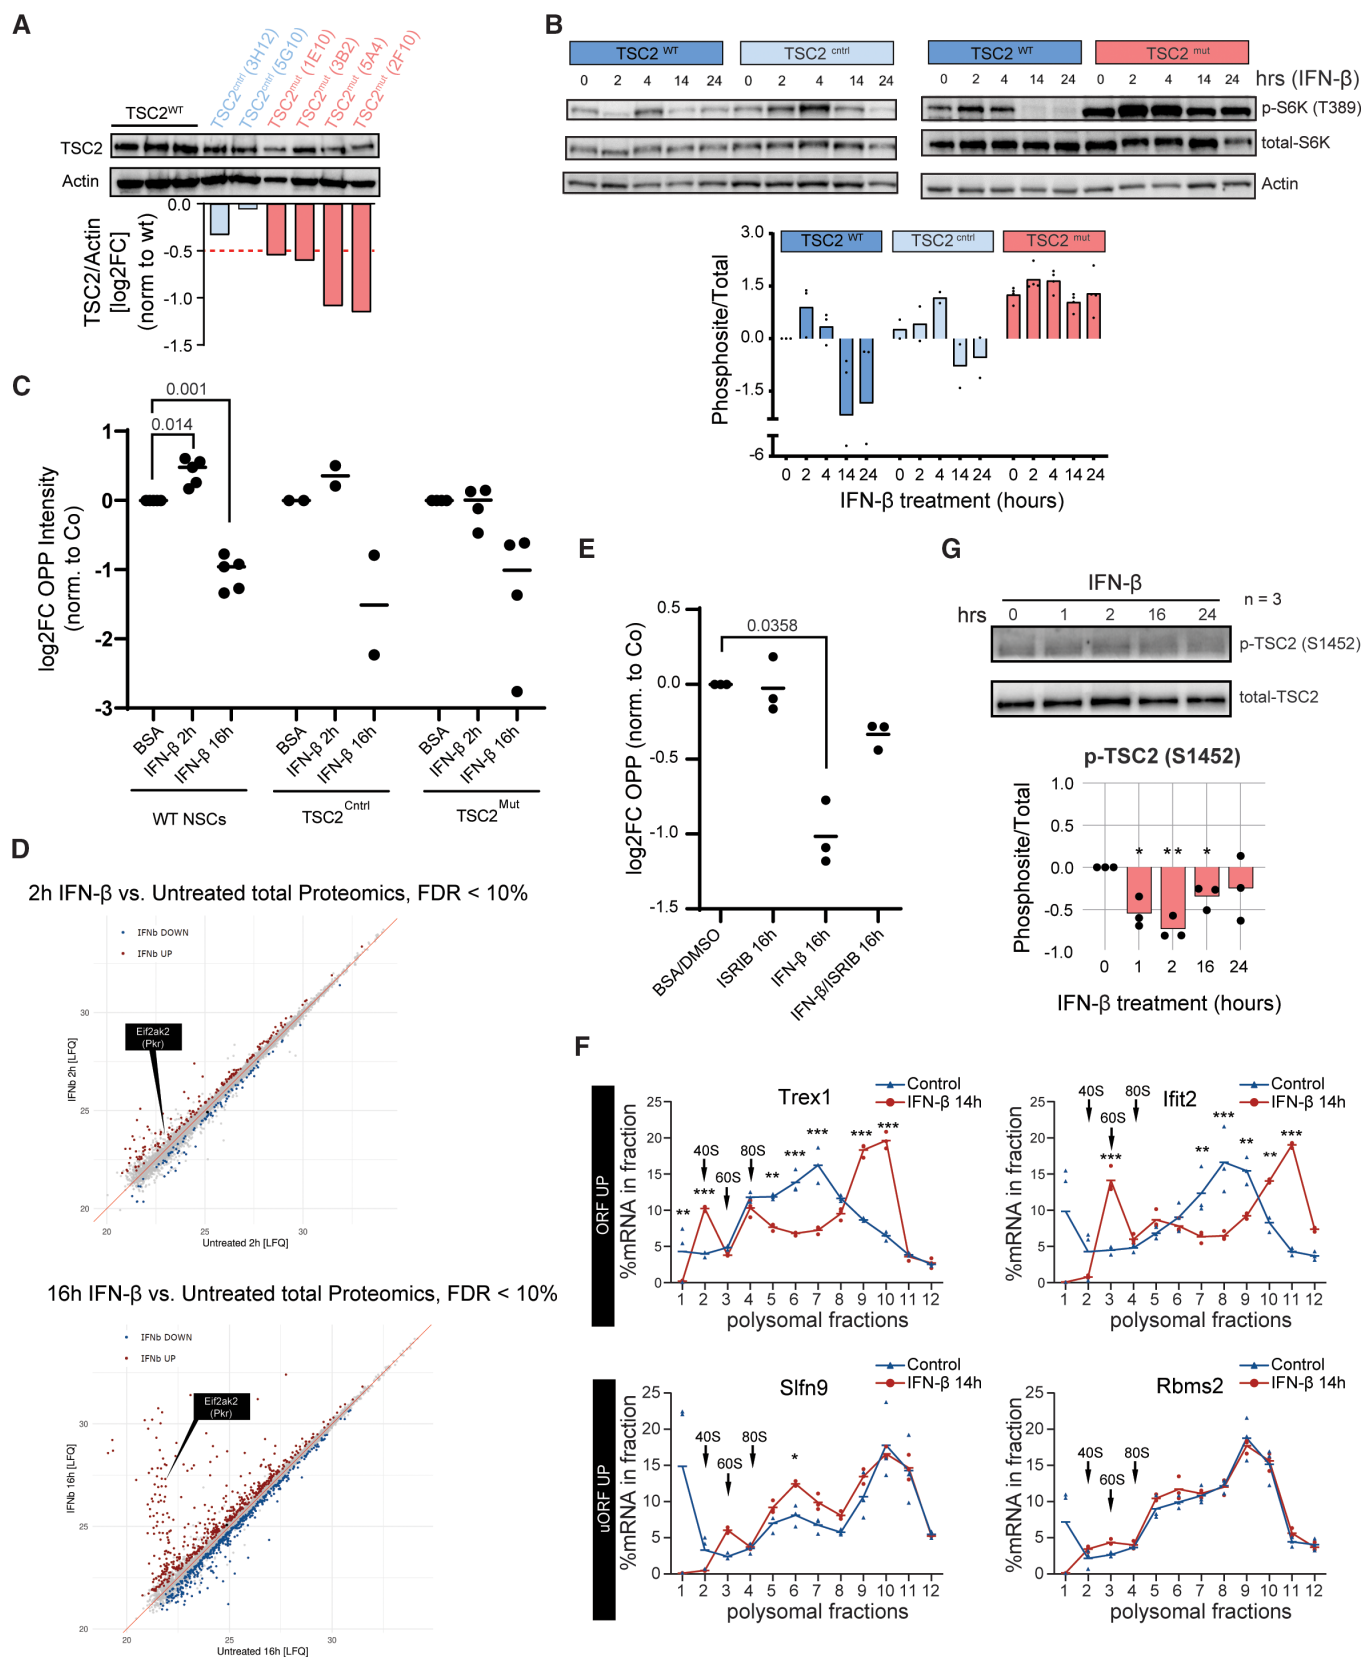

Figure EV4.

**Figure EV5. Effect of interferon on Sox2 translation and modelling of interferon receptors removal along lifespan of animals.**

- A Representative WB image and quantification (log2FC) of Sox2 from IFN- $\beta$ -treated NSCs normalised to control ( $t = 0$  h). Bars represent the mean value. One sample  $t$ -test was computed. Sixteen hours  $^*(P = 0.0219)$ , 24 h  $^{**}(P = 0.03)$ , 48 h ( $P = 0.056$ ).  $n = 4$  biological replicates.
- B 5'UTR constructs priming *renilla* luciferase controlled by the upstream 5'UTR fragment from Sox2, Rps21 and Actb. TOP = 5'Terminal Oligopyrimidine motif; PRM = 5'Pyrimidine Rich Motif.
- C Luciferase activity assay in NSCs treated with Torin1. Data are normalised to vehicle and are represented as mean  $\pm$  SD.  $n = 3$  biological replicates. Two-way ANOVA test with Šídák's multiple comparison test ( $P$ -values specified).
- D Luciferase activity assay in NSCs treated with Rapamycin (Rapa) and IFN- $\beta$ . Data are normalised to vehicle and are represented as mean  $\pm$  SD.  $n = 7$  biological replicates. Two-way ANOVA test with Šídák's multiple comparison test ( $P$ -value specified).
- E Luciferase activity assay in NSCs treated with Rapamycin. Data are normalised to vehicle and are represented as mean  $\pm$  SD.  $n = 7$  biological replicates. Two-way ANOVA test with Šídák's multiple comparison test ( $P$ -values specified).
- F Luciferase activity assay in NSCs treated with the integrated stress response inhibitor (ISRIB) and IFN- $\beta$ . Data are normalised to vehicle and are represented as mean  $\pm$  SD.  $n = 5$  biological replicates. Two-way ANOVA test with Šídák's multiple comparison test ( $P$ -values specified).
- G Induced interferon knockout simulations (coloured, each colour represents a different intervention timepoint) of relative loss of stem cells (upper panel) across age compared to wildtype simulations (black; 100%). The relative rate (lower panel) at which progenitors are produced ( $2.25\text{emp}_s, 25\text{em}(1-b), 25\text{emaNSC}$ ) from NSCs for induced interferon knockout simulations with interferon dependent self-renewal compared to WT simulations. Dashed red line denotes age 350 days.

Data information:  $P \equiv P$ -value.

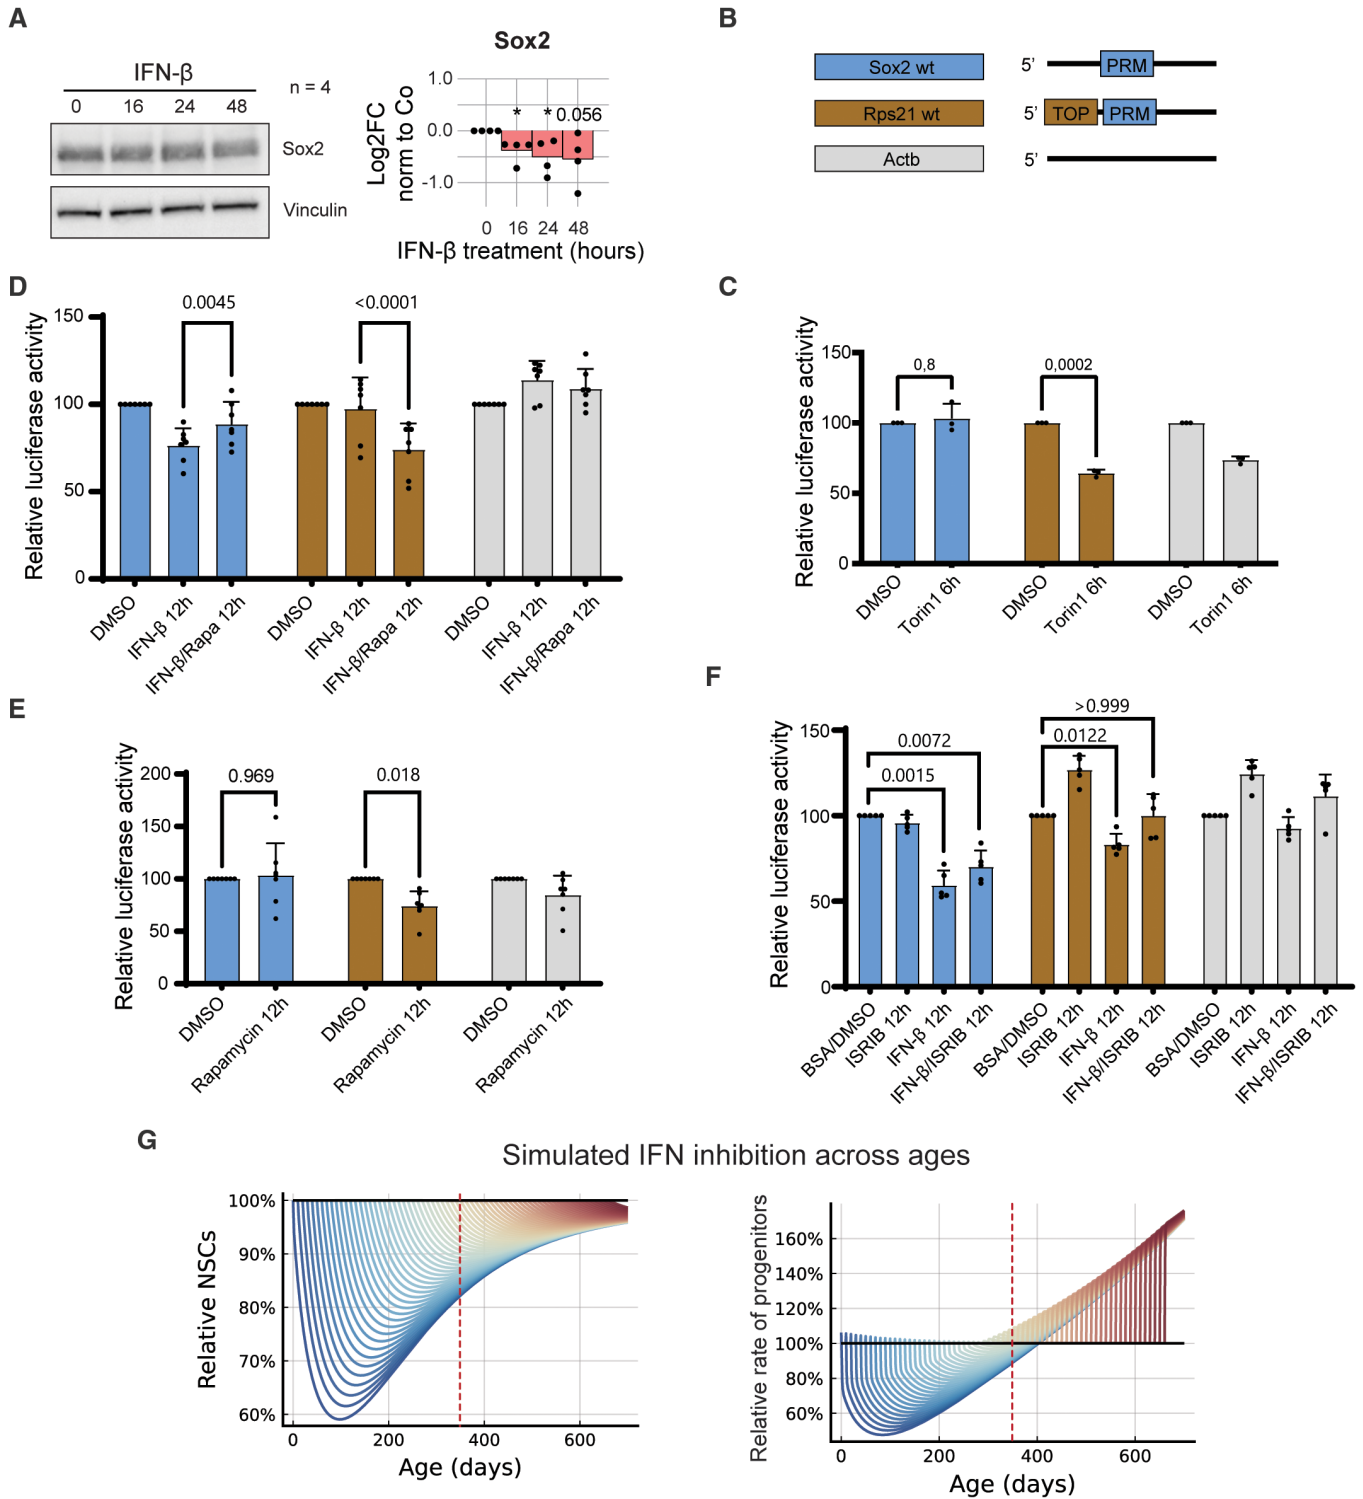

Figure EV5.

# Supplementary material for: Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle
**Source:** EMBO Mol Med. 2023 Jan 13;15(4):e16434. doi: 10.15252/emmm.202216434
**Supplement:** Supplementary file 8 — PDF+

# Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle

Damian Carvajal Ibañez<sup>1,2,†</sup> , Maxim Skabkin<sup>1,†</sup>, Joa Hooli<sup>1,2,3,†</sup> , Santiago Cerrizuela<sup>1</sup> , Manuel Göpferich<sup>1,2</sup>, Adrien Jolly<sup>4</sup> , Katrin Volk<sup>1</sup>, Marc Zumwinkel<sup>1</sup>, Matilde Bertolini<sup>5</sup>, Gianluca Figlia<sup>2,6</sup>, Thomas Höfer<sup>4</sup>, Guenter Kramer<sup>5</sup> , Simon Anders<sup>7</sup> , Aurelio A Teleman<sup>6</sup> 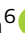, Anna Marciniak-Czochra<sup>3,8,\*</sup> & Ana Martin-Villalba<sup>1,\*\*</sup> 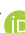

## Abstract

Stem cells show intrinsic interferon signalling, which protects them from viral infections at all ages. In the ageing brain, interferon signalling also reduces the ability of stem cells to activate. Whether these functions are linked and at what time interferons start taking on a role in stem cell functioning is unknown. Additionally, the molecular link between interferons and activation in neural stem cells and how this relates to progenitor production is not well understood. Here we combine single-cell transcriptomics, RiboSeq and mathematical models of interferon to show that this pathway is important for proper stem cell function at all ages in mice. Interferon orchestrates cell cycle and mTOR activity to post-transcriptionally repress Sox2 and induces quiescence. The interferon response then decreases in the subsequent maturation states. Mathematical simulations indicate that this regulation is beneficial for the young and harmful for the old brain. Our study establishes molecular mechanisms of interferon in stem cells and interferons as genuine regulators of stem cell homeostasis and a potential therapeutic target to repair the ageing brain.

**Keywords** ageing; dormancy; interferon; mTOR; stem cells

**Subject Categories** Neuroscience; Stem Cells & Regenerative Medicine

**DOI** 10.15252/emmm.202216434 | Received 12 June 2022 | Revised 15 December 2022 | Accepted 16 December 2022 | Published online 13 January 2023

**EMBO Mol Med (2023) 15: e16434**

See also: [F Wang & D Pei](#) (April 2023)

## Introduction

In the adult brain, stem cells residing in the ventricular-subventricular zone (vSVZ) generate olfactory bulb interneurons that are crucial for fine-tuning odour discrimination. For neuronal production, neural stem cells (NSCs) transit from a dormant to an activation state to produce transient amplifying progenitors (TAPs) and finally neuroblasts (Urbán *et al*, 2019). These neuroblasts migrate along the rostral migratory stream towards the olfactory bulb (OB), where they mature into olfactory bulb interneurons. As the animal ages, activation of NSCs decreases, while interferon signalling increases (Baruch *et al*, 2014; Kalamakis *et al*, 2019). This age-related interferon response is highest in the neighbouring cells but also visible in NSCs (Kalamakis *et al*, 2019). Apart from their function in homeostasis, NSCs become activated upon injury to produce neurons and other glial cells (Delgado *et al*, 2021). This injury response is in part mediated by interferons (Kyritsis *et al*, 2012; Llorens-Bobadilla *et al*, 2015). Interferons (IFNs) are cytokines known to modulate the innate and adaptive immune response upon infections and injury (Mazewski *et al*, 2020). The interferon family is composed of type I, II and III IFNs. While type I and II IFNs are sensed ubiquitously in the body, type III IFN response is restricted to immune and epithelial cells. Type I and II IFNs activate the canonical JAK/STAT signalling pathway through IFN receptor  $\alpha$  (IFNAR) and  $\gamma$  (IFNGR), respectively, leading to the transcription of a subset of interferon stimulated genes (ISGs; Alspach *et al*, 2019; Stanifer *et al*, 2020). Despite the ubiquitous expression of IFNAR and IFNGR in stem cells, they show an attenuated response to IFN compared to differentiated counterparts (Wu *et al*, 2018). Instead, stem cells, including neural stem cells (NSCs), rely on intrinsic expression of ISGs to prevent viral infection (Wu *et al*, 2018).

1 Division of Molecular Neurobiology, German Cancer Research Center (DKFZ), Heidelberg, Germany

2 Faculty of Biosciences, Heidelberg University, Heidelberg, Germany

3 Institute of Applied Mathematics, Heidelberg University, Heidelberg, Germany

4 Division of Theoretical Systems Biology, German Cancer Research Center (DKFZ), Heidelberg, Germany

5 Center for Molecular Biology of Heidelberg University (ZMBH) & German Cancer Research Center (DKFZ), DKFZ-ZMBH Alliance, Heidelberg, Germany

6 Division of Signal Transduction in Cancer and Metabolism, German Cancer Research Center (DKFZ), Heidelberg, Germany

†These authors contributed equally to this work

Whether this intrinsic interferon signalling that is observed in NSCs already in young animals regulates stem cell function has not been addressed. In addition, whether the age-related increase in interferon response is independent of the intrinsic interferon response is similarly unexplored. Interestingly, recent ageing studies hinted at a faint basal interferon response already in the young homeostatic brain, albeit they were technically unable to characterise it (Kalamakis *et al*, 2019). Moreover, previous studies focused only on transcriptional control of ISGs while the post-transcriptional regulation of stemness factors (Baser *et al*, 2019) upon IFN exposure in NSCs remains elusive. Understanding how the positive and negative functions of interferon are molecularly wired in stem cells in the young and old brain is mandatory to provide regenerative therapy for a better ageing.

Here, single-cell RNA sequencing (scRNAseq) of IFNAGR<sup>KO</sup> and wt NSCs reveals that already at young ages NSCs exhibit an IFN-response, as opposed to previous reports suggesting that this response is only found in ageing NSCs (Baruch *et al*, 2014; Dulken *et al*, 2019; Kalamakis *et al*, 2019). Interestingly, already committed immature TAPs and neuroblasts are resilient to IFNs, revealing a hierarchy of interferon responsiveness along the stem cell lineage. To address the molecular underpinnings of NSCs IFN response, we performed Ribo-Seq in NSCs exposed to IFNs. Our data indicate that type-I IFN induces a transient up- and a late down-regulation of mTORC1 activity and a concomitant gradual inhibition of cell cycle. This biphasic control of mTORC1 is mediated by the crosstalk of the JAK-STAT and PI3K-Akt signalling pathways. In addition, late phosphorylation of eIF2 $\alpha$  and Cdk4/6-mediated TSC2 inhibition contribute to the shutdown of mTORC1 and protein translation. Together, this IFN-response leads to the post-transcriptional inhibition of Sox2 expression. Mathematical modelling of NSC dynamics *in vivo* uncovers interferons as regulators of neural stem cell activation and self-renewal at all ages. Consequently, modelling predicts that inhibition of interferon is detrimental in the young and beneficial in the old brain.

## Results

### Interferon regulates neural stem cells in the young and ageing brain

Interferons are known regulators of NSCs reaction to injury and infection. To characterise a potential role of IFNs in NSCs homeostasis, we first examined the individual transcriptomes of NSC and

their progeny in mice lacking the type-I (IFNA) and -II (IFNG) interferon receptors (IFNAGR<sup>KO</sup>) and in wild-type mice (IFNAGR<sup>WT</sup>). To capture changes in NSCs dynamics across ages we examined young (2–3 months old) and old mice (17–24 months old). To this end, we profiled the transcriptomes of 15,548 individual NSCs, their progeny (Tlx-mediated eYFP<sup>+</sup> cells) and neighbouring microglia and endothelial cells isolated from vSVZ, the RMS and the olfactory bulb (Figs 1A and EV1A). Using previously defined scRNAseq markers (Llorens-Bobadilla *et al*, 2015; Kalamakis *et al*, 2019) we identified dormant NSC (qNSC1), primed-quiescent NSCs (qNSC2), active NSC (aNSC), TAPs and neuroblasts (NBs; Figs 1B and EV1B). Next, we aimed at assessing the strength of the interferon signalling in cells along the different transitions into neuronal differentiation. Previous single-cell analysis on NSCs proved scRNAseq to be underpowered to categorise basal inflammatory signatures in the brain (Kalamakis *et al*, 2019). To maximise the power of our interferon response analysis, we explored the specific NSC type-I IFN response by treating NSCs with IFN- $\beta$  *ex-vivo*. First, applying Cycleflow (Jolly *et al*, 2022) to evaluate cell cycle progression, we show that IFN- $\beta$  arrested NSCs in the G<sub>0</sub> quiescent state *ex-vivo* (Figs 1C and EV2A–C), mimicking the effect of IFN-increased quiescence as already suggested for the old brain (Kalamakis *et al*, 2019). We thereafter addressed the molecular response at transcriptional and post-transcriptional level of NSCs to IFN- $\beta$  *ex-vivo* via Ribo-Seq (Fig 1D). Analysis of the transcriptional response identified a strong upregulation of ISGs in NSCs (Fig 1E), opposed to the suggested attenuated capacity of stem cells to build interferon responses (Wu *et al*, 2018). The 300 highest-expressed genes (Fig 1E and Dataset EV1) were used to generate a NSC-specific type-I IFN response signature further used for detection of this response in our single cell NSC-lineage from IFNAGR<sup>WT</sup> and IFNAGR<sup>KO</sup> young and old vSVZ.

Scoring of the NSC type-I interferon response signature indicated that the interferon response is already present in young WT individuals and it fluctuates dynamically along the lineage (Figs 1F, and EV1D and E). While intermediate progenitors (TAPs and NBs) score the lowest, stem cells and mature neurons score the highest type-I interferon response. Interestingly, stem cells and neurons are also particularly responsive in the old brain, while TAPs and NBs remain unaffected by the age-related increase of IFNs (Fig 1F, lower panel). Of note, we found expression of type-I IFN receptors in all cell types along the lineage (Fig EV1C), in addition to the recently reported expression of type-II IFN (Dulken *et al*, 2019). This underscores the relevance of interferons both in the young and the old brain and reveals neural stem cells as their preferential target to modulate neurogenesis. In agreement, stem cells lacking interferon receptors

**Figure 1. Interferon signalling regulates stem cells in the young and old brain and decreases in neural progenitors.**

- A Experimental layout for scRNA-Seq in young and old mice lacking interferon receptors. All mice represent T1CY (Tlx reporter, see Materials and Methods) that are either IFNAGR WT or KO. TAM (Tamoxifen). See also Fig EV1.
- B UMAP embedding showing the 15,548 single cells in this analysis with their cell types. See also Fig EV1.  $n = 2$  biological replicates per age and genotype.
- C Cell cycle fractions inferred from Cycleflow in IFN- $\beta$ -treated NSCs. See also Fig EV2.  $n = 3$  biological replicates.
- D Schematic representation of Ribo-Seq pipeline in NSCs.
- E MA plot showing differential expression between IFN- $\beta$  16 h treated bulk cells and Control cells. Light red dots are significantly upregulated (one-sided Wald test), dark red dots are the top 300 genes selected as the “NSC Type-I Interferon Response”.  $n = 4$  biological replicates.
- F Scores computed for the NSC Type-I Interferon Response signature displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR<sup>WT</sup> and IFNAGR<sup>KO</sup> cells.  $n = 2$  biological replicates per age and genotype.
- G Scores computed for the Wu *et al* (2018) intrinsic interferon response gene set displayed in the UMAP embedding for young cells (with colours clipped to the range seen in the lineage cells) and averaged for the cell types in our analysis at varying ages in IFNAGR<sup>WT</sup> and IFNAGR<sup>KO</sup> cells.  $n = 2$  biological replicates per age and genotype.

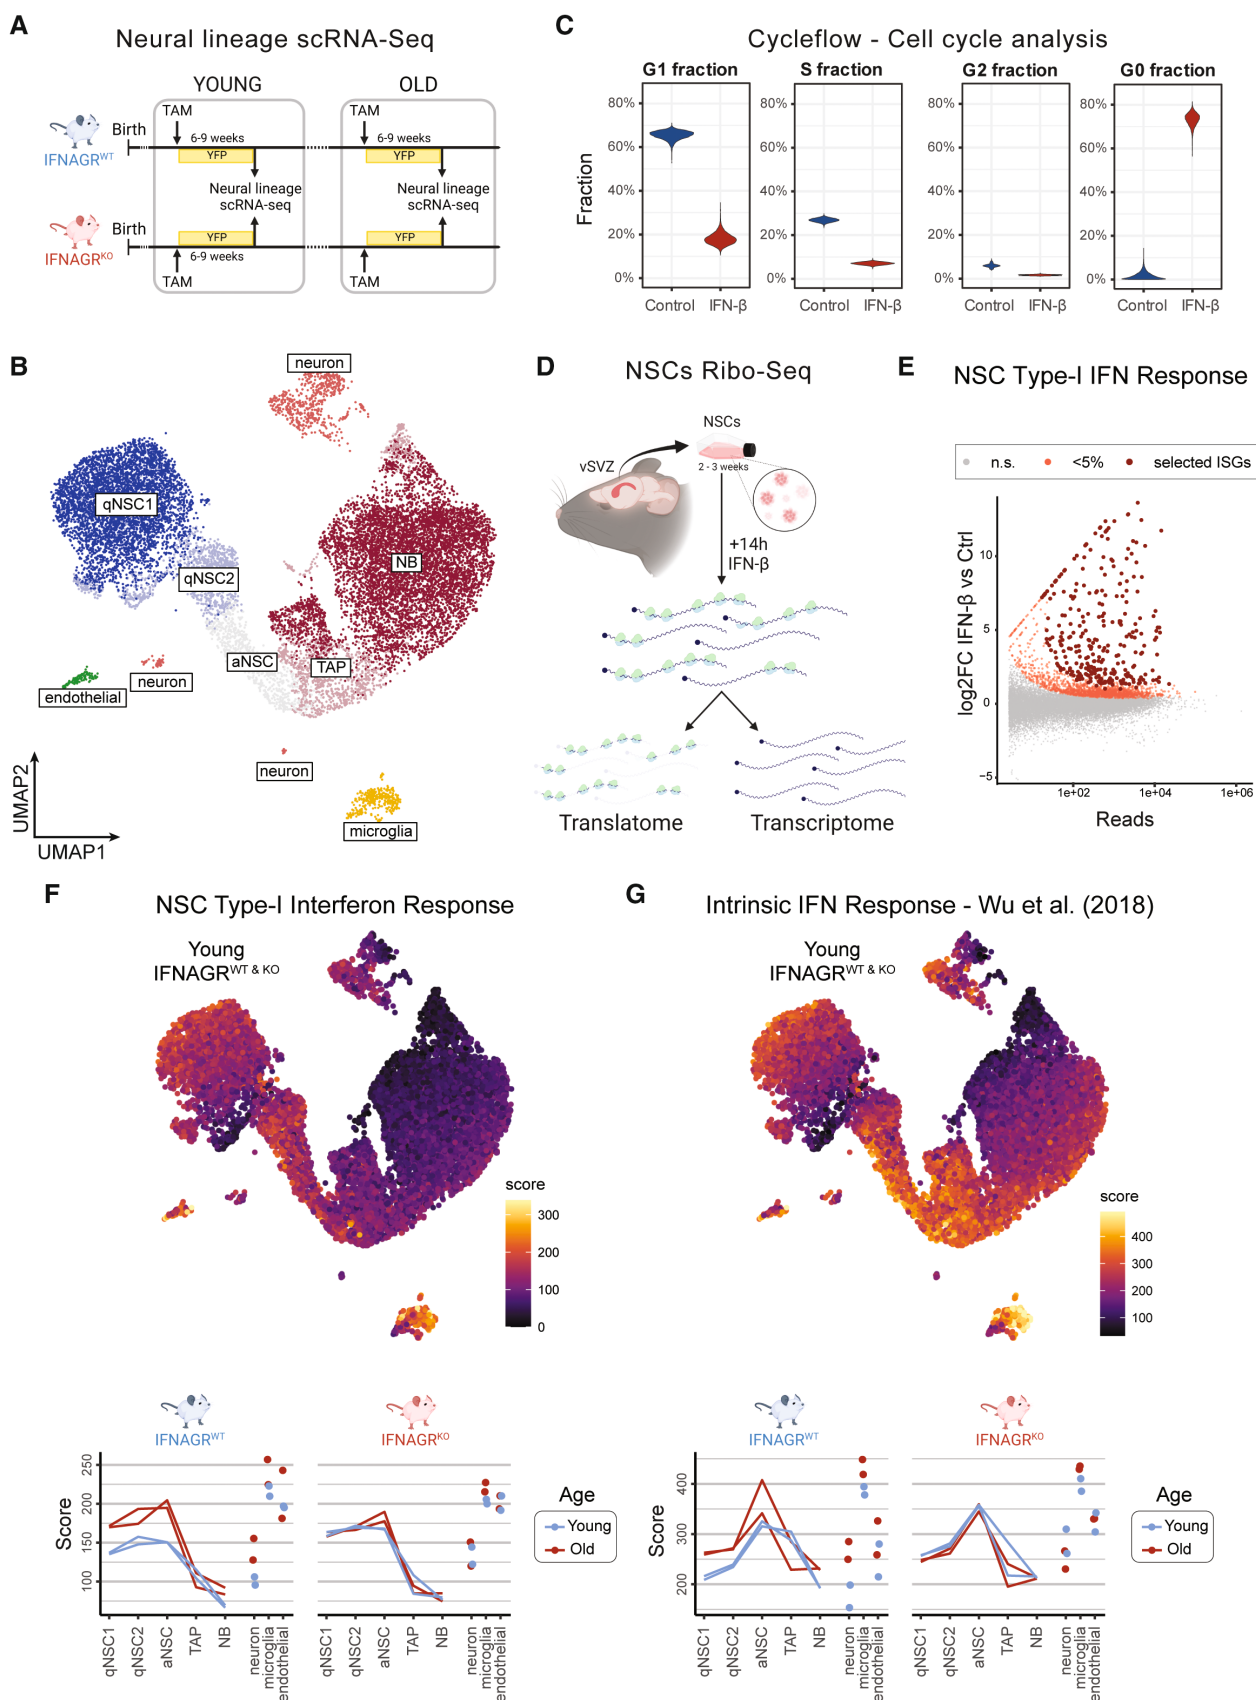

Figure 1.

(IFNAGR<sup>KO</sup>) display a dysregulated type-I interferon response which remains oblivious to ageing (Fig 1F, lower panel). Strikingly, even in IFNAGR<sup>KO</sup> mice, stem cells retain a higher type-I interferon response than TAPs and NBs. This supports the notion from Wu *et al* (2018) that stemness confers an intrinsic interferon response (Wu *et al*, 2018) as compared to their progeny. However, Wu *et al* (2018) proposed stem cells to be refractory to IFNs, while we show that NSCs *in-vivo* display an interferon response that relies on IFN receptors both in the young and old brain (Fig 1G). Moreover, loss of IFN receptors increased the intrinsic levels of IFN signalling. This confirms our hypothesis that interferon modulates neural stem cells already in young adults, albeit the molecular underpinnings of such regulation remains elusive.

### IFN- $\beta$ exerts a biphasic control of mRNA translation in NSCs

To describe the molecular mechanisms downstream of IFN in NSCs, we focused on the post-transcriptional changes exerted by these cytokines. IFNs can modulate mRNA translation in differentiated cells (Mazewski *et al*, 2020), a process that is of key importance in the regulation of quiescence in stem cells (Blanco *et al*, 2016; Baser *et al*, 2017, 2019; Tahmasebi *et al*, 2019). We thus hypothesised that IFN- $\beta$  could also affect mRNA translation in NSCs, leading to their quiescence induction through G<sub>0</sub> arrest (Fig 1C). To address this, we examined polysome profiles and Ribo-Seq of NSCs following short (2 h) or long (14 h) exposure to IFN- $\beta$  (Appendix Fig S1). Analysis of the polysome profiles of IFN- $\beta$ -treated NSCs revealed a mild and transient increase followed by a strong decrease of the heavy polysomal fractions, as compared to untreated controls (Fig 2A and B). Accordingly, OPP (O-propargyl-puromycin) incorporation revealed a transient early increased followed by a profound decrease of global protein synthesis following exposure to IFN- $\beta$  (Fig EV2D and E). Despite this IFN- $\beta$ 's biphasic control of global translation, effects varied per gene (Fig 2C and D). Gene set enrichment analysis of translational efficiency (TE) ranked genes identified specific subsets of transcripts exhibiting either a steady enhanced or repressed translation (Figs 2C and D, and EV3A and B, Dataset EV2). mRNAs encoding DNA replication and cell cycle-related proteins were steadily repressed, in agreement with the detected arrest in G<sub>0</sub>. Conversely, interferon stimulated genes (ISGs), crucial components of the antiviral response (Mazewski *et al*, 2020), exhibited a gradual increase of TE. This enhanced translation was confirmed by RT-qPCR of the polysomal fractions for a subset of ISGs including *Ifit3* and *Irf9* (Fig EV3C). Notably, IFN-mediated translation of ISGs had always been linked to upregulation of cap-dependent translation (Kroczyńska *et al*, 2014;

Mazewski *et al*, 2020). How translation of these ISGs is maintained despite a global downregulation of translation remains unclear. Overall, this shows that interferon induces a biphasic control of mRNA translation in NSCs beyond transcriptional activation of ISGs.

### mTOR contributes to the IFN-induced biphasic control of mRNA translation

To dissect the molecular drivers of the IFN-induced biphasic control of mRNA translation, we examined the implication of mTOR. mTOR is a key checkpoint in the control of metabolic pathways, including regulation of cap-dependent translation (Liu & Sabatini, 2020). Type-I, -II and -III IFNs have been reported to activate the PI3K/mTOR pathway in differentiated cell types (Lekmine *et al*, 2003, 2004; Ivashkiv & Donlin, 2014; Syedbasha *et al*, 2020). There are also recent reports on mTOR inhibition by IFN- $\beta$  and IFN- $\gamma$  (Su *et al*, 2015; Vigo *et al*, 2019). To assess the impact of mTOR in the observed IFN- $\beta$ 's biphasic control of global translation in NSCs, we inspected the TE of mRNAs containing the 5' terminal oligopyrimidine (TOP) motif, referred to as TOP-mRNAs (Avni *et al*, 1996). Translation of TOP-mRNAs is susceptible to mTOR activity (Thoreen *et al*, 2012), which makes it a faithful readout of mTOR activity. We observed that IFN- $\beta$  controlled TOP-mRNAs in a biphasic manner, exhibiting a tendency to early upregulation and a significant downregulation of translation index (Figs 2E and F, and EV3D and Dataset EV3). Further inspection of the Ribo-Seq profiles of expressed TOP-mRNAs confirmed this biphasic regulation with a differential abundance of footprints in their coding sequence (CDS) upon IFN- $\beta$  treatment (Fig 2G and H). To fully confirm the implication of mTOR, we next examined the phosphorylation state of mTOR pathway components. The same biphasic regulation of phosphorylation was observed in the downstream substrates of mTOR, ribosomal protein S6 kinase (S6K), ribosomal protein S6 (S6) and eIF4E-binding protein (4E-BP1; Fig 2I and Appendix Fig S2). We checked p-4E-BP1<sup>Ser65</sup> as other 4E-BP1 sites such as Thr37 and Thr46 are priming sites and might not fully reflect the activity of 4E-BP1 (Qin *et al*, 2016). In addition, p-4 E-BP1<sup>Ser65</sup> exhibits a higher degree of sensitivity to Rapamycin compared to other priming sites, serving as a better read-out for mTORC1 activity (Gingras *et al*, 2001). In particular, Thr389 phosphorylation of S6K, a direct target of mTORC1 (Ma & Blenis, 2009), confirmed the specific modulation of mTORC1 by IFN- $\beta$  in NSCs.

We additionally assessed whether LARP1, a key repressor of TOP-mRNA translation, would be regulated by IFN- $\beta$  in NSCs. We find that p-LARP1<sup>Ser498</sup> (human<sup>Ser521</sup>) and p-LARP1<sup>Thr492</sup>

**Figure 2. IFN- $\beta$  controls mTORC1 shaping a biphasic regulation of mRNA translation in NSCs.**

- A, B Representative polysome profiles of NSCs treated with IFN- $\beta$  for 2 and 14 h treatment. Arrows indicate the 40S, 60S and 80S subunits of the ribosome.
- C, D Ribo-Seq results depicting translation efficiency as the interaction of log<sub>2</sub> fold changes (LFC) between footprints mapped to the CDS, referred to as "CDS counts", and total RNA after 2 or 14 h IFN- $\beta$  treatment. FDR < 10%, LR-Test in DESeq2. Genes with a *P* value < 0.1 after FDR correction are highlighted. For associated GO terms see also Fig EV3. *n* = 4 biological replicates.
- E, F Ribo-Seq results of 2 and 14 h IFN- $\beta$  treatments. 5' terminal oligopyrimidine motif-containing mRNAs (TOP-mRNAs) highlighted in blue. *n* = 4 biological replicates.
- G, H Coverage profile of ribosome-protected reads (footprints) of TOP-mRNAs in 2 and 14 h IFN- $\beta$  treatment. Nucleotide 0 depicts the start codon (AUG) marking the interface between 5' untranslated region (5' UTR) and coding sequence (CDS).

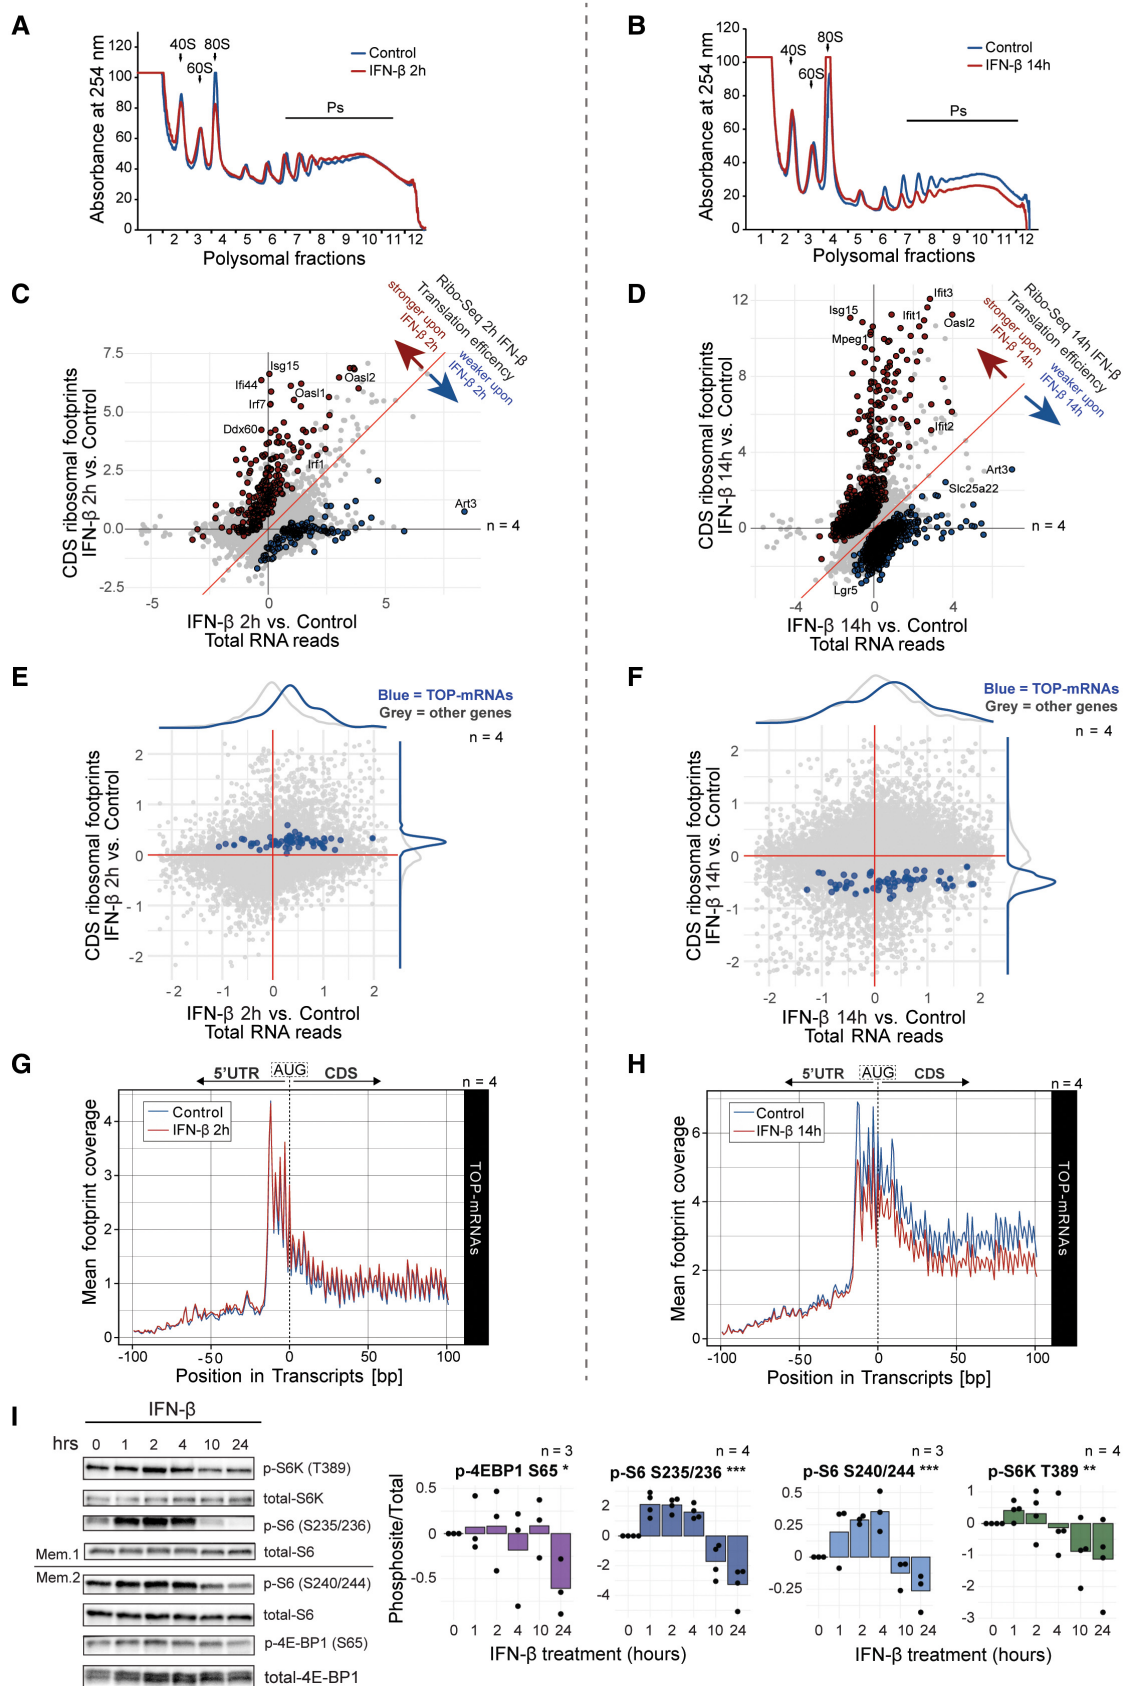

Figure 2.

(human<sup>Thr515</sup>) are differentially phosphorylated at 16 h of IFN- $\beta$  treatment, and no change in total LARP1 protein (Fig EV3E and Table EV1). However, as the biological relevance of these phosphosites is unclear (Jia *et al*, 2021), the role of LARP1 in regulation of TOP mRNAs translation in NSCs remains elusive.

### The biphasic control of mRNA translation by IFN- $\beta$ involves modulation of mTORC1 and p-eIF2 $\alpha$

We next set out to address the molecular underpinnings of mTOR biphasic modulation. The control of mTOR by type-I IFN in different cell systems mainly relies on the crosstalk of the IFN-activated JAK/STAT pathway with the PI3K pathway (Platanias, 2005; Mazewski *et al*, 2020). In this scenario, IFN activates JAK1/TYK2 kinases that interact with the insulin receptor substrate 1 (Irs1), which modulates the activity of the PI3K-pathway components Akt and TSC1/2 (Platanias, 2005; Kim & Guan, 2019). We found that upon IFN- $\beta$  treatment, phosphorylation of Akt<sup>Thr308</sup> and TSC2<sup>Thr1462</sup> not only increased, but followed a bimodal mode of regulation (Fig 3A), as for mTORC1 (Fig 2). Notably, the mTORC2-dependent p-Akt<sup>Ser473</sup> site remained unaffected by IFN- $\beta$  treatment (Fig EV3F). This indicates that the early crosstalk between IFN- $\beta$  and the PI3K pathway upregulates mTORC1 selectively, with no effect on mTORC2 at any time of interferon exposure in NSCs. The biphasic regulation of Akt<sup>Thr308</sup> suggests that prolonged IFN- $\beta$  exposure in NSCs induces negative feedback loops acting upstream of Akt that ultimately inhibit mTORC1 (Hsu *et al*, 2011; Fig 3B). According to our results, these two temporal components of the biphasic regulation of mTOR rely on TSC1/2's modulation by Akt. To validate this, we generated four heterozygous TSC2 mutant NSC clones by CRISPR/Cas9 which halved their levels of TSC2 (labelled TSC2<sup>mut</sup>). In addition, two NSC clones where CRISPR/Cas9 did not reduce TSC2 protein levels were used as control (labelled TSC2<sup>ctrl</sup>) to exclude off-target or manipulation-derived artefacts (Fig EV4A). TSC2<sup>mut</sup> NSC clones had a basally increased mTOR activity and displayed a milder inhibition of global translation in response to IFN- $\beta$  (Fig EV4B

and Appendix Fig S3). As hypothesised, the biphasic regulation of mTORC1 activity, measured by p-S6K<sup>Thr389</sup>, was strongly blunted in TSC2<sup>mut</sup> NSCs (Fig EV4B). Interestingly, the biphasic regulation of global protein synthesis was not detected in TSC2<sup>mut</sup> NSCs. These mutant cells only exhibited a downregulation of global protein synthesis upon longer exposure to IFN (Fig EV4C). This uncovers the PI3K-crosstalk and inhibitory feedback loops converging on TSC1/2 as the main drivers of the early regulation, while unveiling additional mechanisms contributing to the late shut-down.

Along with the inhibitory feedback loops, transcriptionally upregulated ISGs, such as PKR, contribute to the late inhibition of global mRNA translation induced by mTORC1 (Ivashkiv & Donlin, 2014). PKR (*Eif2ak2*) is activated by dsRNA and phosphorylates the translation factor eIF2 $\alpha$  at Ser51, resulting in a global inhibition of mRNA translation initiation (Gal-Ben-Ari *et al*, 2019). Certainly, NSCs exposed to IFN- $\beta$  induced an increase in p-eIF2 $\alpha$ <sup>Ser51</sup> (Fig 3C), which intensifies the inhibition of mRNA translation already exerted by late inhibition of mTORC1. Of note, extended exposure to IFN- $\beta$  also increased PKR protein levels and phosphorylation in poorly-described residues (Piazzi *et al*, 2020; Fig EV4D and Table EV1), suggesting a late PKR activation. In addition, activated PKR can inhibit Irs1, contributing to the late mTORC1 feedback inhibitory loops (Nakamura *et al*, 2010). Indeed, selective inactivation of the p-eIF2 $\alpha$ <sup>Ser51</sup> response by the Intrinsic Stress Response Inhibitor (ISRIB; Sidrauski *et al*, 2015) reduced the late downregulation of global protein synthesis in IFN- $\beta$ -treated NSCs (Fig EV4E). This shows how the late phosphorylation of eIF2 $\alpha$  upon sustained IFN- $\beta$  exposure contributes to the biphasic control of mRNA translation and suggests PKR as its upstream regulator.

In addition to the regulation of global mRNA translation, p-eIF2 $\alpha$ <sup>Ser51</sup> is associated with the alternative use of upstream open reading frames (uORFs) located in the 5' untranslated region (5'UTR; Young & Wek, 2016). IFN- $\beta$  increased local 5'UTR footprint density in a subset of genes while maintaining unaltered levels in the CDS, indicating alternative uORF usage (Fig 3D). Notably, ISGs were not among these transcripts with increased uORF usage.

**Figure 3. IFN- $\beta$ 's biphasic control of mTORC1 uncouples growth and cell cycle and represses Sox2 translation via its 5' PRM motif.**

- Representative WB image and quantification (log2FC) of p-TSC2<sup>Thr1462</sup> & p-Akt<sup>Thr308</sup> from IFN- $\beta$ -treated NSCs normalised to control ( $t = 0$  h). Bars represent the mean value. One-way ANOVA for the biphasic response test (See [Materials and Methods](#) for details). p-TSC2<sup>Thr1462</sup> \*\*\*( $P < 0.001$ ), p-Akt<sup>Thr308</sup> \*\*( $P = 0.003$ ).  $n = 4$  biological replicates.
- Schematic representation of the type-I interferon signalling pathway and its crosstalk with the receptor tyrosine kinase (RTK) pathway. Activatory (blue) and inhibitory (red) phosphosites are depicted. Red inhibitory lines depict late mTORC1-derived inhibitory feedback loops.
- Representative WB images and quantifications (log2FC) of p-eIF2 $\alpha$ <sup>Ser51</sup> in IFN- $\beta$ -treated NSCs normalised to control ( $t = 0$  h). Bars represent the mean value. Spearman's rank correlation test. p-eIF2 $\alpha$ <sup>Ser51</sup> \*\*( $P = 0.003724$ ).  $n = 4$  biological replicates.
- Coverage profile of ribosome-protected reads (footprints) in genes with upregulated canonical (upper) or alternative upstream (lower) ORFs upon extended IFN- $\beta$  treatment. Nucleotide 0 depicts the start codon (AUG) marking the interface between 5' untranslated region (5' UTR) and coding sequence (CDS).
- Representative WB image and quantifications (log2FC) of p-Rb1<sup>Ser780</sup> from IFN- $\beta$ -treated NSCs normalised to control ( $t = 0$  h). Bars represent the mean value. Spearman's rank correlation test. p-Rb1<sup>Ser780</sup> \*\*\*( $P = 5.37e-06$ ).  $n = 3$  biological replicates.
- Schematic representation of the prevailing signalling pathways driving the early inhibition and late activation of mTORC1.
- Polysome profiling (RT-qPCR) of Sox2 mRNA upon 2 and 14 h IFN- $\beta$  treatment. Hyphens represent mean of biological replicates. Arrows represent the 40S, 60S and 80S subunits of the ribosome. Two-way ANOVA with Šídák's multiple comparison test was computed. Two hours fraction 11 \* ( $P = 0.0206$ ), 14 h fraction 3 \*\* ( $P = 0.0042$ ), fraction 9 \*\* ( $P = 0.0028$ ), fraction 10 \*\*\* ( $P = 0.0003$ ).  $n = 4$  (2 h) or 3 (14 h) biological replicates.
- Experimental layout of IFN and Torin1 treatments (upper panel). Torin1 was administered 12 and 9 h before collection. Schematic representation (lower panel) of the 5'UTR constructs priming the *renilla* luciferase. TOP = 5'Terminal Oligopyrimidine motif; PRM = 5' Pyrimidine Rich Motif.
- Luciferase activity controlled by the upstream 5'UTR fragment from Sox2 (WT and mutant), *Rps21* (WT and mutant) and *Actb*. Treatments were applied for 12 h. Data are normalised to vehicle and are represented as mean  $\pm$  SD.  $n = 6$  biological replicates. Two-way ANOVA with Tukey's multiple comparisons test ( $P$ -value specified).

Data information:  $P \equiv P$ -value.

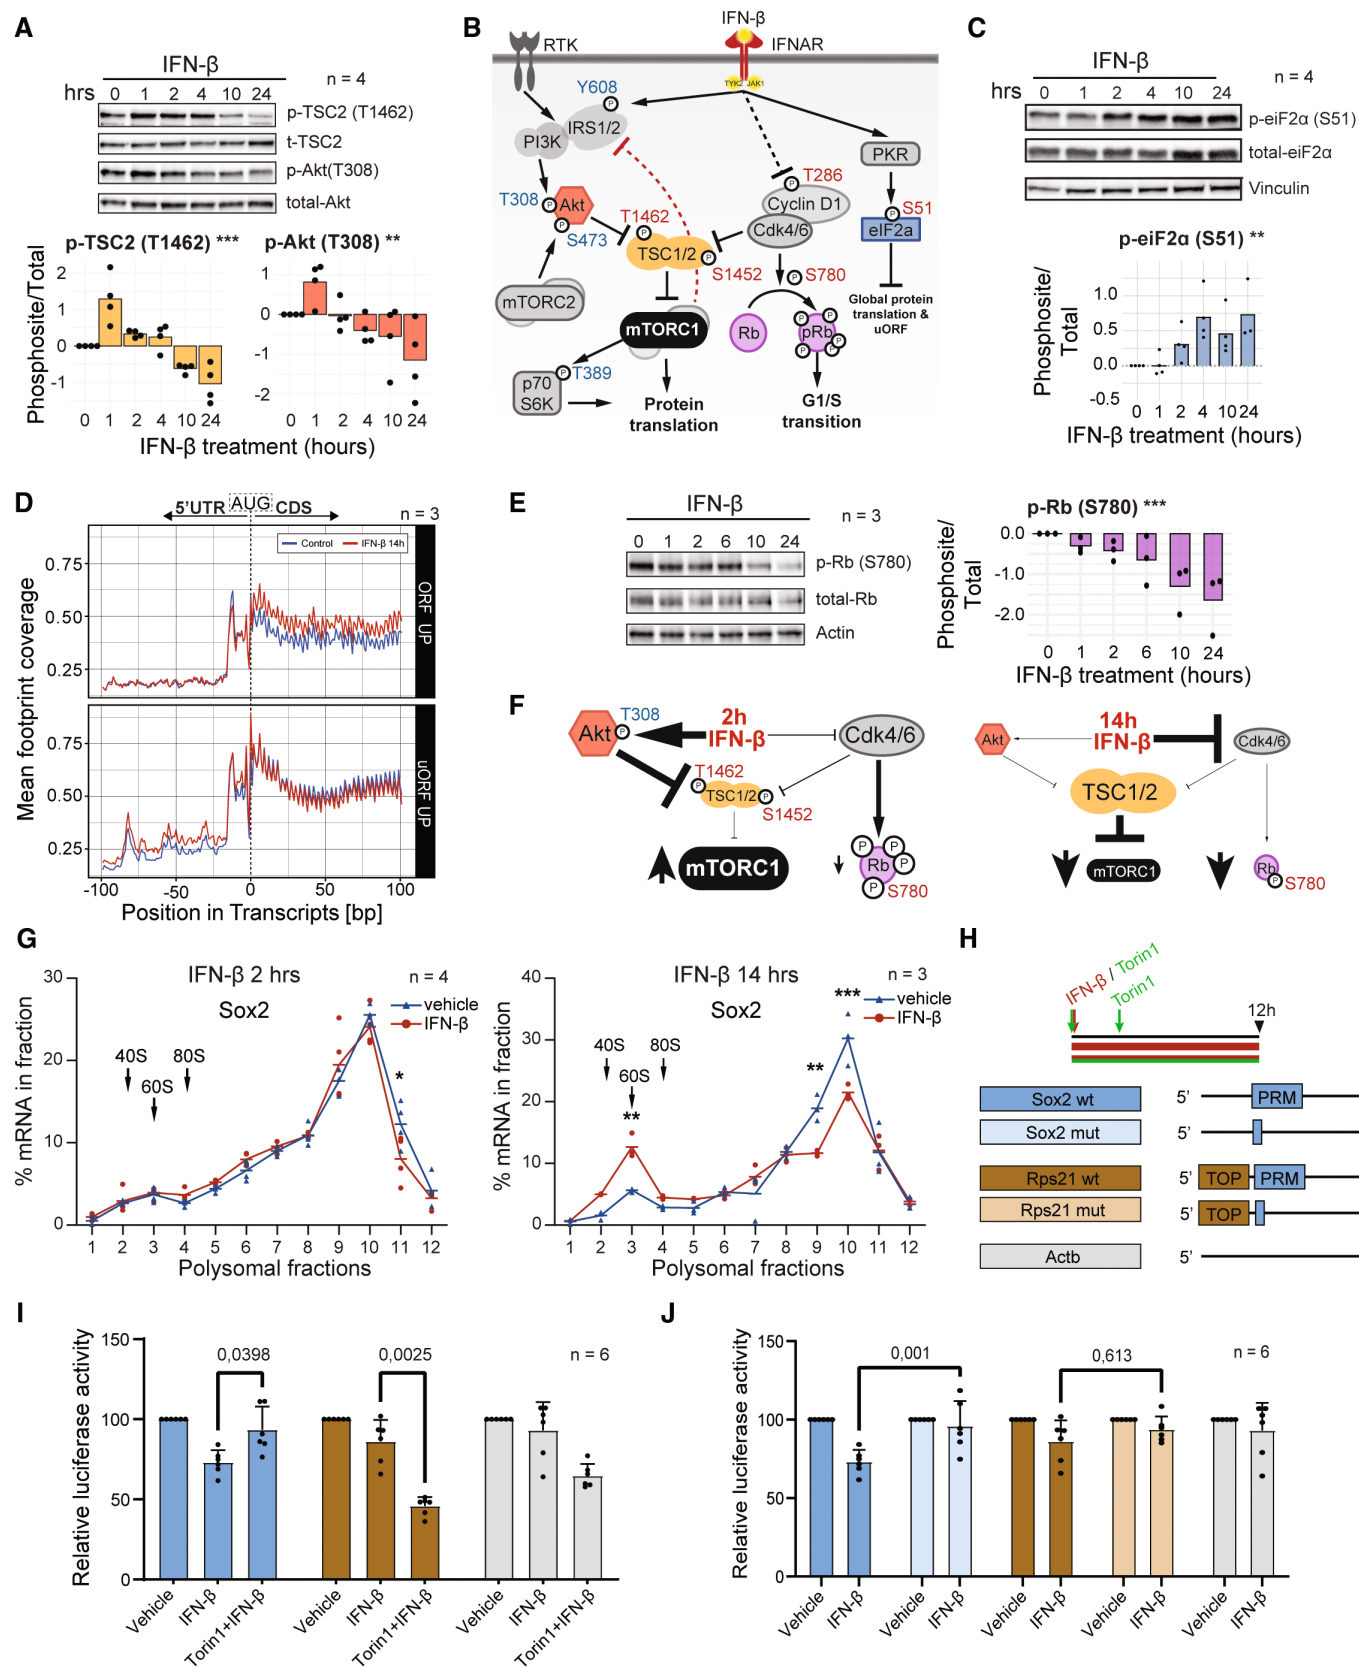

Figure 3.

Consistently, while translation upregulation in the CDS shifted mRNAs to heavy polysomes, a higher ribosomal density in uORFs shifted the associated mRNAs into light polysomes (Fig EV4F).

### IFN- $\beta$ transiently uncouples mTOR and cell cycle in NSCs

It did not remain unnoticed that the transient increase of mRNA translation induced by IFN coincides with the inhibition of cell cycle in NSCs (Fig 1C). We therefore assessed how the type-I IFN response uncouples translation and cell cycle in NSCs. Given that NSCs remained significantly longer in G<sub>1</sub> upon IFN- $\beta$  treatment (Fig EV2A), we hypothesised that IFN could trigger the inhibition of the G<sub>1</sub>/S checkpoint regulators Cdk4/6. Cdk4/6 have recently emerged as a dual regulator of cell growth and proliferation via TSC2, and together with CyclinD1 they modulate proliferation of NSCs and neurogenic progenitors in the adult brain (Lange *et al*, 2009; Artegiani *et al*, 2011; Romero-Pozuelo *et al*, 2020). Cdk4/6 control the G<sub>1</sub>/S transition by phosphorylation of Rb1 and consequent expression of S-phase genes (Topacio *et al*, 2019). We found that IFN- $\beta$  reduced p-Rb<sup>Ser780</sup>, a Cdk4/6-dependent phosphosite, in a progressive manner in NSCs *ex-vivo* (Fig 3E). Similarly, IFN- $\beta$  also reduced the Cdk4/6-dependent phosphorylation at TSC2<sup>Ser1452</sup> (Romero-Pozuelo *et al*, 2020), consistent with the IFN-mediated inhibition of Cdk4/6 (Fig EV4G). This confirms that NSCs transiently uncouple mRNA translation and cell proliferation upon exposure to IFN- $\beta$ . Interestingly, IFN- $\beta$  treatment also led to the phosphorylation of CyclinD1 at Thr286 (Table EV1). This phosphosite is involved in cytoplasmic translocation and degradation of CyclinD1 (Guo *et al*, 2005), presenting cyclinD1 as a direct target of the IFN response in NSCs.

Overall, our data provide molecular insights of the biphasic control of mTOR by IFNs in stem cells. We show that an early activation of PI3K-Akt masks a gradual inhibition of Cdk4/6 that only gains relevance upon extended IFN- $\beta$  incubation and complements the late inhibitory feedback loops shutting down mTOR (Fig 3F).

### Dual control of mTOR and cell cycle by IFN- $\beta$ represses Sox2 translation via its 5' pyrimidine-rich motif

A dual regulation of mTOR and cell cycle is needed to repress translation of Sox2 and allow exit of an activated stem cell state (Baser *et al*, 2019). However, homeostatic cues orchestrating this dual regulation in NSCs are yet missing. We therefore wondered whether type-I IFN, via its dual effect on TOR and cell cycle, would be one upstream post-transcriptional regulator of Sox2 expression. To test this, we first examine expression of Sox2 in polysomal profiles obtained from untreated and IFN- $\beta$ -treated NSCs. As opposed to TOP-mRNAs (Fig EV3D), Sox2 remained oblivious to the initial increase of mTORC1 activity and even exhibited a subtle repression at 2 h after IFN- $\beta$  (Fig 3G, left panel). Notably, Sox2 translation was strongly repressed in NSCs following long exposure to IFN- $\beta$  (Fig 3G, right panel). This repression was also reflected in a mild reduction in Sox2 protein (Fig EV5A). Since IFN- $\beta$ -mediated repression was much stronger than the one we previously measured following TOR inhibition and cell cycle arrest (Baser *et al*, 2019), we wondered whether the early decoupling of mTORC1 and cell cycle exerted by IFN- $\beta$  would be required to more effectively repress Sox2 translation. In order to evaluate this hypothesis, we blocked the

early activation of mTOR with Torin1 (Fig 3H). To simultaneously examine the involvement of the 5'UTR of Sox2 in this repression, we established a luciferase assay in which we cloned the 5'UTR region of Sox2 as well as of the TOP-containing mRNA *Rps21* upstream of the *Renilla* luciferase CDS (Fig 3H). Sole mTOR inhibition by Torin1 treatment effectively repressed translation of the TOP-mRNA *Rps21* but failed to repress Sox2 (Fig EV5B and C), in agreement with previous findings (Baser *et al*, 2019). Conversely, dual control of mTOR and cell cycle by IFN- $\beta$  treatment effectively repressed Sox2 (Fig 3I). However, IFN- $\beta$ -mediated repression of Sox2 was prevented by Torin1 (Fig 3I). We decided to use Torin1 as, differently to rapamycin, it fully inhibits mTORC1 activity (Thoreen *et al*, 2012). However, we still observe the same results using rapamycin (Fig EV5D and E) confirming the selective relevance of mTORC1 in the IFN- $\beta$  response in NSCs. In addition, given the effect of increased p-eIF2 $\alpha$ <sup>Ser51</sup> in protein synthesis in the IFN- $\beta$  response in NSCs (Fig 3C), we wondered if p-eIF2 $\alpha$  would also influence Sox2 translation. To test this, we blocked the effect of p-eIF2 $\alpha$ <sup>Ser51</sup> using ISRIB (Sidrauski *et al*, 2015). Blocking the ISR in the presence of IFN- $\beta$  restored global translation levels (Fig EV4E) and rescued the repression of translation of *Rps21*, but failed to significantly affect Sox2 translation (Fig EV5F). This underscores the importance of IFN- $\beta$  as a *bona-fide* regulator of Sox2 translation by selective uncoupling of cell cycle and mTORC1 activity in NSCs.

Furthermore, we recently proposed that a pyrimidine-rich motif (PRM) present in the 5'UTR of relevant stem genes could be responsible for post-transcriptional repression of factors involved in stem cell exit (Baser *et al*, 2019). PRM is present in different mRNAs downregulated at the onset of differentiation such as Sox2 and *Pax6* and can co-localise with the TOP motif as in the case of *Rps21* (Baser *et al*, 2019). To evaluate the contribution of the PRM to the repression of Sox2, we mutated the PRM using *Rps21* as control (Fig 3H). The deletion of the PRM attenuated the repression of Sox2 exerted by IFN- $\beta$  in NSCs (Fig 3J) and did not affect expression of the PRM-mutated *Rps21*, driven by the prevalent TOP motif. This highlights the role of the 5'UTR PRM motif in regulating translation of pioneer factors such as Sox2 in stem cells.

### Interferon regulates stem cell function and fine-tunes progenitor production across all ages

Altogether we have shown that IFN targets NSCs in the young and old brain and that IFN blocks stem cell activation through a biphasic control of mRNA translation and repression of Sox2. In addition, we show that the interferon response of NSCs in the natural environment of the brain relies on external interferons both in young and aged individuals (Fig 1F). In order to examine how IFNs fine-tune the adult vSVZ's neurogenesis across the animal's life-span, we examined NSC dynamics in young and old IFNAGR KO mice. To this end, we quantified the pool of NSCs (Prom1<sup>+</sup>GLAST<sup>+</sup>) within the vSVZ via flow cytometry and compared them to wild-type (WT) controls. In addition, we used the fraction of active NSCs, that is, the number of cycling cells among the BrdU-retaining cells, previously acquired in WT and IFNAGR KO animals<sup>3</sup>. These data were analysed using a mathematical model previously established and validated in wild-type animals (Kalamakis *et al*, 2019). This model describes the dynamics of quiescent, active and neurogenic progenitor populations and allows linking those to age-dependent changes

in the cell parameters: (i) activation rate and (ii) self-renewal probability (Fig 4A and Appendix Supplementary Methods). For wild-type data, as already reported (Kalamakis *et al*, 2019), it pointed to a profound reduction of the NSC activation rate and a slight increase in self-renewal probability as the parameters responsible for a deceleration in NSC decline in old mice. Notably, this deceleration is needed to maintain a minimal amount of NSCs that otherwise would be fully depleted at older ages. In IFNAGR KO, NSC depletion exhibited faster dynamics and yet stabilised at counts of around 150 cells per mouse, as in WT mice (Fig 4B). The mathematical model applied now to the IFNAGR KO data predicted a constant activation rate of NSCs and an earlier time-dependent regulation of the

probability of NSC self-renewal (Fig 1C). The latter explained the observed saturation in the NSC decline. This unveils self-renewal as a key second layer of regulation, following modulation of the activation rate, which had been previously neglected (Kalamakis *et al*, 2019).

Last, given the relevance of extrinsic IFNs for NSCs in youth and ageing (Fig 1), we further explored its potential role as a therapeutic target. In our models, we know that the activation rate of NSCs directly influences the production of progenitors (Appendix Supplementary Methods). Young IFNAGR KO mice have a lower activation rate of NSCs than WT, suggesting a decreased progenitor production. Older IFNAGR KO mice however have a higher activation rate

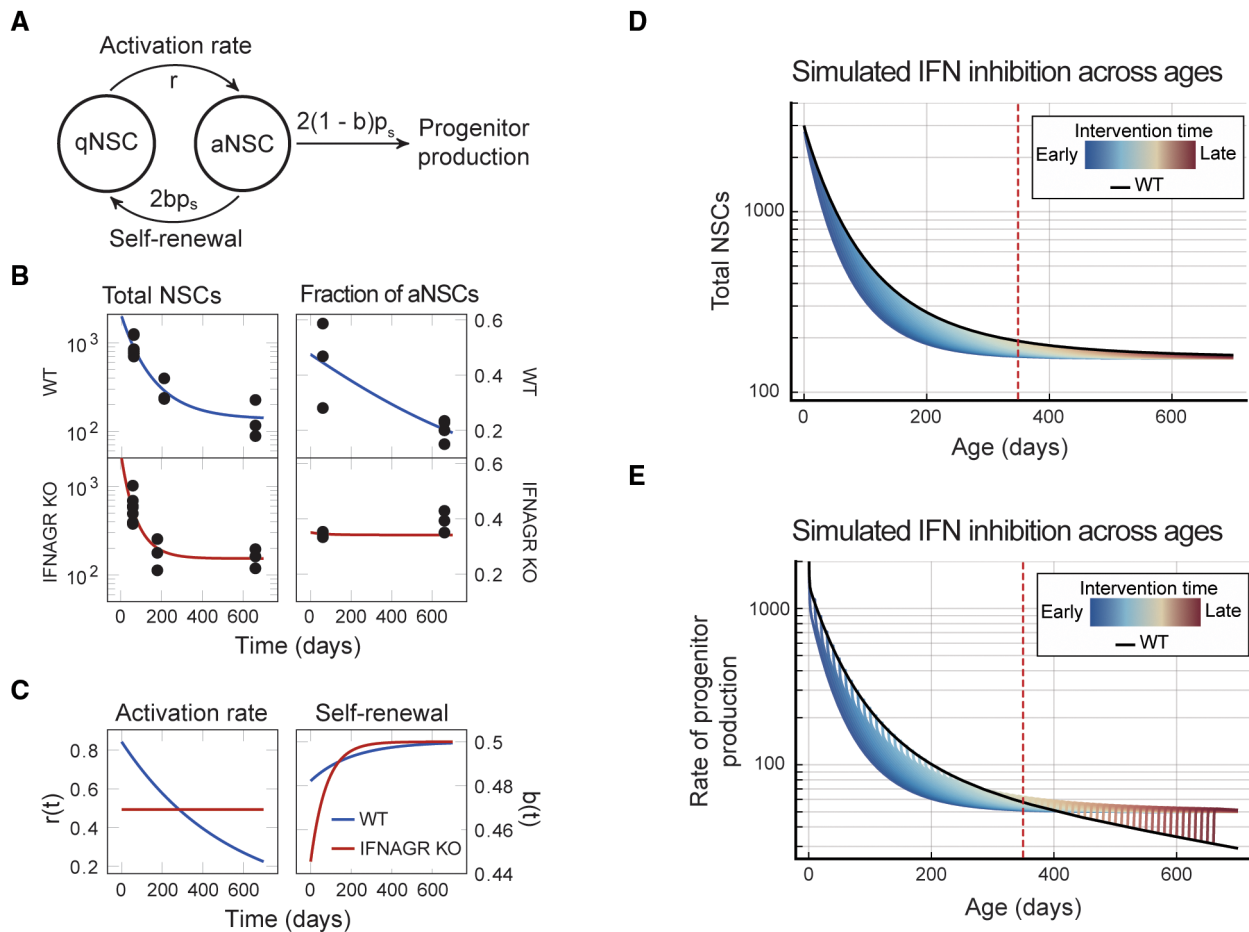

**Figure 4. Interferon regulates stemness and fine-tunes progenitor production at all ages.**

- A** Graphical depiction of the mathematical model describing the activation (at rate  $r$ ) of quiescent neural stem cells (qNSC) into active NSC (aNSC) followed by their progression through cell cycle (at rate  $p_s$ ) into either two downstream progenitors (at probability  $1 - b$ ) or two NSCs (at probability  $b$ ) that return to quiescence. In models with time-dependent parameters,  $b \equiv b(t)$  and  $r \equiv r(t)$ . See Appendix Supplementary Methods for details.
- B** vSVZ niche FACS quantifications of total NSCs (Total NSCs) & immunofluorescence quantification of aNSCs (Fraction of aNSCs) in WT or IFNAGR KO mice at 2, 7 and 22 months old (MO). Data from individual mice are plotted. Inferred dynamics are depicted as a blue (WT) or red (IFNAGR KO) line over time. Sample sizes: WT total at 60 days: 8 mice, WT total at 210 days: 3 mice, WT total at 660 days: 3 mice, WT fraction aNSCs at 60 days: 3 mice, WT fraction aNSCs at 660 days: 4 mice, IFNAGRKO total at 60 days: 8 mice, IFNAGRKO total at 180 days: 3 mice, IFNAGRKO total at 660 days: 3 mice, IFNAGRKO fraction aNSCs at 60 days: 3 mice, IFNAGRKO fraction aNSCs at 660 days: 3 mice.
- C** Inferred parameters are depicted as a blue (WT) or red (IFNAGR KO) line over time.
- D** Induced interferon knockout simulations (coloured, each colour represents a different intervention timepoint) against wild-type simulations (black) showing the total number of stem cells across age. Dashed red line denotes age 350 days.
- E** The rate at which progenitors are produced ( $2.25emp_s \cdot 25em(1-b) \cdot 25emaNSC$ ) from NSCs for induced interferon knockout simulations with interferon dependent self-renewal (coloured, each colour represents a different intervention timepoint) and WT simulations (black). Dashed red line denotes age 350 days.

than WT, suggesting increased progenitor production (Fig 4C). This response suggests a possibility for improving progenitor production in WT animals by selecting an optimal time point to block IFN function. To investigate this, we simulated a modified model with IFN-dependent switches in model parameters at arbitrary time points (Appendix Supplementary Methods). The intervention was modelled by switching the activation rate and self-renewal parameters estimated from WT to the parameters estimated for IFNAGR KO mice at a given intervention time point. This best mimic an acute clinical intervention for systemic neutralisation of interferons. Interventions simulated at young ages resulted in a significant loss of NSCs, dropping from thousands to hundreds in the short term (Fig 4D). However, this effect diminished with time resulting in similar cell counts in old age (Figs 4D and EV5A). Since total NSCs are not necessarily indicative of proper functioning, we also computed the cell flux from aNSC to progenitors (progenitor production). Simulations of young age interventions showed drastically reduced progenitor production on a short time scale, which ultimately changed to an increased progenitor production in old ages (Fig 4E). Strikingly, interventions in older mice (after ~300 days) showed to always be beneficial. We next compared the summary effect of an intervention in terms of the life-long progenitor production. The interventions at young ages had diminished progenitor production when compared to WT, while the maximal benefit of the life-long production was achieved by intervention at about 350 days of age (Figs 4E and EV5G). Curiously, this was also the age at which the activation rate for WT dropped below the constant IFNAGR KO activation rate (Fig 4C).

Overall, this shows that there may be benefits to progenitor production from blocking interferon response at increasing ages, while it may have strong adverse effects on short-term progenitor production and stem cell counts when intervening too early. In agreement with our predictions, local blockade of CXCL10 signalling in the aged brain as well as neutralisation of IFN (Baruch *et al*, 2014) increased progenitor production from vSVZ-NSCs (Blank *et al*, 2016; Kalamakis *et al*, 2019). CXCL10 is induced in endothelial cells upon systemic IFN- $\beta$ , which itself is not able to cross the blood–brain barrier (Blank & Prinz, 2017). Altogether, our predictions show that only a late intervention blocking IFN signalling is beneficial and unveils the relevance of homeostatic interferons for a life-long healthy adult neurogenesis.

## Discussion

### Interferons are bona fide regulators of stem cell homeostasis at all ages and potential candidates to repair the ageing brain

Stem cells exhibit an intrinsic IFN signature, that is, constitutive expression of ISGs independent of interferon receptor stimulation, which is unique to stem cells and protects them against viral infections (Wu *et al*, 2018). In addition, Wu *et al* also reported that stem cells are refractory to extrinsic IFNs. Our study shows that in the natural environment of the brain, type-I interferon ISGs are highest expressed in NSCs but also present, albeit to a lower extent, in fully differentiated new-born neurons. This IFN signature in neural stem cells relies on expression of IFN receptors both in the old and the young brain and modulates neural progenitor production along the

lifespan of the individual. Our data also reveal that neural stem cells are the preferred target and indeed responsive to IFNs both *in-* and *ex-vivo*, as it is the case for their fully differentiated counterparts. It is however the intermediate maturation stages that shutdown expression of these ISGs. As opposed to previous reports claiming that the ability to respond to IFN ligands is acquired upon exit of stemness (Wu *et al*, 2018), our single cell transcriptome data show that intermediate progenitors are not responding to interferons neither in the young nor in the ageing brain. Thus, intermediate progenitor stages are refractory to extrinsic interferon and probably represent the most sensitive cells to viral infections along the neural lineage. We believe that during brain development the high number of intermediate progenitors could contribute to viral infections being a life-threatening risk at this age. In addition, our models reveal the blockade of external IFN signalling to be harmful for the young vSVZ albeit beneficial in ageing. This is supported by previous reports blocking IFN signalling in ageing (Baruch *et al*, 2014; Kalamakis *et al*, 2019) despite the recently reported IFN memory in stem cells (Haas *et al*, 2017). Altogether, our combined single-cell transcriptomics and mathematical modelling underscore the relevance of defining a critical time of intervention and unveils a previously neglected role of interferon signalling in the homeostasis of the young adult brain.

### Type-I IFN induces stem cell quiescence by a biphasic control of mRNA translation and cell cycle exit

IFNs modulate stem cells across different tissues but the molecular underpinnings of this regulation are yet poorly described (Kalamakis *et al*, 2019; Zhang *et al*, 2020; Demerdash *et al*, 2021; Hou *et al*, 2021). Performing polysome profiles and ribosome footprinting on IFN- $\beta$  treated NSCs we find that IFN- $\beta$  induces a biphasic control of mRNA translation. This regulation involves a transient activation of mTORC1 followed by its inhibition, as opposed to the previously reported unidirectional modulation of mTOR by type-I IFN (Mazewski *et al*, 2020). Of note, recent studies highlighted the importance of a precise pharmacological regulation of mTOR activity in NSCs, since hyperactive mTOR is associated with Alzheimer's Disease both in patients and mouse models (Nicaise *et al*, 2020). Future studies should address the potential role of this biphasic regulation of mTOR in brain repair. We further show that the transient activation of mTORC1 is the result of the crosstalk between IFN- $\beta$  signalling and PI3K. This transient activation of mTORC1 triggers inhibitory feedback loops acting upstream of Akt that, together with a delayed activation of PKR and phosphorylation of eIF2 $\alpha$ , ultimately lead to the late and profound inhibition of mRNA translation and global protein synthesis. Whether this biphasic response is a hallmark of stem cells beyond the brain will be subject for future investigations.

Additionally, our data suggest that IFN- $\beta$  treatment in NSCs not only induces the expression but also activates PKR in a dsRNA-independent manner. This is an undescribed feature of IFNs in stem cells as a similar response was only proposed in an interferon-selected carcinoma line harbouring oncogenic mutations (Su *et al*, 2007). Interestingly, high levels of p-eIF2 $\alpha$  are also associated to self-renewal and quiescence induction in embryonic and adult stem cells (Friend *et al*, 2015; Zismanov *et al*, 2016). As a whole, these pathways converge in a profound shut down of translation that

keeps NSCs dormant. Similarly, chronic type-I IFN promotes quiescence after a transient activation of haematopoietic stem cells (HSCs; Pietras *et al*, 2014). Future studies should address whether this transient activation of HSCs by IFN is also driven by a biphasic modulation of mTOR.

Supporting the induction of dormancy, we find that IFN- $\beta$  shifts NSCs to a quiescent G<sub>0</sub> state, as opposed to the previously reported increase in cell-cycle length in quiescent NSCs (Daynac *et al*, 2016). Remarkably, inhibition of Cdk4/6 upon IFN- $\beta$  treatment transiently uncouples mTOR and cell cycle in NSCs. A similar uncoupling of proliferation and protein synthesis was observed upon differentiation of skin stem cells, but the drivers of this response remained elusive (Blanco *et al*, 2016). Of note, senescent cells, a hallmark of ageing (Fulop *et al*, 2018; Zhu *et al*, 2021), steadily uncouple mRNA translation and cell cycle (Payea *et al*, 2021). Differently to NSCs, the late coupling of translation and cell cycle has not been described in senescence and might reveal a stem cell-related feature to avoid senescence induction. Intriguingly, IFN- $\beta$  is one of the main drivers of senescence. Cytosolic chromatin fragments present in senescent cells activate cyclic GMP-AMP synthase (cGAS) that, in turn, triggers the production of inflammatory factors including IFN- $\beta$ , thereby inducing paracrine senescence (Glück & Ablasser, 2019). Although the prevalence of senescent cells increases with age in the neurogenic niches in the brain (Molofsky *et al*, 2006; Fernández-Fernández *et al*, 2012; Ogrodnik *et al*, 2019; Jin *et al*, 2021), how NSCs are protected from senescence remains unknown. Overall, our study describes the molecular underpinnings of interferon signalling in NSCs and reveals previously undescribed features of the IFN- $\beta$  response in stem cells.

### **Type-I IFN induces a biphasic control of mTOR that represses Sox2 translation in NSCs**

We recently reported that a dual regulation of mTOR and cell cycle is needed to repress translation of Sox2 in NSCs (Baser *et al*, 2019). We now identify type-I IFN as a regulator of this response. Furthermore, we narrow down the nature of this repression to the transient activation of mTORC1 and the presence of the recently described pyrimidine-rich motif (PRM; Baser *et al*, 2019) present on the 5'UTR of Sox2. In this recent study, we addressed the role of repression of Sox2 translation in the transition of an activated stem cell into a differentiated neuroblast (Baser *et al*, 2019). Sox2 levels are however likewise reduced in quiescent NSCs to avoid replicative stress (Marqués-Torrejón *et al*, 2013). The determinants of directionality into a differentiated progenitor or a quiescent stem cell state following repression of Sox2 remain subject of future studies. Notably, Sox2 expression is reduced in the ageing brain, correlating with increased quiescence in NSCs (Carrasco-Garcia *et al*, 2019).

Collectively, our findings unveil interferons as *bona fide* regulators of stem cell function during homeostasis as well as in ageing. Mechanistically, IFN- $\beta$  arrests NSCs at G<sub>0</sub> of the cell cycle and drives a transient TOR activation followed by a profound decrease of TOR activity and global protein synthesis. This biphasic regulation is orchestrated by mTORC1, PKR and p-eIF2 $\alpha$ . In addition, we show that the transient increase of TOR activity is required for post-transcriptional repression of PRM-containing transcripts, such as Sox2, that contribute to the induction of quiescence in stem cells. This exit from activation after a life-long exposure to interferons

results in a more quiescent old brain, when interferon signalling is found at highest. Future studies should unveil the potential uniqueness of this biphasic response in stem cells across different tissues and its relevance for the prevention of senescence in stem cells. Our study indicates that IFN's control of the activation rate and self-renewal of NSCs adapts the output of differentiated progenitors to demand. In young brains, with high demand, interferon would increase the output, and vice versa, decrease the number of generated progenitors in the less active ageing brain. Therefore, while the loss of IFN signalling is beneficial in the old brain, it is detrimental in young individuals. The fact that the intrinsic expression of ISGs required as antiviral defence even slightly increases after blocking interferon receptors, discloses IFNs as potential therapeutic target to improve stem cell homeostasis and repair in the brain without compromising antiviral response. However, intervention should be timed only after reaching advanced age.

## **Materials and Methods**

### **Mice**

C57BL/6 male mice were purchased from Janvier or bred in-house at the DKFZ Center for Preclinical Research. Male IFNAGRKO (Huang *et al*, 1993; Müller *et al*, 1994; IFNAR<sup>-/-</sup>IFNGR<sup>-/-</sup>) were backcrossed to a C57BL6 background. Male TiCY mice (Tlx-CreERT2-YFP; Liu *et al*, 2008; TiCY [B6-Tg(Nr2e1-Cre/ERT2)1GscGt (ROSA)26Sortm1(EYFP)CosFastm1Cgn/Amv]) were crossed with IFNAGRKO mice to generate TiCY-IFNAGRKO mice ([B6-Tg(Nr2e1-Cre/ERT2)1Gsc Gt(ROSA)26Sortm1(EYFP)CosFastm1CgnIfnar1tm1AgtIfngr1tmAgt/Amv]). Animals were housed under standard conditions and fed *ad libitum*. All procedures were approved by the Regierungspräsidium Karlsruhe.

### **Cell culture and treatments**

How the deposited data were processed for this re-analysis (not part of the article)

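The assay is Ribo-Seq of NSCs grown ex vivo from the vSVZ of young C57BL/6 mice and treated with vehicle or IFN-β for 2 h or 14 h. The tables used hold 32 libraries, a footprint and a total RNA library for each of 4 cultures in 4 groups. Replicates are numbered 2, 3, 5 and 6 at 2 h and 1 to 4 at 14 h. The paper calls the long exposure 14 h in its results and 16 h in Fig 1E, Appendix Fig S1 and the single-cell methods, and the libraries of the long exposure were taken as the same in both. Each column was taken to a condition by the label of its sample, and no column was left out.

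The authors trimmed adaptors and low-quality ends with TrimGalore, mapped the reads with bowtie to the mm10 transcriptome of ENSEMBL, removed duplicates and counted reads per gene with SummarizeOverlaps in the mode "Union". The deposited values are the raw counts that resulted, whole numbers without normalization, and they were checked to be so in every library. Footprints are counted in the CDS and total RNA in the whole gene body. The paper's text does not give the strand setting of this counting. The total RNA libraries were made with a directional kit. The reads themselves were not analysed here, so trimming, mapping and counting stand as the authors made them.

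The footprint tables hold 23035 genes and the total RNA tables 39017, of which 22282 and 37693 carry an identifier of GENCODE M21. The unmatched genes took 0.617% of the footprint counts at 14 h and 0.776% at 2 h, and 2.11% and 4.49% of the total RNA counts. Gene symbols, positions and overlaps between genes on opposite strands were taken from this annotation. The median total count was 7295130 for footprint libraries at 2 h and 7452624 at 14 h, and 5090375.5 and 2188479 for total RNA. Counts on protein-coding genes were 97.1% to 98.2% of each footprint library.

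Counts were analysed in R 4.3.3 with edgeR 4.0.16, and with limma 3.58.1 and DESeq2 1.42.0 for alternatives. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining tests and the figures. A gene was tested when it had at least 10 counts in at least 4 libraries of the comparison. For TE a gene had to be in both kinds of table and reach 10 counts in at least 4 of the 16 libraries. Library sizes were scaled with TMM, for TE within each kind of library. edgeR's quasi-likelihood test was two-sided and its p-values were adjusted with the Benjamini-Hochberg method over the genes tested. Standard errors were taken as the log2 fold change divided by the square root of the F statistic of this test. Calls were made at an adjusted p under 0.05, and under 0.1 for TE.

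The comparisons were IFN-β against vehicle in total RNA, in footprints and in TE, each at 2 h and at 14 h. The change in TE was the interaction of kind of library and treatment. The difference between 14 h and 2 h was tested as the interaction of time and treatment over 16 footprint libraries, and for TE as the interaction of time, treatment and kind of library over 32 libraries. These differences between times were chosen after the results at each time had been seen.

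Lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided, at an unadjusted p under 0.05, and again with fry and with camera at an estimated correlation. The p-values printed for them are adjusted with the Benjamini-Hochberg method over 32 tests of 4 lists in 8 comparisons, an adjustment added after the results had been seen. The lists are the 64 TOP-mRNAs of Dataset EV3, the 300 genes of Dataset EV1, and lists of 72 ISGs, 54 DNA replication genes and 56 cell cycle genes written from general knowledge. The results of the lists stand beside the paper's statements on TOP-mRNAs, on ISGs and on DNA replication and the cell cycle. Of the ISGs 71, and of the cell cycle genes 1, are also in Dataset EV1. Camera calls on the ISGs, and those on TOP-mRNA, DNA replication and cell cycle footprints at 14 h, held under fry and under an estimated correlation. Those on DNA replication and cell cycle TE at 14 h held as well. With the replicate number as a block, the calls on ISG and DNA replication footprints at 14 h were lost under an estimated correlation (unadjusted p = 0.0515 and 0.0699 in camera). The call on TOP-mRNA TE at 14 h held under fry (adjusted p = 0.0332) and not with an estimated correlation (adjusted p = 0.150). The calls on TOP-mRNA footprints at 2 h held under neither. For TOP-mRNA total RNA at 2 h, camera gave an adjusted p of 6.6e-05, fry one of 0.312 and an estimated correlation one of 0.448.

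Values per library are the median over a list of log2 CPM with a pseudocount of 0.5 CPM, relative to the vehicle mean, and were compared with an exact permutation test, two-sided. Where a group had no counts for a gene, a lower bound was computed against a floor of 3 counts over the group, and where it had 1 to 3 counts a ratio with a 95% counting interval.

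The named genes were chosen by rule. They are the 3 called genes with the largest positive and the 3 with the largest negative log2 fold change in each comparison with a mean of at least 50 counts and no overlap between the groups, the genes that the paper names, and the genes with the smallest p-values in Dataset EV3. The values of Datasets EV1 to EV3 and of Fig 2 had been seen when this rule was written. The comparisons, this rule, the lists and most alternatives were set before the data were examined, and the text says where one was added later.

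Whether equal replicate numbers pair the cultures was checked by correlating the deviations of the libraries from their group means across genes. In the footprints r was 0.369 to 0.831 for equal and -0.658 to 0.350 for other numbers at 2 h, and 0.220 to 0.446 and -0.410 to 0.113 at 14 h. Footprints were therefore also fitted with the number as a block. In total RNA r for equal numbers was -0.529 to 0.402 at 2 h and 0.027 to 0.238 at 14 h, so the numbers were not taken as pairs there.

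The alternatives tried were DESeq2 in place of edgeR, the size factors of DESeq2 in place of TMM, total counts alone, no filter on low counts, a mean of at least 50 counts, limma-voom, the replicate number as a block, each culture left out in turn, fry in place of camera, joint TMM over both kinds of library for TE, an adjusted p under 0.05 for TE, the 300 genes of Dataset EV1 in place of the ISGs, genes with no gene on the other strand, and a one-sided DESeq2 test for total RNA at 14 h. Footprints of the ISG, DNA replication and cell cycle lists, and fry with the replicate block, were added after the data had been seen. Lists matched to the TOP-mRNAs on exonic length were drawn 10000 times from the 100 genes nearest in length. The groups were also split in all other ways, 35 for 4 cultures against 4 and 100 drawn for the differences between times.

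The edgeR fits were tested on simulated data, made from the counts of each comparison by giving 197 to 200 genes a log2 fold change of 2. Of these changes, 90% were called in total RNA at 2 h (10595 genes), 100% at 14 h (6968 genes), 99% in footprints at 2 h (11913 genes), 100% at 14 h (11877 genes), 92% in TE at 2 h (13796 genes) and 99% at 14 h (13171 genes). For the difference between times it was 98.5% in footprints (12281 genes) and 82% in TE (14135 genes). Between 2.40% and 8.82% of the calls were false. The changed genes were drawn from those with a mean of at least 50 counts, for TE in both kinds of library. The shares called therefore say nothing of genes with fewer counts.

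Dataset EV2, which holds 1998 entries of the authors' total RNA comparison in the form used here, was not used for overlaps or enrichment. The gene sets behind the paper's enrichment analysis, the polysome profiles, the western blots and the single-cell data were not analysed here.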

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

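The tests of a difference between cultures that share a number, of mislabelled libraries and of the pair differences between the times, the comparison of ISG TE with Dataset EV2 and with the ISG footprints, and the splits of the differences between times in ISG, DNA replication and cell cycle footprints and in TOP-mRNA, DNA replication and cell cycle TE were chosen only after the result was seen.

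TOP-mRNA footprints of vehicle 2 h replicate 3 lay far below the other libraries of the group, at -0.70 relative to the vehicle mean, and so did those of IFN-β 2 h replicate 3, at -0.34. By Dixon's test, 4 of 48 groups held such a sample, where chance gives about 1 in 20. Lists matched to the TOP-mRNAs on exonic length had a median of -0.0396 in the vehicle library, against -0.95 for the TOP-mRNAs compared with the other vehicle libraries, and 0 of 10000 drawn lists lay as low, which argues against a bias by gene length. The library held 97.8% of the counts of the next smallest in its group, and the other vehicle libraries thinned to its total kept TOP-mRNA medians of 7.73 to 7.81 log2 CPM, against 6.85, which argues against depth. The IFN-β library of the same number lay 0.759 below the lowest other library of its group, and the vehicle library 0.916 below that of its own. A difference between the cultures that share number 3 may therefore lie behind both values. Whether this is a difference in the cells or in how the pair was handled was not tested. Leaving the vehicle library out took the 2 h TOP-mRNA change to 0.09, but it kept the IFN-β library of number 3, which was also low. Within numbers 2, 5 and 6 the IFN-β library lay above its vehicle library by 0.30, 0.21 and 0.24.

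The 10 most counted genes took 57.0% of the total RNA counts of vehicle 2 h replicate 5, far above the other libraries of its group. In vehicle 14 h replicate 3 the share was similar, though its group spread too widely for it to stand apart. The median ISG total RNA of the 2 h library was 0.0809, against -0.16 to 0.01 in the other vehicle libraries and 1.34 to 1.64 with IFN-β. That of the 14 h library was 0.231, against an IFN-β range of 1.42 to 1.71. Both values argue against swapped treatments. Left open are differences in the removal of ribosomal RNA or in duplicates, which were not tested, and no biological explanation was tested. The opposite case was vehicle 14 h replicate 4 in the footprints, where the 10 most counted genes took 4.44%, apart from the other vehicle libraries of 14 h. The range over all 14 h footprint libraries is so narrow that this single value was not followed further.

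The footprint response differed between 14 h and 2 h for 3867 genes by the interaction of time and treatment, and the TE response for 343. Of 100 ways of assigning the cultures to the treatments within each time, 2 gave as many genes for footprints and 2 for TE, the real one included. This does not decide on chance, since an assignment that mixes the groups at 14 h also removes the response of that time. Of the 3 others that kept the real groups at 14 h, 1 gave 4514 genes for footprints and 566 for TE. That assignment keeps the response of 14 h, so it does not decide on chance either. On simulated data without any change the same fits called 0 genes for footprints and 0 for TE. The simulated libraries were independent and held no difference between replicate numbers, so this does not decide on chance for these counts.

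TOP-mRNA footprints differed between the times by -0.73. Of the 100 assignments 5 gave a difference as large, which decides nothing for the same reason. Within equal replicate numbers the 2 h libraries with IFN-β lay above and the 14 h ones below their vehicle libraries in every pair. An exact permutation test of the pair differences between the times gave p = 0.0286, the smallest p it allows, which argues against chance for the difference. Each time had its own cultures, so the test does not separate the exposure from the set of cultures. Lists matched on exonic length moved by a median of -0.0105 at 2 h and -0.0389 at 14 h, and 0 of 10000 lists moved as far as the TOP-mRNAs at either time. The 27 TOP-mRNAs without an annotated pseudogene named after them changed by 0.28 and -0.41, the 37 with one by 0.25 and -0.51, and the 9 translation factors by 0.31 and -0.33. These values argue against gene length and against reads shared with pseudogenes named after the genes. Pseudogenes with other names were not looked for, so reads shared with those stay open. At 2 h 13 of 35 splits of the cultures gave a median as large, but the 12 others keep pairs of equal numbers together and so carry the difference between the numbers. Among the 8 splits that part every pair the real one was the largest (1 of 8), the next reaching 0.16, and the pairs rose by 0.277 ± 0.068 (SD, n = 4). Since 8 splits cannot give a smaller share, they do not decide on chance at 2 h. Every pair rose, by 0.21 to 0.36, beyond the spread of the pairs, and with the replicate block 54 of 64 genes were called higher. These values argue against chance at 2 h, though with the block camera with an estimated correlation did not pass the threshold.

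ISG footprints differed between the times by 2.56, DNA replication footprints by -1.23 and cell cycle footprints by -1.17. Among the assignments 9 of 100, 2 of 100 and 2 of 100 gave as much, which again decides nothing. Within equal replicate numbers the ISG differences were 6.07 to 6.23 at 14 h and 3.61 to 4.03 at 2 h. The pair differences of each list differed between the times at p = 0.0286 in the exact permutation test, the smallest p it allows, which argues against chance for each. A progressive response over the exposure is the open biological explanation. Numbers 2 and 3, which occur at both times, had ISG differences of 3.63 and 4.03 at 2 h and 6.10 and 6.23 at 14 h. The labels do not say whether an equal number means the same culture at both times. Each time had its own cultures, so a difference between the sets of cultures is not separated from the exposure.

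ISG TE differed between the times by 2.27, DNA replication TE by -1.26 and cell cycle TE by -1.03. With a mean of at least 50 counts the ISG difference was 1.24, and with total counts alone the cell cycle difference was -0.59. Of the 100 assignments 4, 1 and 2 gave as much, which does not decide on chance either. Relative to the vehicle mean, ISG TE per IFN-β library was 1.72 to 2.46 at 2 h and 4.30 to 4.93 at 14 h. DNA replication TE was -0.38 to 0.10 and -1.50 to -1.05, and cell cycle TE -0.38 to 0.25 and -1.16 to -0.98. The vehicle libraries lay between -0.35 and 0.25. The IFN-β values of each list do not overlap between the times, which argues against chance for these lists. For the ISGs the change in footprints alone between the times was 2.56, so a change in footprints may account for the change in TE. The footprint changes of the ISGs at 14 h differed from the RNA changes of the same genes in Dataset EV2, which the authors counted in another way, by a median of -0.0528 (quartiles -0.47 and 0.37), with 56 of 72 genes within 1. This is consistent with ISG TE values that reflect total RNA counts which do not follow the mRNA of these genes. At 14 h, relative to that RNA, the ISG footprints thus did not rise as the TE of 4.00 has it. At 2 h, and so for the difference between the times, this stays untested, since no total RNA count of another kind was used there. For DNA replication and the cell cycle the same limit holds and was not tested.

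In total RNA at 14 h, 77 genes absent from the footprint tables were called higher, which the paper does not report, and 56 lower, of 1324 tested. Of the 77, 68.8% overlap on the other strand a gene whose footprints were called higher, against 18.6% of 1191 genes not called (Fisher's exact test, two-sided, p = 3.5e-20). This is consistent with total RNA reads counted on the strand opposite to the gene. Gm20496, opposite Psmb8 and Tap2, rose by 7.92, Gm11626, opposite Ifi35, rose 798-fold (95% counting interval 273 to 3.87e+03), and Mir6381, opposite Gbp2, rose 250-fold (44.5 to 9.89e+03). Antisense transcription at induced genes stays open for single genes, as it would need reads of known strand.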

How the results depend on the processing

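Fry with the replicate block, and all alternatives for ISG, DNA replication and cell cycle footprints and for the differences between times in ISG, DNA replication and cell cycle footprints, in TOP-mRNA, DNA replication and cell cycle TE and in the numbers of genes called, were chosen only after the results had been seen. No result changed to the opposite direction past its threshold under any alternative.

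Numbers of genes called moved by more than 1.5 times as follows, with fewer or more genes tested where the filter or the set of genes differed, and otherwise the cause was not tested. Total RNA at 2 h, with 93 genes, had 169 with DESeq2, 174 without a filter and 44 with a mean of at least 50 counts. Total RNA at 14 h, with 474, had 269 with total counts alone, 247 with a mean of at least 50 counts and 95 among genes with no gene on the other strand. A one-sided DESeq2 test can call only higher genes, and its 305 calls there compare with the 261 called higher. The genes of the NSC type-I response called higher, 42, were 72 without a filter and 9 with a mean of at least 50 counts. Footprints at 2 h, with 878, had 3538 with the replicate block, among them 1 DNA replication gene higher and 4 lower and 6 cell cycle genes higher and 2 lower, in place of 0 and of 1 lower. TE at 2 h, with 115, had 259 with DESeq2, 51 with total counts alone, 27 with a mean of at least 50 counts and 46 among genes with no gene on the other strand. TE at 14 h, with 1136, had 380 with a mean of at least 50 counts and 374 among genes with no gene on the other strand. The difference between times, with 3867 genes in footprints and 343 in TE, had 6944 in footprints with the replicate block, and in TE 593 with DESeq2, 98 with total counts alone, 196 with a mean of at least 50 counts and 193 at an adjusted p under 0.05. Footprints at 14 h moved least, between 5776 and 7609 over these alternatives.

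Under the alternatives run for footprints and TE the list tests lost a call in 4 cases, for which the cause was not tested beyond the number of genes. TOP-mRNA footprints at 2 h kept their median of 0.27 with fry (adjusted p = 0.548). TOP-mRNA TE at 14 h was -0.88 with a mean of at least 50 counts, where 1 gene was left, and its difference between times -0.79, where 4 genes were left. With fry that difference, -0.67, was not past the threshold (adjusted p = 0.548). TOP-mRNA total RNA at 2 h, for which fry and an estimated correlation were the other tests run, was called by neither (adjusted p = 0.312 and 0.448). With an estimated correlation and no replicate block the only camera call on the TOP-mRNAs that held was that on footprints at 14 h. With the block, which pairs the footprint libraries, the difference between times in their footprints passed the threshold with an estimated correlation as well. In the same test ISG and DNA replication footprints at 14 h no longer passed it (unadjusted p = 0.0515 and 0.0699 in camera). Under the other alternatives TOP-mRNA footprints at 2 h ranged from 0.22 to 0.27 and at 14 h from -0.49 to -0.46, ISG TE from 0.37 to 1.78 at 2 h and from 2.15 to 5.33 at 14 h, and DNA replication TE at 14 h from -1.40 to -1.17 and cell cycle TE from -1.04 to -0.73. The differences between times in TE ranged from 1.24, with a mean of at least 50 counts, to 2.91 for the ISGs. They ranged from -1.37 to -0.88 for DNA replication, from -1.26 to -0.59 for the cell cycle and from -0.79 to -0.29 for the TOP-mRNAs, the smaller value of each with total counts alone.

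With 1 culture or library left out in turn, the lowest and highest values were as follows. Genes called in total RNA were 30 to 74 at 2 h and 171 to 450 at 14 h, and 15 to 42 of the NSC type-I response. In footprints they were 517 to 953 at 2 h, 5613 to 6353 at 14 h and 3229 to 4929 for the difference. In TE they were 70 to 149 at 2 h, 828 to 1111 at 14 h and 194 to 610 for the difference. TOP-mRNA footprints were 0.0862 to 0.43 at 2 h, -0.48 to -0.45 at 14 h and -0.89 to -0.54 for the difference. TOP-mRNA TE was -0.53 to 0.16, -0.94 to -0.50 and -1.01 to -0.19. ISG footprints were 3.64 to 4.28, 4.63 to 6.56 and 2.36 to 2.76, and ISG TE 1.28 to 1.497, 2.72 to 4.09 and 2.13 to 2.46. DNA replication footprints were -0.14 to 0.0604, -1.39 to -1.24 and -1.34 to -1.11, and TE -0.24 to 0.03, -1.38 to -1.01 and -1.36 to -1.05. Cell cycle footprints were -0.0942 to 0.0616, -1.18 to -1.12 and -1.24 to -1.11, and TE -0.20 to 0.0195, -1.06 to -0.93 and -1.12 to -0.82. At 2 h, vehicle replicate 3 decided the most list calls. Without it the DNA replication and cell cycle footprints passed the threshold of camera, and the TOP-mRNA footprints did not. The IFN-β library of the same number, the lowest of its group for each of these lists, was kept in these fits.

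Of 119 results for named genes, 94 were called. Over 1675 alternatives 1616 kept the call and its direction, 46 lost it and 13 gained it. Of those lost 34, and of those gained 3, came from leaving out a culture or library. The replicate block gained 9, among them Rpl34, Rps21, Rpl37a, Eif3h, Rpl10a and Ccnd1 footprints at 2 h, and lost 3, 1700110K17Rik and Nr6a1 in total RNA at 2 h and Peak1 in total RNA at 14 h. Total counts alone lost 4 and gained 1, and limma-voom lost 3. The one-sided test lost 2, Gm20628 and Hist2h3b, which were lower with IFN-β and which a test for higher genes cannot call. Total RNA of Peak1 at 14 h fell by 5.63, and by 1.00 without vehicle replicate 3.

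Median counts per library at 14 h were 2.13 for the TOP-mRNAs and 6.44 for the ISGs, against 1735 and 1003 footprints, so that 10 and 30 of these genes could be tested in total RNA.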

Differences from the paper's values

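The alternatives named here were set before the data were examined.

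For TE of Rpl10a at 2 h the paper's value in Dataset EV3 is -1.25 and the value here -0.78. It ranged from -1.11 to -0.59 over the alternatives, and it fell within the error of the paper's value with total counts alone and without IFN-β replicate 5, IFN-β replicate 6 or vehicle replicate 3, and not under the others.

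For total RNA at 14 h the values differ from the paper's log2 fold changes in Dataset EV2 for 10 named genes. None of the alternatives run came within the error for 9 of them. The alternatives for Slc25a22 also stayed above the paper's value, but without vehicle counts none gives a fold to compare. For Art3 the paper's value is 2.00 and the value here 7.04 (6.94 to 7.16 over the alternatives). For Eif2ak2 the paper has 3.6, against 1.08 (0.61 to 2.13). For Ifi27 the paper has 1.96, against 6.82 (5.74 to 8.52). For Ifit3 the paper has 12.85, against 4.05 (3.39 to 4.76). For Irf7 the paper has 11.73, against 0.17 (-0.02 to 0.32). For Mpeg1 the paper has 3.92, against -0.21 (-0.55 to -0.04). For Oasl1 the paper has 10.93, against 0.87 (0.70 to 0.99). For Oasl2 the paper has 12.45, against 4.83 (4.32 to 5.36). For Slc25a22 the paper has 2.32, and the value here is a bound of at least 3.96. For Trim14 the paper has 6.35, against 0.16 (0.06 to 0.33). The paper's values come from a separate processing of the reads, described in its methods. Values here that did not differ from the paper's by more than the error were those of Ifit2, Irf1 and Ly6e. For Irf9, with no vehicle counts, only a bound is given here, which does not test the paper's value.

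The paper's NSC type-I response holds 300 genes, which is the length of a ranked list and not a number of calls. Of these 112 had enough total RNA counts at 14 h to be tested here and 42 were called higher, with 9 to 72 over the alternatives.

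The paper states that IFN-β leaves the CDS levels of transcripts with more 5′UTR footprints unaltered. Of those named, Slfn9 rose in the CDS by 1.89 at 2 h and 1.99 at 14 h, and Rbms2 by 1.01 at 14 h. The change of Rbms2 at 2 h, 0.23, was not called. In Dataset EV2 the RNA of Slfn9 and Rbms2 rose by more at 14 h, 2.44 and 1.44, so relative to that RNA the CDS footprints did not rise. The paper also states that no ISGs are among these transcripts. Slfn9 and Rbms2 are both in its list of 300 type-I response genes.

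The paper states that translation of DNA replication and cell cycle mRNAs is lowered at both times. With the lists used here, which are not the gene sets of the paper, the TE medians of -0.13 and -0.13 at 2 h were not past the threshold, while the medians of -1.24 and -0.97 at 14 h were lower.

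The paper describes a tendency to a higher translation index of TOP-mRNAs early on. Of the 64 TOP-mRNAs, 27 had a higher TE and 37 a lower one at 2 h. The paper's own table has 8 of them higher at 2 h. The CDS footprints of 64 of 64 were higher here at 2 h, as in the paper's table.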

Other observations

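The splits of ISG, DNA replication and cell cycle footprints were chosen only after the result was seen. The tests of strand, of depth and of the most counted genes were set beforehand.

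Total RNA counts per gene followed the footprint counts of the same gene only weakly across genes. With footprint libraries thinned to the totals of the total RNA libraries, Spearman's rho between sets of footprint libraries was 0.993 at 14 h and 0.99 at 2 h, against 0.223 and 0.288 between thinned footprints and total RNA, so low depth is unlikely to be the cause. Without the 100 genes that take most of the total RNA counts, Pearson's r at 14 h was 0.00249, and -0.00483 with them, against 0.997 between footprint libraries, which argues against a few genes taking most of the counts. Among 1575 genes that overlap an exon on the other strand, total RNA at 14 h followed the footprints of the gene on the other strand with a rho of 0.122 and its own with 0.00184 (difference 0.120, 95% interval 0.050 to 0.188 over resampled genes). At 2 h these were 0.134 and 0.0309. Genes with no gene on the other strand held 2.21% as many total RNA counts as footprints at 14 h, and those that overlap an exon there 27.6%. These values are consistent with total RNA reads counted on the strand opposite to the gene. The correlations are low even so, and genes are not independent replicates.

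Changes in total RNA at 14 h followed the footprint changes of the gene on the other strand with a rho of 0.481, and the gene's own with 0.152 (1106 genes, difference 0.330, 95% interval 0.254 to 0.408). Of 39 genes tested that overlap on the other strand one of the 300 genes of the NSC type-I response, 31 (79.5%) were called higher, against 188 of 7369 others (2.55%, Fisher's exact test, two-sided, p = 2.3e-41). The same counting may lie behind the small number of the 300 genes called higher in total RNA. In Dataset EV2, which the authors counted in another way, log2 fold changes followed the total RNA changes used here with a rho of 0.433 and the footprint changes with 0.944 over 102 genes. The paper's mean counts in that dataset followed the total RNA counts with a rho of 0.335 and the footprints with 0.748 over 288 genes. Over the 30 ISGs tested in total RNA the median was 1.33, against the paper's 4.65 for the same genes. TE values carry the same limit. Art3, whose total RNA rose with the footprints of Cxcl10 on the other strand, is an example, and a change in TE of such genes cannot be read from these counts alone.

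For the numbers of genes called, chance can be excluded in total RNA at 2 h (1 of 35 splits of the cultures as large, the real one), in total RNA at 14 h (1 of 35), in footprints at 2 h (1 of 35) and 14 h (1 of 35) and in TE at 14 h (1 of 35). It cannot be excluded for TE at 2 h, where 2 of 35 splits gave as many and the other gave 155 genes, though among the 8 splits that part every pair of equal numbers only the real one did. For the 300 genes of the NSC type-I response the real split was also the only one as large (1 of 35), which excludes nothing, since the list was chosen on these cultures.

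For the lists, chance can be excluded for ISG footprints at 2 h (1 of 35) and 14 h (1 of 35), ISG TE at 2 h (1 of 35) and 14 h (1 of 35), TOP-mRNA footprints at 14 h (1 of 35), DNA replication footprints (1 of 35) and TE (1 of 35) at 14 h and cell cycle footprints (1 of 35) and TE (1 of 35) at 14 h. It cannot be excluded for TOP-mRNA TE at 14 h, where 2 of 35 splits gave a median as large and the other reached 0.92, or for TOP-mRNA TE at 2 h (33 of 35). At 2 h it also stays open for DNA replication footprints (28 of 35) and TE (11 of 35) and for cell cycle footprints (24 of 35) and TE (14 of 35). In the footprints, among the 8 splits that part every pair of equal numbers, 3 of 8 were as large for DNA replication and 1 of 8, the real one, for the cell cycle. The difference between times in TOP-mRNA TE was matched by 32 of 100 assignments, and chance stays open for it too.

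Footprints of Eif2ak2, which encodes PKR, rose by 2.51 at 2 h (adjusted p = 2.92e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 3.69 at 14 h (adjusted p = 4.02e-14 from the same test), and its TE changed by 1.21 and 2.55. Footprints of Irf9 rose by 4.49 and 5.75. Those of Sox2 changed by -0.06 and -0.04, those of Pax6 by -0.52 and -0.31, those of Ccnd1 by 0.24 and -0.22, those of Tsc2 by -0.01 and 0.00, those of Actb by -0.03 and -0.10 and those of Larp1 by 0.32 and 0.00. Footprints scaled to library size cannot show a change common to all genes, such as the late global fall the paper reports. The paper's repression of Sox2 rests on polysome fractions, luciferase assays and protein, which these values do not test. Lgr5 footprints fell by 3.05 at 14 h (adjusted p = 1.24e-06 in edgeR). Trex1 footprints rose by 4.63 and 5.00.

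In total RNA, the lowest log2 fold changes among called genes were those of Gm11714 (-1.71), Nr6a1 (-1.60) and 1700110K17Rik (-1.51) at 2 h, and those of Peak1 (-5.63, and a fall of 1.00 without vehicle replicate 3), Hist2h3b (-2.98) and Gm20628 (-2.29), the last of which overlaps Hist2h3b on the other strand, at 14 h. The footprints of Hist2h3b fell by 2.74. Histone genes share sequence, so reads of one copy can be counted on another.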
